# Global and gene-specific translational regulation in *Escherichia coli* across different conditions

**DOI:** 10.1371/journal.pcbi.1010641

**Published:** 2022-10-20

**Authors:** Di Zhang, Sophia Hsin-Jung Li, Christopher G. King, Ned S. Wingreen, Zemer Gitai, Zhiyuan Li

## Abstract

How well mRNA transcript levels represent protein abundances has been a controversial issue. Particularly across different environments, correlations between mRNA and protein exhibit remarkable variability from gene to gene. Translational regulation is likely to be one of the key factors contributing to mismatches between mRNA level and protein abundance in bacteria. Here, we quantified genome-wide transcriptome and relative translation efficiency (RTE) under 12 different conditions in *Escherichia coli*. By quantifying the mRNA-RTE correlation both across genes and across conditions, we uncovered a diversity of gene-specific translational regulations, cooperating with transcriptional regulations, in response to carbon (C), nitrogen (N), and phosphate (P) limitations. Intriguingly, we found that many genes regulating translation are themselves subject to translational regulation, suggesting possible feedbacks. Furthermore, a random forest model suggests that codon usage partially predicts a gene’s cross-condition variability in translation efficiency; such cross-condition variability tends to be an inherent quality of a gene, independent of the specific nutrient limitations. These findings broaden the understanding of translational regulation under different environments and provide novel strategies for the control of translation in synthetic biology. In addition, our data offers a resource for future multi-omics studies.

## Author summary

The central dogma connects DNA, RNA, and protein through transcription and translation. However, with the development of transcriptome and proteomics technology, it has been widely reported that mRNA abundance is not a comprehensive indicator of protein abundance. Translational regulation is critical in resolving this type of mismatch. It has been reported that bacteria respond to heat stress, oxidative stress, and other stressful environments through translational regulation. Nutrient limitations are also fundamental challenges for bacteria, with many unknowns in their adaptation strategies. Using transcriptome and translatome quantification, we uncovered a diversity of gene-specific translational regulations, cooperating with transcriptional regulations, in response to carbon (C), nitrogen (N), and phosphate (P) limitations. Furthermore, we found that codon bias contributes substantially to gene-specific translational regulation. Our findings broaden the understanding of translational regulation under environmental changes and may assist in the design of effective translation strategies in synthetic biology.

## Introduction

The central dogma connects DNA, RNA, and protein through transcription and translation. While transcriptional regulation has been extensively studied in the past century [1], how well transcript level represents protein abundance remains controversial [2,3]. Despite the overall positive correlation between mRNA and protein abundance when different genes are compared in bacteria, genes with similar mRNA abundance may show large differences in protein abundance [4]. Given that a non-negligible portion of the bacterial genome exists as polycistrons, the difference in protein abundance can be traced to widespread differences in translational capacity between genes, e. g. arising from mRNA secondary structure, codon usage bias, ribosome binding sites, riboswitches, and leader peptides [5–9]. Not only do these factors result in differential protein synthesis under steady-state conditions, many of them also respond to external stressors, confirming that translation is also a crucial stage in gene expression regulation. For example, the hairpin structure in the 5’UTR of *pfrA* in *Listeria* opens at high temperatures to facilitate translation [10].

Cells regulate their protein expression profiles in response to environmental challenges. While this regulation is conventionally thought to occur primarily at transcription [11], several recent studies based on the translatome have revealed gene-specific translational regulation when bacteria are exposed to heat stress, oxidative stress, or amino-acid starvation [12–15]. These studies specifically focused on translational regulation in specific genes contributing to stress responses, such as the heat shock protein (HSP) gene family [16]. However, the universality of translational regulation as a response to general environmental challenges remains largely unexplored. For instance, nutrient limitations are fundamental challenges for microbes, and *E*. *coli* cells are known to adapt to different nutrient limitations by regulating ribosomal synthesis and resource allocation strategies [17–19]. But we do not yet know if cells also regulate the translation of specific genes in response to nutrient limitations. Recently, quantitative proteomic data provided valuable resources for the exploration of bacterial translational regulation under various environments [20]. However, clarifying the detailed process and mechanisms of translation regulation requires the integrated analysis of multiple omics, including transcriptomics, translatomics, and proteomics. Moreover, as transcription and translation are coupled in bacteria [21], it is worth quantifying the extent to which transcription and translation are regulated in concert to cope with environmental stresses.

To understand the general principles underlying the regulation of gene expression at the translational stage, quantitative models have been developed to provide an integrative picture of translational regulation [22–27]. However, the factors that contribute to gene-specific translational regulation upon environmental changes are still poorly understood [28]. In this regard, some researchers have suggested that protein synthesis rates are tightly linked to tRNA composition and modification, which is known to vary across conditions [29–31]. However, others suggest that mRNA structure itself is a key factor in translational regulation, and contributes to rapid adaptation to changing environments by dynamically folding in response to multiple signals, including temperature, ligands, regulatory proteins, and small RNAs [32,33]. Indeed, translation efficiency is highly correlated with ORF mRNA structure rather than other mRNA features such as tRNA adaptation index (tAI) [34]. Therefore, the underlying mechanisms of translational regulation in response to environmental changes are worth exploring.

Here we extended our previous research [18] and systematically quantified the total number, bound fraction, and elongation rates of ribosomes under carbon (C), nitrogen (N), and phosphorus (P) limitations at different growth rates, and several other growth conditions. Then we extended our perspective on translational regulation from the global scale to the level of individual genes. We aimed to examine whether there is gene-specific translational regulation in *E*. *coli* responding to different nutrient limitations, and then explore possible mechanisms. Combining global ribosome profiling with RNA-seq, we quantified the correlation between mRNA level and translation efficiency both across genes and across conditions, as well as the variability of translation efficiencies across conditions. We uncovered a diverse range of gene-specific translational regulations concerted with transcriptional regulations in response to environmental deficiencies. Intriguingly, several translational regulation genes are themselves subject to translational regulation, suggesting possible feedbacks. Further analysis suggested that codon usage may play an important role in gene-specific translational regulation. Using a random forest model, we quantified the contribution of codon usage towards condition-dependent translational regulation. This analysis revealed that the cross-condition variability tends to be an inherent feature of individual genes, independent of particular conditions. These findings expand our understanding of translational regulation in response to environmental changes, and suggest novel strategies for effective translation in future synthetic biology.

## Results

### Cells adapt to different nutrient conditions through global translational regulations

To explore the translational regulation in *E*. *coli* under different environments, we utilized 12 different growth conditions (Table 1). In an effort to focus on distinct yet stable steady-state growth conditions, we grew *E*. *coli* in chemostats with dilution rates of 0.1 and 0.6 h^-1^ under limitations for carbon (C), nitrogen (N), and phosphate (P). We also grew two mutant strains in chemostats, Δ*rplA* and Δ*leuB*, with the same dilution rates of 0.1 and 0.6 h^-1^. *rplA* encodes a component of the 50S ribosome subunit [35,36] and *leuB* is involved in leucine biosynthesis [37]. These two mutant strains thus enabled us to probe how single-gene mutations that disrupt distinct aspects of the translation process affect the overall pattern of translation. In addition, wild type *E*. *coli* was also grown in batch culture using both glucose minimal media and defined rich MOPS media, with measured growth rates of 0.9 and 1.8 h^-1^, respectively.

**Table 1:** List of the 12 different conditions for *Escherichia coli* in our measurements.

Condition ID	1	2	3	4	5	6	7	8	9	10	11	12
Nutrient limitation	C-limited		N-limited		P-limited		glucose minimal	defined rich MOPS	N-limited for ΔrplA		Leu-limited for ΔleuB	
Growth rate (h^-1^)	0.1	0.6	0.1	0.6	0.1	0.6	0.9	1.8	0.1	0.6	0.1	0.6
Culture environment	chemostat						batch culture		chemostat			

*E*. *coli* was grown under glucose (C, carbon), ammonia (N, nitrogen) and phosphate (P, phosphorus) limited conditions in chemostats at two different dilution rates of 0.1 and 0.6 h^-1^ (equal to growth rates). ΔrplA and ΔleuB mutant strains were grown under ammonia and leucine limitations, respectively. Three biological replicates were performed for all the 12 conditions.

As observed in a previous study [18], P-limited cells consistently exhibited lower RNA-to-protein ratios than C-limited or N-limited cells. Δ*rplA* cells exhibited a higher RNA-to-protein (R/P) ratio than other conditions at the growth rate of 0.6 h^-1^, consistent with the significantly reduced activity of ribosomes for Δ*rplA* cells [38]. All other conditions are located on a single line of R/P ratio versus growth rate (Fig 1A), consistent with the well-established linear relationship between growth rate and RNA-to-protein ratio in previous studies [18,19,39]. The free ribosome pools decreased as growth rate increased across all the nutrient-limited conditions (Fig 1B). Our previous study suggested that *E*. *coli* differentially tune multiple ribosomal features, including ribosome total number, elongation rate, and active fraction, to achieve the same growth rate of 0.1 h^-1^ under different nutrient limitations [18]. The current results confirmed that this pattern extends to a higher growth rate of 0.6 h^-1^ (Fig 1C–1E). Meanwhile, under batch conditions, all three of these ribosomal features reached very high levels (Fig 1F). The distribution of ribosome density along mRNAs also revealed differences between conditions: For C- and N-limited conditions, there was a higher ribosome occupancy near the start codon, particularly at the lower growth rate (Fig 1G and the inset). Across all conditions, after the first few codons, the ribosome density exhibited no significant decrease along mRNAs (Fig 1G). In summary, cells adapt to different nutrient conditions by differentially tuning multiple ribosome-related features, which act globally on the translation efficiencies of all genes. In addition to such global translational regulation, we wondered whether there could be gene-specific translational regulation in response to different environment conditions.

**Fig 1:**
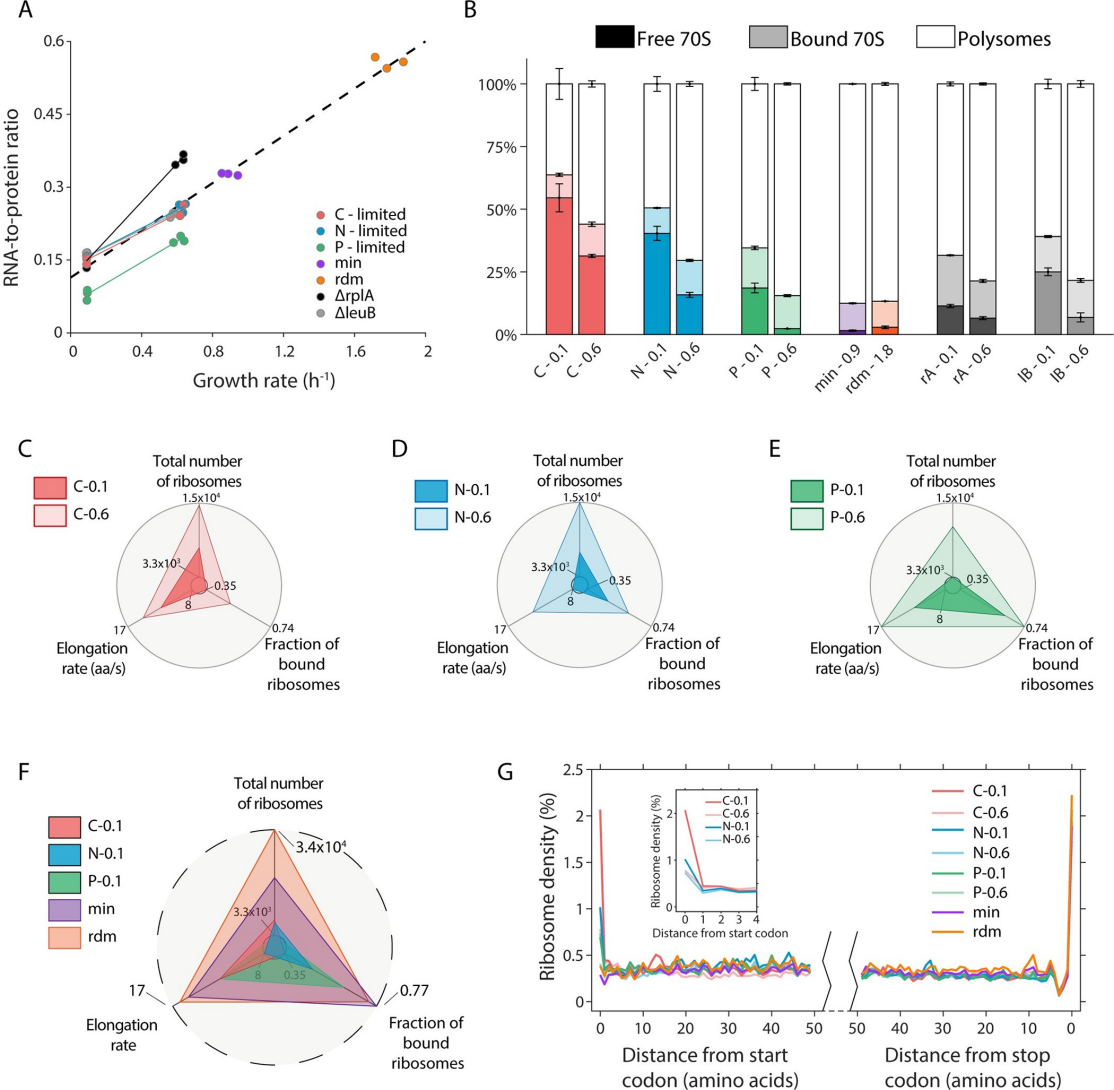
Cells adapt to nutrient conditions through different ribosomal strategies. (A) RNA-to-protein ratios for 12 conditions at different growth rates. Each data point represents one experimental measurement. (B) Fractions of assembled (70S) ribosomes under 12 conditions. The assembled ribosomes include free 70S monosomes, mRNA-bound 70S monosomes, and mRNA-bound 70S polysomes (multiple ribosomes on one mRNA). Free 70S, bound 70S, and polysomes are represented in dark, light, and white colors, respectively. The bar heights represent mean values with error bars indicating s.e.m. from three biological replicates. (C-E) Cells differentially regulate three ribosomal features in response to C-, N-, and P-limitations at the growth rates of 0.1 and 0.6 h^-1^. The three features include total number of ribosomes per average cell (see Methods), elongation rate, and fraction of bound ribosomes. These features are scaled linearly between the inner circle and the outer circle, which represent the minimum and maximum among all conditions, respectively. The scales of the three indicated axes are the same for panels C-E. (F) Same as (C-E), but showing the differences between chemostat cultures and two batch conditions. The value of the outermost circle is larger than in C-E, especially the total number of ribosomes. (G) Averaged A-site ribosome density within the first and last 50 codons of the transcripts, from ribosome profiling analysis. Each curve shows the mean value from three replicates at each condition. Inset: ribosome density at the beginning of the transcripts.

### Quantifying transcriptome and translatome in *E*. *coli* under multiple nutrient limitations

To explore individual gene expression regulation in *E*. *coli* under various nutrient conditions, we quantified the genome-wide transcriptome and translatome by performing RNA-seq and global ribosome profiling for all the conditions above [40]. 

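RNA-seq and ribosome profiling (Ribo-seq, which sequences the mRNA fragments protected by ribosomes) were each carried out on 3 cultures of 12 conditions, so 36 RNA-seq and 36 Ribo-seq libraries were analysed. The 8 wild-type conditions were C-, N- and P-limited chemostats, in which inflow of the limiting nutrient sets the growth rate, at 0.1 and 0.6 per h, and batch cultures in glucose minimal medium at 0.9 per h and in rich defined medium at 1.8 per h. The other conditions were N-limited ΔrplA cells, which lack ribosomal protein L1, and leucine-limited ΔleuB cells, which cannot make leucine, each at 0.1 and 0.6 per h. The authors deposited, for each library, the number of reads counted on each annotated region of the MG1655 genome (NC_000913.3), without normalization and without pooling replicates. Each read of 15 to 45 nt was assigned to the position 11 nt from its 3′ end, as recorded in the headers of all 72 libraries. Between 47407 and 487146 RNA-seq reads per library fell on coding regions (median 246486), which was 2.15% to 5.38% of all counted reads. For Ribo-seq the range was 936478 to 7501062 reads (median 4908530), or 5.02% to 42.1% of all counted reads. RNA-seq libraries of C-limited cells held 88765 to 266222 reads at 0.1 per h (median 105067) and 173937 to 437649 at 0.6 per h (median 267917), and their Ribo-seq libraries held 936478 to 2379429 (median 2209947) and 2516118 to 5366974 (median 4959809). In N-limited cells the RNA-seq ranges were 120605 to 243635 (median 161885) and 109417 to 304082 (median 182616), and the Ribo-seq ranges were 2098365 to 4198794 (median 3328725) and 4135906 to 5914856 (median 4882519). P-limited cells gave 161325 to 427232 RNA-seq reads (median 164710) and 178373 to 452815 (median 260945), with 3036190 to 5654654 Ribo-seq reads (median 4973108) and 5832334 to 7008671 (median 6162783). Cells in minimal medium gave 280422 to 487146 RNA-seq reads (median 296560) and 5783063 to 7501062 Ribo-seq reads (median 7134663). In rich medium these were 249336 to 458375 (median 270570) and 3099155 to 4934542 (median 4762594). ΔrplA cells had 136367 to 312523 RNA-seq reads at 0.1 per h (median 178059) and 158045 to 397501 at 0.6 per h (median 354289), with 5130374 to 5851417 Ribo-seq reads (median 5370124) and 4044467 to 6366647 (median 4839456). ΔleuB cells had 110958 to 284501 RNA-seq reads (median 119833) and 47407 to 454612 (median 207786), with 3334498 to 5080617 Ribo-seq reads (median 4474340) and 4651325 to 5794762 (median 4729791). The shallower RNA-seq libraries set the precision of most values: among the 2914 genes that pass the expression filter, the median RNA-seq count per gene and library was 22, and 28.2% of these counts were under 10, against a median of 277 and 4.10% in Ribo-seq. RNA-seq depth also differed by replicate number, with medians of 412366, 167631 and 171384 reads for replicates 1, 2 and 3. As a check of the labels, rplA had 8 to 37 RNA-seq reads (63.5 to 170 RPKM) in the 6 ΔrplA libraries and 1567 to 13336 RPKM in the 30 others. leuB had 39.6 to 82.3 RPKM in the 6 ΔleuB libraries and 27.9 to 2996 RPKM in the 30 others, where the values within or below the range of the mutant came from rich medium. Its footprints separated fully, with 8.09 to 24.6 RPKM in ΔleuB cells and 40.1 to 3610 RPKM in the others. Differences of mRNA level were tested with edgeR's quasi-likelihood test on the counts of all libraries, with TMM normalization and an estimate of spread shared by 24 groups of 3 libraries.

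**Figure D1:**
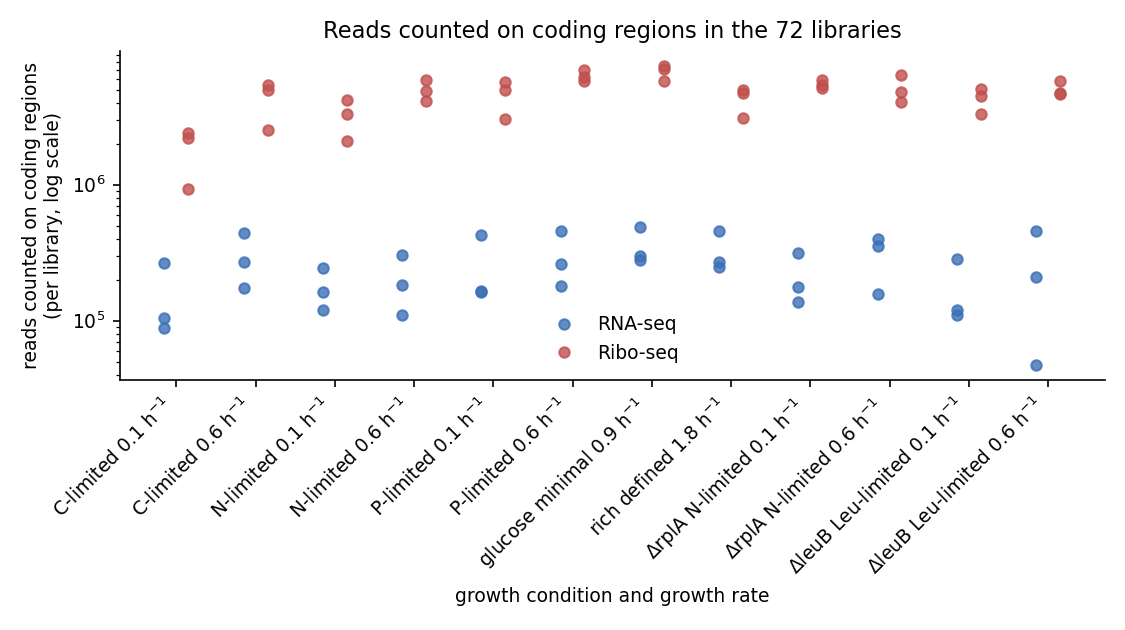
Reads counted on coding regions in each RNA-seq and Ribo-seq library by condition and growth rate per h, on a log axis, where each point is 1 library. All 36 RNA-seq libraries lie between 47407 and 487146 reads, below the lowest Ribo-seq library at 936478.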

After filtering out ribosomal RNA (rRNA) and transfer RNA (tRNA) species, a total of 4321 genes were used as the reference for mapping.

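The deposited tables list the same 4321 coding regions for every library, together with 176 regions for other RNAs that were left out. By position, 4208 of the coding regions matched a gene symbol of the RefSeq annotation of the same genome, 40 more took their symbol from the paper's supplement, and 73 had none. No count was recorded on 161 to 1292 of the coding regions in an RNA-seq library and on 57 to 371 in a Ribo-seq library. The 10 genes with most reads took 8.75% to 15.1% of the coding reads of an RNA-seq library and 15.8% to 22.9% of those of a Ribo-seq library.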

Translation efficiency (TE) has conventionally been quantified as the rate of protein production per mRNA (the translating ribosome number per unit length of a mRNA) [41]. 

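RPKM values were computed for each library by dividing each gene's count by its length and by the total over the 4321 coding regions, as the methods describe. Values computed in this way matched the paper's supplementary tables for all 43851 RNA-seq values compared, with a largest relative difference of 0.000495%. These came from 1347 of the 1405 genes listed there. For Ribo-seq, 44670 values of 1269 of the 1320 listed genes matched, with a largest difference of 0.000496%. The other listed genes were not compared. For a condition, RTE was computed as the mean Ribo-seq RPKM of the 3 cultures over their mean RNA-seq RPKM. Where no RNA-seq read of a gene was counted in a condition, its RTE was left undefined, which concerned 68 values in 53 of the genes that passed the expression filter. Changes of RTE were tested on the counts with edgeR, as the interaction of library type and condition in the model of all 72 libraries.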

Here, a version of TE is obtained by dividing the rate of synthesis of each protein (ribosome density from ribosome profiling) by the mRNA levels from RNA-Seq under the corresponding condition; we call this quantity the “relative translation efficiency” (RTE, see Methods for details). It is worth noting that the RTE represents the relative occupancy of ribosomal resources devoted to translation, rather than the absolute protein production rate per mRNA molecule. 

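The limit of 1.5 on the log10 scale is 31.6 RPKM, which was applied to the mean over the 12 condition means. Under other readings of the limit, 2755 genes passed when log10(RPKM + 1) was averaged, and 1791 genes passed when every condition had to exceed it. With no limit on the level, 3858 genes had an mRNA value above 0 in every condition.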

To avoid the high noise caused by low mRNA levels, we filtered genes with a cut-off of log_10_(mRNA RPKM) > 1.5. 

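Of the 4321 coding regions, 2914 had a mean mRNA level above the limit. The paper does not state over which values the limit applies. The mean was chosen before the counts were examined, as the rule closest to 2914 of 4321 genes in a shortened copy of the paper's supplement. The match in number is therefore not an independent check.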

After filtering, a total of 2914 genes were retained for further analysis. 

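Across genes, the Pearson correlation of log10 RPKM between replicates of the same condition was 0.776 to 0.918 in RNA-seq (median 0.872 over 36 pairs) and 0.971 to 0.994 in Ribo-seq (median 0.989). Libraries of different conditions correlated at 0.617 to 0.902 in RNA-seq (median 0.785 over 594 pairs) and at 0.698 to 0.985 in Ribo-seq (median 0.901). These values are across genes, which are not independent replicates, and no p-value was computed for them. To look for a library deposited more than once, the counts of each replicate pair were compared by a chi-square statistic per degree of freedom, which was at least 1.12 in RNA-seq (median 1.69) and 2.92 in Ribo-seq (median 7.55), so every pair differed by more than sampling noise and all 3 cultures were kept as replicates.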

Scatter plots and correlation analysis of per gene mRNA and ribosome level showed high data reproducibility across different replicates (Fig A-B in S1 Text). Since RTE is the ratio of footprint densities to RNA-seq read densities, it could be sensitive to the changes of mRNA levels. To test whether RTE truly reflected differences in translation between genes, we analyzed the expression pattern of genes from the *dusB-fis* operon and the F_0_F_1_ ATP complex, which are two typical cases that controlled at translation level with similar mRNA abundances. *dusB* and *fis* are coregulated as part of the same operon, and we observed that their mRNA levels were comparable. However, because of the highly different mRNA structure [34], their RTEs showed significant disparities (Fig C in S1 Text), consistent with the results of previous study [34]. 

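dusB (b3260, positions 3410280 to 3411245 on the plus strand) lies just upstream of fis (b3261, 3411271 to 3411567, plus strand). The mean mRNA level over the 12 conditions was 545 RPKM for dusB and 901 RPKM for fis. On the log2 scale, fis mRNA exceeded dusB mRNA by a mean of 0.74 (SD 0.47, n = 12 conditions), with a range of 0.17 to 1.79. The difference had the same sign in 34 of the 36 cultures and in all 12 conditions (exact two-sided sign-flip permutation test over 12 conditions, p = 0.000488, the smallest p that 12 conditions allow).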

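The RTE of dusB was 0.0646 on average over the 12 conditions and that of fis was 1.34. The log2 ratio of the RTE of fis to that of dusB had a mean of 4.43 (SD 0.85, n = 12 conditions) and ranged from 3.02 to 5.79. fis had the higher RTE in 36 of 36 cultures, and the exact two-sided sign-flip permutation test over conditions again reached the smallest p it allows. For RTE the lowest ratio of any condition lay above the highest ratio of mRNA levels of any condition.

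**Figure D2:**
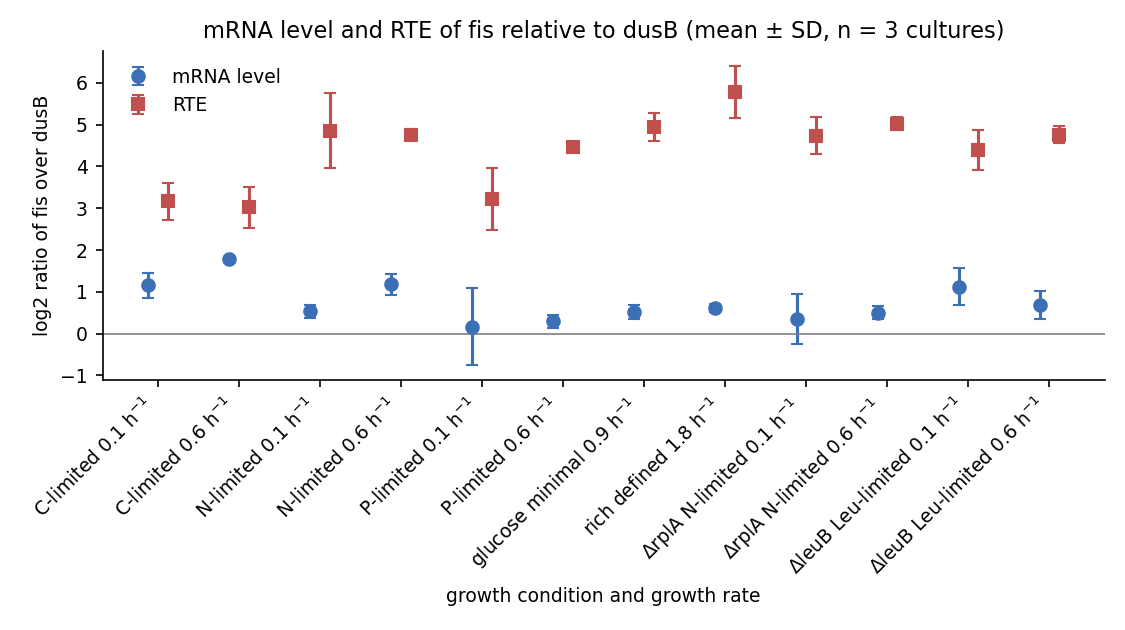
log2 ratio of fis over dusB for mRNA level and for RTE in each growth condition and growth rate per h; points are means and bars the SD of 3 cultures. RTE ratios lie between 3.02 and 5.79 and mRNA ratios between 0.17 and 1.79.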

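The genes atpB, atpE, atpF, atpH, atpA, atpG, atpD and atpC follow one another on the minus strand, from position 3922051 at the start of atpB to 3915553 at the end of atpC. Over the 12 conditions their mean mRNA levels were 1648 RPKM for atpB, 4309 for atpE, 3668 for atpF, 2848 for atpH, 2895 for atpA, 2309 for atpG, 2213 for atpD and 2508 for atpC. Within a condition, the highest of the 8 mRNA levels was 2.00 to 3.07 times the lowest.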

Eight subunits of the F_0_F_1_ ATP complex were from a single polycistronic transcript, and the mRNA levels of these genes were similar (Fig C in S1 Text). However, their RTEs varied substantially and were proportional to their stoichiometry in the F_0_F_1_ ATP complex (Fig C in S1 Text), consistent with a previous study by Li *et al*. 

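The mean RTE was highest for atpE (2.08), of which the complex holds 10 copies, followed by atpD (0.909) and atpA (0.791) with 3 copies each. atpB (0.577), atpG (0.490), atpC (0.433) and atpH (0.271) are present in 1 copy, and atpF (0.301) in 2 copies. The highest RTE was 6.86 to 10.4 times the lowest within a condition. In rich medium, RTE and copy number correlated across the 8 genes with Pearson's r of 0.985 (exact two-sided permutation test, p = 0.00476) and Spearman's rho of 0.741 (exact permutation p = 0.05). Over the 12 conditions tested, r ranged from 0.853 to 0.985 (median 0.964), with exact permutation p-values of at most 0.0179 and Benjamini-Hochberg adjusted values of 0.0104 to 0.0179. Spearman's rho ranged from 0.575 to 0.741, with adjusted exact permutation p-values of 0.0667 to 0.143. mRNA level and copy number also correlated, with r of 0.654 in rich medium and up to 0.864 over the 12 conditions. Without atpE, r of RTE and copy number fell to 0.833 in rich medium and ranged from 0.436 to 0.840 over the 12 conditions, so the size of r rested in part on that gene. These correlations are across 8 genes of one operon, which are not independent replicates.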

[17] on the quantification of absolute translation efficiency. Thus, these results confirmed the reliability of RTE in quantifying translational differences among genes.

### mRNA-RTE correlation analysis suggests the preponderance of both gene-specific and condition-specific translational regulation

To quantify the correlation between mRNA level and RTE, we analyzed two types of correlation: across genes and across conditions (Fig 2A). 

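Across all genes with mRNA and footprint reads, the squared Pearson correlation of log10 mean mRNA level and log10 mean RTE over the 12 conditions was 0.143. Within single conditions it ranged from 0.0461 to 0.143 (median 0.0818, 4133 to 4229 genes). Genes are not independent replicates, and no p-value was computed. Among the alternatives set in advance, the value rose most when RTE was taken as the mean of the ratios of the 3 cultures, to 0.224, and fell most with only the genes passing the expression filter, to 0.0487. With ratios set to 0 where no mRNA read was counted, an alternative chosen after the values were seen, it was 0.302.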

For cross-gene correlations, we confirmed that, on average, mean mRNA levels positively correlated with RTEs (Fig 2B), with a coefficient of determination (*R*^2^) of 0.3. This means that in an average sense, if one gene has a higher mRNA level than another, it is also likely to have a larger RTE.

**Fig 2:**
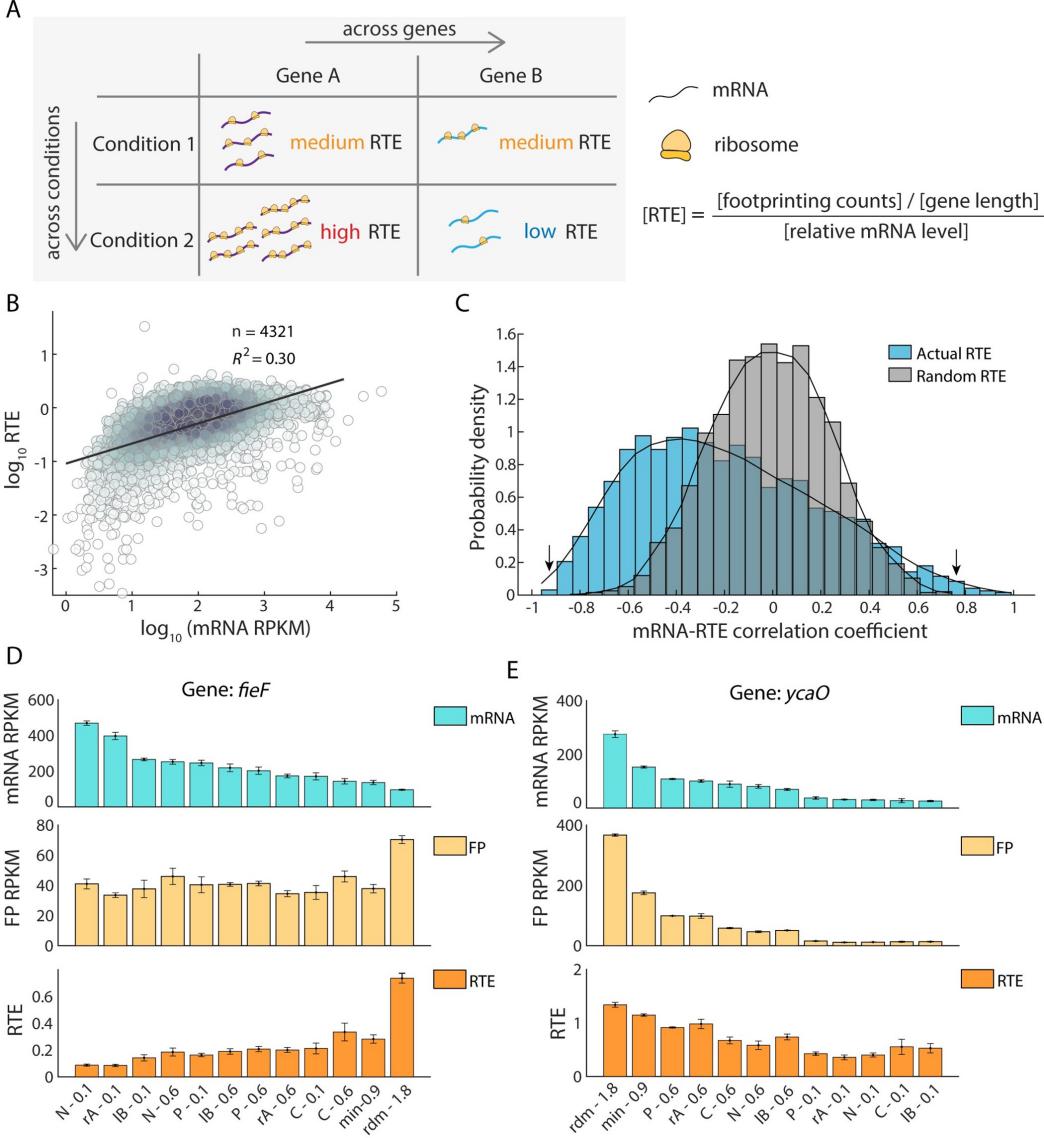
Global view of mRNA-Relative Translation Efficiency (RTE) correlations across genes and across conditions. (A) Two types of correlations between mRNA level and RTE: across genes and across conditions. (B) Correlation between mean mRNA level and mean RTE, across different genes. Mean levels were taken as the average of all 12 conditions (Table 1). Each dot represents one gene, and color depth depicts the density of points. (C) Distribution of Spearman’s rank correlation coefficients between mRNA level and RTE across the 12 different conditions. Each gene provides one such correlation coefficient, and distributions are shown for 2914 genes (blue bars–Actual RTE: original RTE from RNA-Seq and Ribosome profiling; gray bars–Random RTE: the RTE values for each gene were randomly scrambled among the 12 conditions to obtain the randomly ordered RTEs, which was considered as the null distribution, see methods and S1 Text for details). The *p*-value between the two distributions from Kolmogorov-Smirnov test was 5e-130. (D-E) Example of two genes with negative correlation (D, gene *fieF*, left arrow in B) and positive correlation (E, gene *ycaO*, right arrow in B) between their mRNA levels and RTEs. The mRNA level (up panel), ribosome footprints (middle panel), and RTE (down panel) under 12 conditions were shown. Error bars represent s.e.m. from three biological replicates.

Next, we wondered whether the mRNA levels and RTEs of individual genes change in concert across different conditions. To answer this question, we examined the cross-condition correlation between mRNA level and RTE for each gene. In contrast to the positive cross-gene correlation, we found a broad distribution of the 2914 Spearman’s rank correlation coefficients between a gene’s mRNA levels and its RTEs across the 12 conditions (Fig 2C, blue). 

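For each of the 2914 genes, Spearman's rho was computed between the mean mRNA level and the RTE of the 12 conditions. It ranged from -0.972 to 0.916, with quartiles at -0.399 and 0.266. Of the genes, 82 had a Benjamini-Hochberg adjusted p-value under 0.05 over the 2914 tests (57 negative, 25 positive, two-sided permutation test with 100000 resamples). With the 8 wild-type conditions alone, which give the test less power, no gene reached that limit and 466 of 2913 had an unadjusted p under 0.05, while 342 genes reached it (292 negative, 50 positive) without an expression filter. mRNA level also enters RTE as its denominator, from the same libraries. When the mRNA level was taken from 1 replicate and the denominator from the other 2, 5, 4 and 0 genes reached the limit with the mRNA level from replicates 1, 2 and 3, and 407 had an unadjusted p under 0.05 on average. Named after their values were seen, the 5 were ihfB, ychF, yeiP and yfcJ (positive) and fieF (negative), and the 4 were yciG and ilvB (positive) and yagF and rlmD (negative).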

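Negative values made up 56.5% of the 2914 correlation coefficients between mRNA level and RTE.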

The distribution ranged from -1 to +1, asymmetrically biased toward negative values. The median of this distribution was -0.23, and 24.5% of the genes exhibited a smaller than -0.5 correlation between their mRNA levels and RTEs across conditions; only 4.7% of the genes exhibited a larger than 0.5 correlation. 

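Computed from condition means, the median rho was -0.0748, 17.7% of the genes had a rho under -0.5 and 11.1% had a rho above 0.5. With mRNA level and RTE denominator from different replicates, the median was 0.121, the share under -0.5 was 6.07% and the share above 0.5 was 16.6%. Each replicate in turn gave a positive median in that setting, at 0.126, 0.105 and 0.133 with the mRNA level from replicates 1, 2 and 3. Leaving out 1 replicate of every condition gave medians of -0.167 to -0.126. Ordered by RNA-seq counts and divided into 4 groups of 729, 728, 728 and 729 genes, the genes with fewest counts (median 285 over all libraries) had a median rho of -0.287, followed by -0.140, -0.0245 and 0.154 for those with most (median 5117).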

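Scrambling the RTEs of each of the 2914 genes among conditions 1000 times gave median coefficients of -0.0280 to 0.0210, so no scrambled median was as low as the one measured (permutation p = 0.000999, the smallest p that 1000 scrambles allow, one-sided). In 1 such scramble 5.04% of the genes had a rho under -0.5 and 5.22% had a rho above 0.5. The Kolmogorov-Smirnov statistic between the measured and the scrambled distribution was 0.153 (n = 2914 genes, two-sided p = 4.76e-30 across genes, which are not independent replicates).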

To test the significance of this asymmetric and mostly negative distribution, we randomly scrambled the RTEs among conditions for each gene and recalculated the 2914 correlation coefficients to obtain a null distribution (Fig 2C, grey). As confirmed by theoretical analysis, this null distribution was symmetric with zero mean (see S1 Text for details), and visibly distinct from the actual distribution. The sizable, statistically significant difference between the actual distribution and the null distribution implied the widespread existence of gene-specific translational regulation, where the RTE of an individual gene changed in response to different environmental conditions (Fig D in S1 Text).

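Of the 2914 genes, 594 had an unadjusted permutation p under 0.05, where 146 would be counted if mRNA level and RTE were unrelated. To see what noise alone gives, counts were simulated with the measured mRNA levels and a constant RTE for each gene, with negative-binomial noise that covers counting and the spread between replicates. Over 20 simulations the median rho was -0.305 (range -0.315 to -0.287), 26.5% of genes had a rho under -0.5 and 0.975% had a rho above 0.5. When the simulated mRNA level and denominator came from different replicates, the median was -0.00431. With counting noise alone (Poisson) the simulated median was -0.283 and 23.8% of genes had a rho under -0.5. The paper takes the difference between the measured distribution and the scrambled (null) distribution in Fig 2C to imply that gene-specific regulation of translation is widespread.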

To further explore the possible roles of gene-specific translational regulation, we examined two genes with highly negative and highly positive mRNA-RTE correlations. 

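fieF (b3915, positions 4106469 to 4107371, plus strand) had the lowest of the 2914 coefficients, at -0.972 over the 12 conditions (permutation p = 1e-05, the smallest that 100000 resamples allow, adjusted p = 0.0146). Its mRNA level rose from 95.7 ± 5.41 RPKM (SD, n = 3) in rich medium to 469 ± 21.3 RPKM (SD, n = 3) in N-limited cells at 0.1 per h. The RTE fell from 0.735 in rich medium to 0.0846 in ΔrplA cells at 0.1 per h, while the footprint level stayed between 33.5 and 70.3 RPKM. In total 1710 RNA-seq reads of fieF were counted in the 36 libraries.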

For the gene *fieF*, which mediates metal-ion transport in response to iron poisoning [42], the correlation coefficient was -0.91 (Fig 2D). Iron homeostasis is essential for cell survival [42]. 

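For ycaO (b0905, positions 954872 to 956632, minus strand) the coefficient over the 12 conditions was 0.853 (permutation p = 0.00083, adjusted p = 0.0396), from 1533 RNA-seq reads in 36 libraries. Its mRNA level was lowest in ΔleuB cells at 0.1 per h (26.1 ± 3.97 RPKM, SD, n = 3) and highest in rich medium (275 ± 21.8 RPKM, SD, n = 3). The RTE of ycaO was lowest in ΔrplA cells at 0.1 per h (0.356) and highest in rich medium (1.33).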

For the gene *ycaO*, which is involved in the β-methylthiolation of the ribosome complex S12 [43], the correlation coefficient was 0.73 (Fig 2E). Ribosome abundance has been known to change with growth conditions or cellular status [44]. In addition, the top 5 genes with negative or positive correlations between mRNA level and RTE are shown in Fig E in S1 Text. 

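Over the 12 condition means, the 5 lowest coefficients were those of fieF, tusB and rsxC (both -0.944), bdcR (-0.944) and hypT (-0.937), and the 5 highest were those of ilvB, asnS and fliC (0.916 each), adeP and ychF (0.909 each). Of the genes shown in Fig E in S1 Text, dsbC had a rho of -0.895 and menH of -0.902. Among those shown as positive, flgB had a rho of 0.333, yecR of 0.382, yoaI of 0.25 and ymgC of -0.05, each computed over the conditions in which an RNA-seq read was counted. For these and phnG, 14 to 23 of the 36 RNA-seq libraries held no read of the gene. Computed over the 36 cultures with RTE set to 0 where no read was counted, a setting chosen after the values were seen, the 5 genes had coefficients of 0.903 to 0.974. With those cultures left out, they were 0.474 to 0.639.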

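cutC had a coefficient of -0.909 over the 12 conditions (adjusted p = 0.0245, permutation test), which was -0.825 with the mRNA level and the RTE denominator from different replicates. Its mean mRNA level was 359 RPKM and its mean RTE 0.356, from 2049 RNA-seq reads. phnG had a coefficient of 0.0667 over the 9 conditions in which its mRNA was read, with 738 RNA-seq reads in all libraries and a mean level of 174 RPKM.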

Among them, *cutC* and *fieF* with negative correlation are involved in the maintenance of homeostasis, while *phnG* with positive correlation is involved in the utilization of phosphorus. These examples raise a more general question: Do genes with negative and positive mRNA-RTE correlations perform different biological functions?

### Correlations between mRNA level and RTE link to gene function

To test the hypothesis that genes with distinctive mRNA-RTE correlations fall into different functional categories, we performed gene ontology (GO) enrichment analysis for the top 300 genes with the strongest negative mRNA-RTE correlations across conditions, as well as the top 300 genes with the strongest positive correlations. We found that the top 300 most negatively correlated genes were mainly involved in biological processes that may not be affected by our nutrient limitations (Fig 3A). These genes, such as *nagC*, *ascG*, and *kdgR*, are essential for the homeostasis of metabolism. 

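nagC (mean mRNA level 125 RPKM, mean RTE 0.481) had a rho of -0.706 between mRNA level and RTE (adjusted p = 0.130, permutation test over 2914 genes). For ascG (57.3 RPKM, 0.678) rho was -0.601 (adjusted p = 0.219), and for kdgR (198 RPKM, 0.744) it was -0.657 (adjusted p = 0.168). None of the 3 passed an adjusted p of 0.05. With the mRNA level and the denominator from different replicates, rho was -0.354 for nagC, -0.00699 for ascG and -0.350 for kdgR. RNA-seq reads summed over 36 libraries were 1300 for nagC, 499 for ascG and 1388 for kdgR.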

Other genes in this group, such as *rpoE*, *lacI*, and *frmR*, respond to inputs such as heat shock, lactose, or formaldehyde which were not assayed in our experimental condition. It is conceivable that the negative correlation between mRNA level and RTE for genes in this group reduces the dependence of protein abundance on conditions.

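Both rpoE (mean mRNA level 1818 RPKM, mean RTE 0.0811) and lacI (322 RPKM, 0.435) had a rho of -0.909 (adjusted p = 0.0245, permutation test). frmR (144 RPKM, 1.08) had a rho of -0.783 (adjusted p = 0.0791). When the mRNA level and the RTE denominator came from different replicates, rho was -0.888 for rpoE, -0.100 for lacI and -0.354 for frmR. The RNA-seq libraries held 8161 reads of rpoE, 3608 of lacI and 389 of frmR in total.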

**Fig 3:**
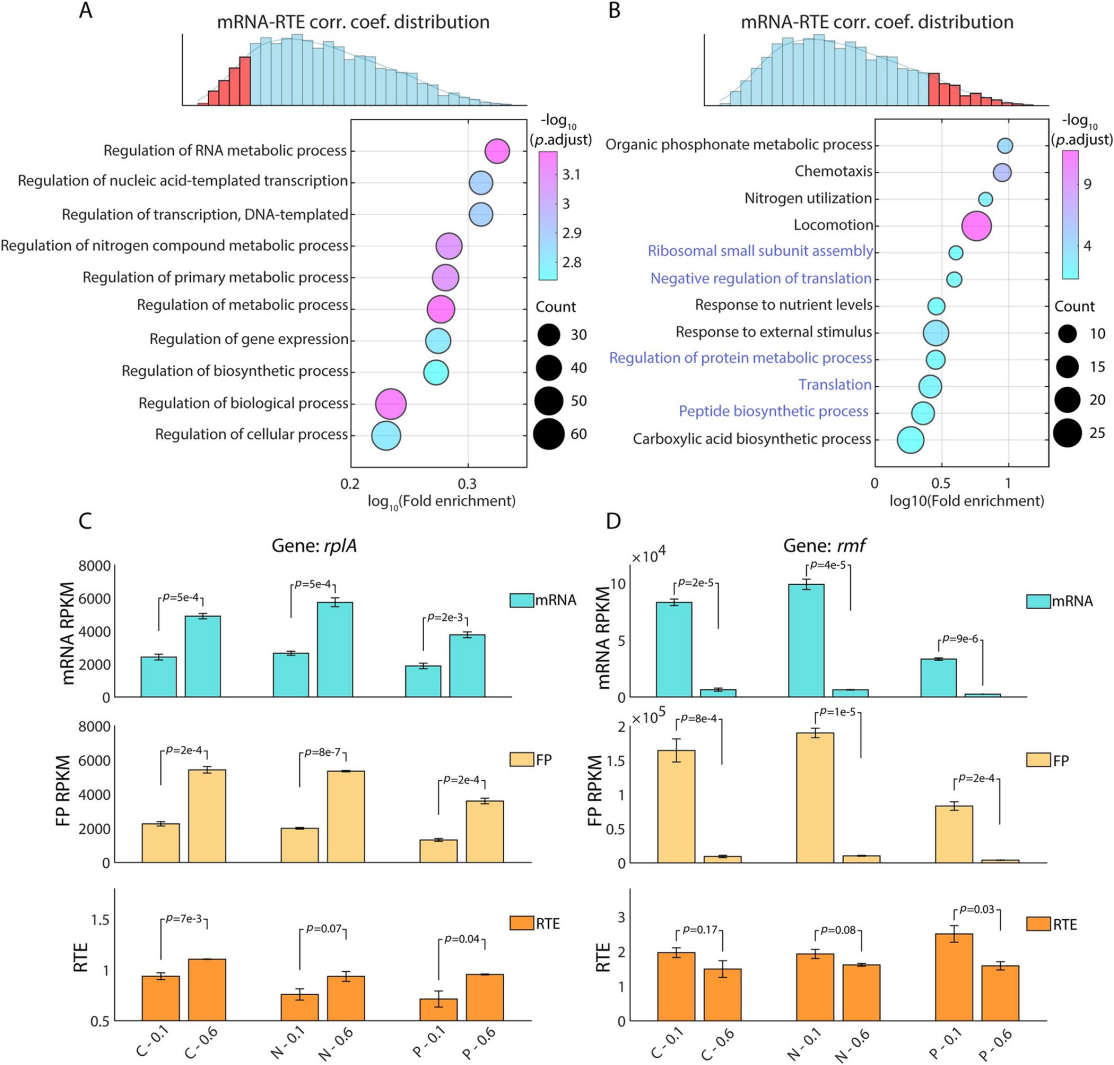
The correlation between mRNA level and RTE is related to specific gene functions. (A-B) Gene ontology (GO) enrichment for the top 300 genes with the most negative correlation (A) and the most positive correlation (B) between mRNA levels and RTEs. The color of the dots represents the -log_10_ adjusted *p*-value, and the dot size represents the number of genes appearing in each biological process. (C-D) Genes regulating translation are themselves subject to translational regulation. Examples of positive correlation between mRNA level and RTE across different growth rates for one gene that promotes translation (C, gene *rplA*) and one that inhibits translation (D, gene *rmf*). The mRNA level (up panel), ribosome footprints (middle panel), and RTE (down panel) under 12 conditions were shown. Student’s *t*-test was used to calculate the *p*-value. Reads Per Kilobase Million (RPKM) is used for mRNA level and ribosome footprints.

By contrast, the top 300 genes with the strongest positive correlation were mainly involved in nutrient utilization, stimulus response, and translational regulation itself (Fig 3B). These genes are the key cellular factors that respond to the imposed nutrient limitations. Interestingly, the observation of strong positive correlation for genes involved in translational regulation hinted at possible direct feedback, i.e. that genes regulating translation are themselves subject to translational regulation. Take two typical genes as examples: *rplA*, encoding a component of the 50S ribosome subunit, functions in translational regulation [35,36]. The mRNA level of r*plA* was significantly upregulated at a growth rate of 0.6 h^-1^ comparing to 0.1 h^-1^. 

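rplA (positions 4178879 to 4179583, plus strand) had an mRNA level of 2423 ± 306 RPKM (SD, n = 3) at 0.1 per h and 4905 ± 281 RPKM (SD, n = 3) at 0.6 per h under C limitation. Under N limitation the levels were 2655 ± 210 and 5741 ± 467 RPKM (SD, n = 3 each), and under P limitation 1885 ± 289 and 3771 ± 309 RPKM (SD, n = 3 each). On the log2 scale of RPKM the rise was 1.02, 1.11 and 1.01, larger than the spread between cultures under each limitation, with all 3 same-numbered cultures higher at 0.6 per h (exact two-sided permutation test, p = 0.1 each, the smallest p that 3 cultures against 3 allow). edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave log2 fold changes of 1.28 (standard error 0.22, adjusted p = 3.25e-06), 1.39 (standard error 0.22, adjusted p = 5.70e-07) and 1.15 (standard error 0.22, adjusted p = 2.90e-05). With the replicate number as a block, the adjusted p-values of rplA were 1.69e-06, 2.96e-07 and 1.66e-05. Deviations of RNA-seq libraries from their condition mean correlated at 0.0541 between same-numbered libraries and at -0.0268 between others. Counting noise lowers this correlation, so it cannot show how strongly the numbers pair the libraries. The RNA-seq reads behind these values rose from 831 to 3077, from 1003 to 2488 and from 1052 to 2428.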

In concert, the RTE of *rplA* was also significantly upregulated at the faster growth rate (Fig 3C). This phenomenon was robust under all three nutrient limitations, C, N, and P. Similarly, *rmf*, a translation inhibitor, is also subject to translational regulation. 

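The RTE of rplA from RPKM was 0.935 at 0.1 per h and 1.11 at 0.6 per h under C limitation, with SDs between cultures of 0.0580 and 0.00496 (n = 3). Under C limitation this is a log2 difference of 0.24 (exact two-sided permutation test, p = 0.1, the smallest p possible). In edgeR's interaction test with TMM normalization the log2 change was 0.00 (adjusted p = 1.00 with Benjamini-Hochberg adjustment), and -0.02 with culture as a replicate block (adjusted p = 0.983). RNA-seq and Ribo-seq deviations of rplA and all other genes from their condition means correlated at 0.0327 between libraries of the same culture number and at -0.0168 between others. With RPKM rescaled by TMM factors the difference of RTE was 0.11.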

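Under N limitation the RTE of rplA was 0.753 (SD 0.0954, n = 3) at 0.1 per h and 0.932 (SD 0.0839, n = 3) at 0.6 per h, a log2 difference of 0.31 (exact two-sided permutation test, p = 0.2). Under P limitation it was 0.702 (SD 0.138, n = 3) and 0.955 (SD 0.00845, n = 3), a log2 difference of 0.44 (exact permutation p = 0.1, the smallest possible). All 3 same-numbered cultures had the higher RTE at 0.6 per h under both limitations. edgeR's interaction test of rplA gave 0.03 (adjusted p = 0.983) and 0.13 (adjusted p = 0.878) with Benjamini-Hochberg adjustment, and with the replicate block 0.03 (adjusted p = 0.956) and 0.12 (adjusted p = 0.761).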

RMF is a ribosome modulation factor that reversibly converts active 70S ribosomes to a dimeric form, which is associated with a decrease in overall translational activity during the transition from exponential growth to stationary phase [45]. 

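rmf (positions 1015715 to 1015882, plus strand) had an mRNA level of 83269 ± 4985 RPKM (SD, n = 3) at 0.1 per h and 6450 ± 2310 RPKM (SD, n = 3) at 0.6 per h under C limitation, of 99065 ± 8003 and 6357 ± 425 RPKM under N limitation, and of 33335 ± 1887 and 2489 ± 35.3 RPKM under P limitation (SD, n = 3 each). The log2 changes of rmf mRNA were -3.75, -3.96 and -3.74 from RPKM, and -3.38, -3.67 and -3.58 by edgeR's quasi-likelihood test (adjusted p = 5.88e-17, 4.45e-18 and 2.76e-16 with Benjamini-Hochberg adjustment). Its RTE fell from 1.97 to 1.46 under C limitation, from 1.92 to 1.62 under N limitation and from 2.50 to 1.58 under P limitation, with log2 differences of -0.42, -0.25 and -0.66 (exact two-sided permutation tests, p = 0.2, 0.1 and 0.1, where 0.1 is the smallest possible). The RTE was lower at 0.6 per h in all 3 same-numbered cultures of each limitation. edgeR's interaction test gave log2 changes of rmf RTE of -0.75, -0.53 and -0.98 (adjusted p = 0.208, 0.468 and 0.129). With culture as a replicate block, the changes were -0.73, -0.52 and -0.96 (adjusted p = 0.00109, 0.0431 and 0.000205), so the call depended on the block, while same-culture RNA-seq and Ribo-seq deviations correlated at 0.0327. The RNA-seq reads of rmf were 6658, 9084 and 4304 at 0.1 per h and 1052, 661 and 378 at 0.6 per h.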

Our data show that for *rmf*, both mRNA level as well as RTE were significantly down-regulated at faster growth rates, regardless of which nutrient was limiting (Fig 3D).

### Gene-specific translational regulation in response to nutrient limitations

Despite the mostly negative distribution of mRNA-RTE correlations for all genes, our former analysis suggests concerted regulation of both mRNA level and RTE for genes responsive to environmental changes. To systematically examine such concerted regulation, we analyzed the relative changes at both mRNA and RTE levels between pairs of nutrient limitations under the same growth rate of 0.1 h^-1^. We first compared the expression between C-limited and N-limited cells. We used a cutoff of log_2_(C-/N-limited mRNA fold change) > 4 and *p*-value < 0.05 to select a group of differentially expressed genes at the mRNA level. 

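At 0.1 per h, 51 genes passed the expression filter with a log2 ratio of mean mRNA RPKM above 4 in C-limited over N-limited cells (means under 1 RPKM set to 1) and an unadjusted edgeR p under 0.05. RTE was defined in both conditions for 48 of them, and 41 of these (85.4%, 95% Wilson interval 72.8% to 92.8%, over genes) had the higher RTE in C-limited cells. Among the 2849 other genes with a defined RTE the share was 55.5%. Relative to those other genes, the mean log2 RTE ratio of the set was higher by 0.83 (permutation test over random sets of genes of the same size, two-sided, p = 1e-05, the smallest that 100000 resamples allow). Within the set the log2 RTE ratio was 0.92 ± 0.95 (SD over 48 genes). Same-numbered cultures of replicates 1, 2 and 3 gave differences of 0.91, 0.87 and 0.83, and the mean over these pairs, as a replicate block added after the data were seen, was 0.85 (permutation p = 1e-05, the smallest possible). The RNA-seq and Ribo-seq deviations of a culture correlated at 0.0327. Counting noise lowers this value, so it leaves the strength of the pairing open. Genes of the set are not independent replicates, since many share an operon. Among the alternatives set in advance, the one that moved the difference most was edgeR's interaction log2 change in place of the RPKM ratio, with 0.55 (permutation p = 6e-05), and with the gene set and the RTE denominator from different replicates, which was added after the values were seen, it was 1.14. In N-limited cells the median gene of the set had 13 RNA-seq reads summed over 3 cultures, and 3 genes had none.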

For genes with significantly upregulated mRNA levels under C limitation, 83.3% (40/48) of their RTE fold changes were also greater than 1, thus exhibiting concerted regulation of transcription and translation (Fig 4A, red dots). In the same way, genes with significantly upregulated mRNA levels under N limitation also showed upregulated RTEs (Fig 4A, blue dots). 

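For N-limited over C-limited cells at 0.1 per h, 34 genes had the higher mRNA level by the same limits. The RTE of 20 of the 31 genes with a defined ratio (64.5%, 95% Wilson interval 46.9% to 78.9%) was higher in N-limited cells, against 43.8% of the other genes. Their mean log2 RTE ratio exceeded that of other genes by 0.66 (permutation test over random sets, two-sided, p = 5e-05). Differences of same-numbered cultures were 0.98, 1.08 and 1.55, and with the replicate block, added after the data were seen, the value was 1.24 (permutation p = 1e-05, the smallest possible), where same-numbered RNA-seq and Ribo-seq libraries were paired with a correlation of 0.0327. Genes whose RTE is undefined in a culture drop out of these pairs, so all 3 can lie above the difference of means. By edgeR's interaction log2 change, the difference was 0.19 (permutation p = 0.207), and with a limit of 2 on the log2 mRNA ratio it was 0.01 (permutation p = 0.846). The median gene of the set had 6 RNA-seq reads in C-limited cells.

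**Figure D3:**
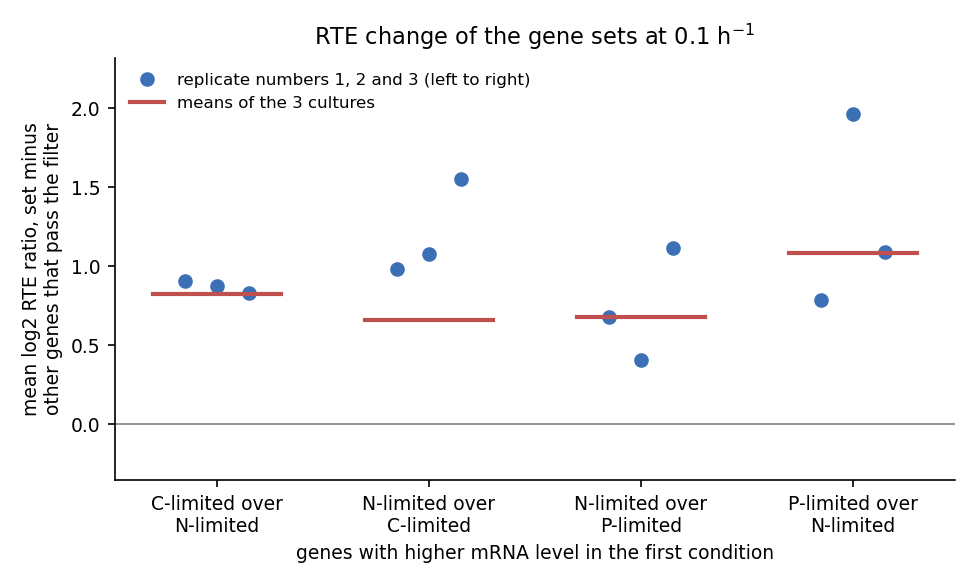
Mean log2 RTE ratio of the genes with higher mRNA level in the first condition, minus that of other genes, for 4 comparisons at 0.1 per h; points are same-numbered cultures of replicates 1, 2 and 3 and lines are computed from the means of 3 cultures. Every point lies above 0, from 0.41 to 1.97.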

Similar phenomena can be observed when comparing N-limited and P-limited cells: for genes with upregulated mRNA levels under P limitation, their RTEs were also significantly upregulated (Fig 4B, green dots), and similarly for genes upregulated under N limitation (Fig 4B, blue dots–same genes as in Fig 4A). 

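At 0.1 per h, 20 genes had the higher mRNA level in N-limited than in P-limited cells, and 17 of them (85.0%, 95% Wilson interval 64.0% to 94.8%) had the higher RTE there, against 48.5% of other genes. Their mean log2 RTE ratio was higher than that of other genes by 0.68 (permutation test over random sets, two-sided, p = 5e-05), with 0.68, 0.41 and 1.12 in same-numbered cultures and 0.61 with the replicate block, which was added after the data were seen (permutation p = 0.00028). Of these genes, 13 also belonged to the set with higher mRNA level in N-limited than in C-limited cells. For P-limited over N-limited cells the set held 21 genes, of which 17 of the 20 with a defined ratio had the higher RTE, against 51.0% of other genes. The difference of the P set was 1.09 (permutation p = 1e-05, the smallest possible), with 0.79, 1.97 and 1.09 in same-numbered cultures and 1.21 with the replicate block. The correlation of same-numbered RNA-seq and Ribo-seq libraries, as the check of the pairing, was again 0.0327. When a single gene was kept for each shared first 3 letters of the symbol, as a stand-in for operons, the difference of the P set was 0.41 (permutation p = 0.0762). With the log2 limit lowered to 2 it was 0.10 (permutation p = 0.207).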

Next, we compared the mRNA level and RTE across C, N, and P limitations in parallel for the three gene groups selected above. The results further confirmed that mRNA and RTE change in concert for genes that are specifically expressed under specific nutrient limitations (Fig 4C–4E).

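Over the 51 genes with higher mRNA level in C-limited than N-limited cells at 0.1 per h, the median mRNA level was 1156 RPKM in C-limited, 23.9 RPKM in N-limited and 50.9 RPKM in P-limited cells, and the median RTE was 0.929, 0.380 and 0.475. For the 34 genes of the N set the median mRNA level was 736 RPKM in N-limited, 18.2 RPKM in C-limited and 68.5 RPKM in P-limited cells, with a median RTE of 1.04, 0.514 and 0.887. The 21 genes of the P set had a median mRNA level of 2185 RPKM in P-limited, 38.5 RPKM in C-limited and 26.9 RPKM in N-limited cells, with a median RTE of 1.27, 0.634 and 0.581. Between C- and N-limited cells at 0.1 per h, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 1235 genes at the mRNA level (649 higher in C-limited cells, 586 lower) and 421 genes for RTE (165 higher, 256 lower). With library totals in place of TMM normalization, the mRNA calls were 494 higher and 1000 lower, and the RTE calls 243 higher and 153 lower, so the balance of directions depended on the scaling. Of the genes called at the mRNA level, 216 were also called for RTE, 147 in the same and 69 in the opposite direction. If the lists were independent, 131 would be shared. Both changes use the same RNA-seq libraries, so 131 is not a no-change value for the overlap or its directions. Between N- and P-limited cells 826 genes were called at the mRNA level and 177 for RTE, and 36 of the 78 genes called in both changed in the same direction. Among the called genes that moved the same way in all 3 same-numbered pairs, the largest RTE rises in C- over N-limited cells were in ydeN (log2 5.58, standard error 0.81, adjusted p = 8.81e-07), glpT (4.42) and yfaV (4.21), and the largest falls in yhcN (-4.78), bsmA (-4.22, standard error 0.46, adjusted p = 3.79e-10) and gadE (-4.09). In N- over P-limited cells the largest rises by the same limits were in dgcJ (3.26), eutA (3.20) and psiF (3.01), and the largest falls in phnH, yeaE (-3.43) and ybhJ (-2.83). With culture as a replicate block, 419 genes were called for RTE between C- and N-limited cells and 176 between N- and P-limited cells, with a correlation of 0.0327 as the check of the pairing. From the RTE of each gene group following its mRNA level across the limitations, the paper concludes that both change in concert for genes expressed under a specific limitation.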

**Fig 4:**
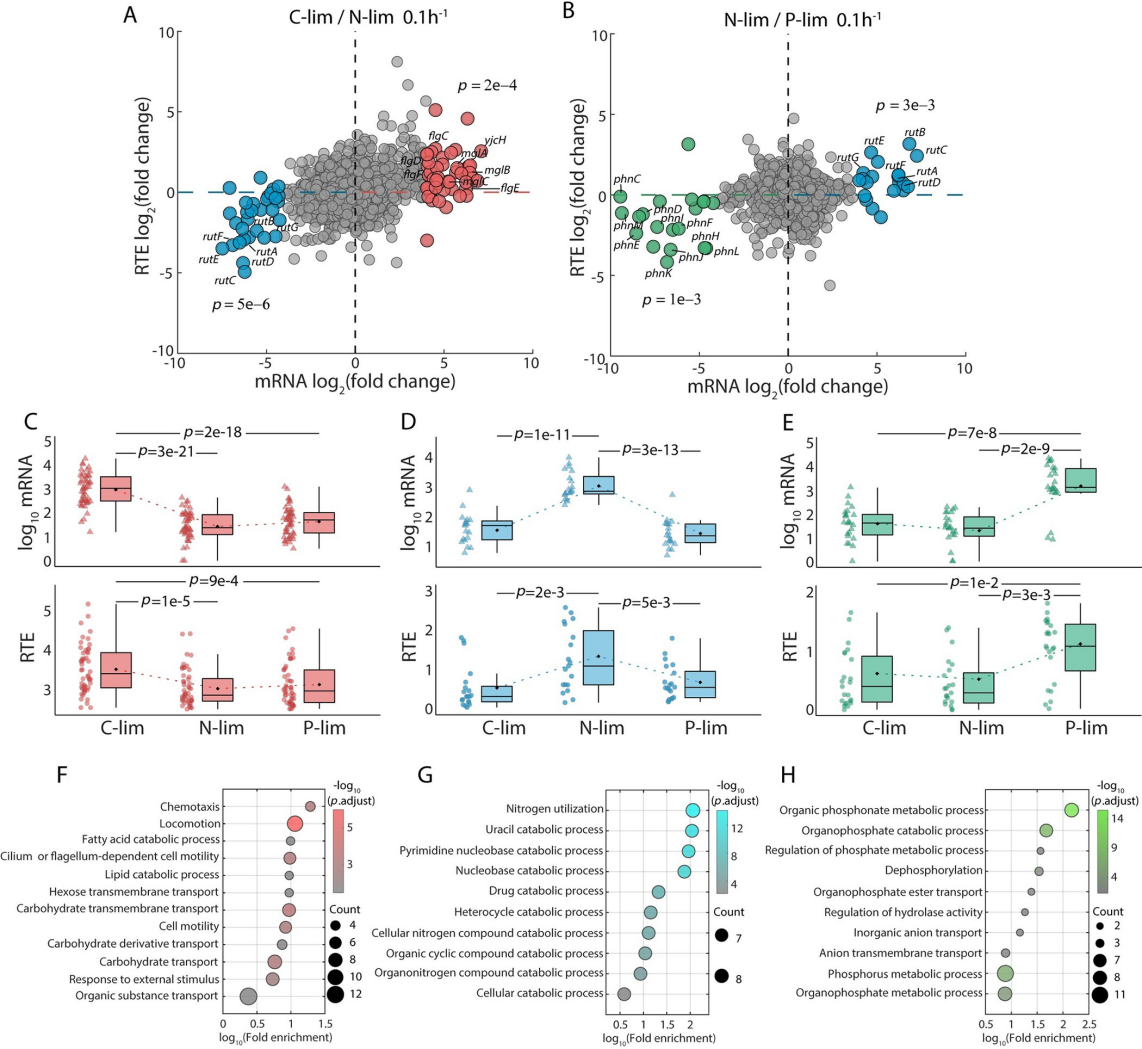
Transcription and translation couple together to respond to nutrient limitations. (A) Comparison of transcription changes (log_2_ mRNA fold change, *x*-axis) and translation changes (log_2_ RTE fold change, *y*-axis) between carbon limitation and nitrogen limitation at the growth rate of 0.1 h^-1^. The averages of three biological replicates are shown. Red dots represent genes with log_2_ mRNA fold change (C-limited / N-limited) > 4. Blue dots represent genes with log_2_ mRNA fold change (C-limited / N-limited) < -4. *p*-value was used to test the significance of the RTE fold change between the highlighted genes and the background genes. (B) Same as (A), but showing the change between nitrogen limitation and phosphate limitation. Green dots represent genes with log_2_ mRNA fold change (N-limited / P-limited) < -4. (C-E) mRNA level (upper panel) and RTE level (lower panel) of the three groups of highlighted genes in (A) and (B). The three highlighted groups of genes are upregulated under carbon (C), nitrogen (D), and phosphate (E) limitations. (F-H) Gene ontology (GO) enrichment analysis for the three highlighted gene groups in (A) and (B). The color of the dots represents the -log_10_ adjusted *p*-value, and the size represents the number of genes.

To verify whether these three groups of genes are actually involved in utilization of specific nutrients, we performed GO analysis for each group. The resulting functional enrichment confirmed our hypothesis. Genes with concerted upregulation of both mRNA level and RTE under C limitation were mainly involved in the transport of carbon-containing compounds or cell locomotion (Fig 4F). For example, the gene *yjcH* (marked in red in the upper right region of Fig 4A) encodes a protein involved in acetate catabolism and transport [46], while the genes *mglA-C* are involved in galactose transport, which also responds to C limitation [47]. 

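Between C- and N-limited cells at 0.1 per h, the mRNA of yjcH rose from 15.2 ± 13.5 to 2064 ± 296 RPKM (SD, n = 3 each), a log2 fold change of 7.63 (standard error 0.49, adjusted p = 8.85e-21 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Only 2 RNA-seq reads of yjcH were counted in the 3 N-limited cultures together and its RTE was defined in 2 of them, so its RTE change of 0.91 (adjusted p = 0.778) was not resolved at this depth. mglB mRNA rose from 46.6 ± 13.0 to 4050 ± 363 RPKM (SD, n = 3 each; log2 fold change 6.64, adjusted p = 3.15e-32), and its RTE from 0.662 to 1.64. The log2 RTE change of mglB was 1.27 (standard error 0.41, adjusted p = 0.0342 from the interaction test), which was 0.00940 with the replicate block and between 0.00462 and 0.416 over the alternatives. mglA mRNA rose from 14.9 ± 2.36 to 794 ± 117 RPKM (SD, n = 3 each; log2 6.01, adjusted p = 6.11e-28), with an RTE change of 1.34 (standard error 0.53, adjusted p = 0.0949, and 0.0950 with the block). For mglC the mRNA change was 5.47 and the RTE change 0.98 (adjusted p = 0.280). Deviations of same-numbered RNA-seq and Ribo-seq libraries correlated at 0.0327.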

Other genes in this group, *flgC-F*, are involved in flagellar assembly. 

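The log2 mRNA changes of flgC, flgD, flgE and flgF in C- over N-limited cells at 0.1 per h were 4.72, 4.35, 6.70 and 4.51. flgE mRNA rose from 5.68 ± 5.20 to 428 ± 66.7 RPKM (SD, n = 3 each; adjusted p = 8.23e-12 from edgeR's quasi-likelihood test), with 3 RNA-seq reads in the 3 N-limited cultures together. RTE changes from the interaction test were 1.29 for flgC (adjusted p = 0.805), 1.47 for flgD (0.561), -1.22 for flgE (0.662) and 0.94 for flgF (0.679), so no change of RTE was detectable at this depth for any of the 4 genes.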

Genes with concerted upregulation of both mRNA level and RTE under N limitation were mainly involved in nitrogen utilization (Fig 4G). 

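rutA to rutG lie between positions 1068511 and 1074011 on the minus strand. From C- to N-limited cells at 0.1 per h, rutA mRNA rose from 13.1 ± 3.37 to 1012 ± 92.5 RPKM (SD, n = 3 each; log2 C over N of -5.95, adjusted p = 3.42e-11 from edgeR's quasi-likelihood test) and rutG mRNA from 28.3 ± 5.64 to 542 ± 16.6 RPKM (SD, n = 3 each; -4.08, adjusted p = 1.63e-13). The mRNA changes of rutB, rutC, rutD, rutE and rutF were -5.63, -6.40, -6.52, -6.36 and -5.82. By the interaction test the RTE change was -2.78 for rutA (adjusted p = 0.316, 0.00273 to 0.610 over the alternatives) and -1.77 for rutG (standard error 0.68, adjusted p = 0.0862, 0.00222 to 0.345 over the alternatives). With culture as a replicate block these adjusted p-values were 0.0151 for rutA and 0.0249 for rutG, and the check of that pairing is a correlation of 0.0327. For rutB, rutC, rutD, rutE and rutF the RTE changes were -2.62, -1.32, -0.91, -0.52 and -1.07, with adjusted p-values of 0.376, 0.862, 0.830, 0.935 and 0.771.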

The genes *rutA-G* (marked in blue in the lower-left region of Fig 4A) in the *rut* pathway are typical examples: they contribute to derivation of nitrogen from pyrimidines [48, 49]. Similarly, genes with concerted upregulation of both mRNA level and RTE under P limitation were mainly involved in phosphorus metabolism (Fig 4H). These genes mainly consist of the *phn* gene cluster (marked in green in the lower-left region of Fig 4B), which is induced under phosphate limitation and plays an important role in deriving phosphate from phosphonate degradation [50,51]. 

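In N- against P-limited cells at 0.1 per h, phnC mRNA was 23.4 ± 17.0 against 16395 ± 507 RPKM (SD, n = 3 each; log2 change -9.40) and phnD mRNA 65.3 ± 15.9 against 22009 ± 1129 RPKM (SD, n = 3 each; -8.44), with RTE changes of -0.31 for phnC (adjusted p = 0.935 from edgeR's interaction test) and -1.19 for phnD (adjusted p = 0.440). phnH had 52.7 ± 44.2 against 1377 ± 186 RPKM (SD, n = 3 each; -4.92, adjusted p = 2.46e-18), and its RTE was 0.0777 against 1.31. The RTE change of phnH, -3.89 (standard error 0.76, adjusted p = 0.000534), was the largest fall among the genes called that moved the same way in all 3 pairs, with an adjusted p of 0.000212 with the replicate block and of 4.20e-10 to 0.0470 over the alternatives. Same-numbered RNA-seq and Ribo-seq libraries had correlated deviations of 0.0327, the check of that block. RTE changes of phnF, phnI, phnJ, phnK and phnL were -2.42, -2.41, -2.13, -2.24 and -3.80 (adjusted p = 0.137, 0.182, 0.199, 0.267 and 0.0894), and those of phnM, phnN, phnO and phnP were 1.06, -0.42, 0.10 and 0.59 (adjusted p = 0.830, 0.826, 0.939 and 0.452). No RNA-seq read of phnG was counted in N-limited cells, so its RTE there is undefined.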

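At 0.6 per h, the genes with higher mRNA level were 47 for C-limited over N-limited cells, 26 for N-limited over C-limited, 20 for N-limited over P-limited and 32 for P-limited over N-limited, of which 19, 14, 15 and 20 were also in the set of 0.1 per h. In the C set, 32 of 43 genes with a defined ratio (74.4%, 95% Wilson interval 59.8% to 85.1%) had the higher RTE in C-limited cells, against 58.4% of others. The difference of mean log2 RTE ratio was 0.13 (permutation test over random sets, two-sided, p = 0.226), with 0.50, 0.51 and 0.91 in same-numbered cultures and 0.45 with the replicate block, which was added for the gene sets after the data were seen (permutation p = 0.0033). Genes without a defined ratio in a pair drop out of that pair, and the block kept only genes defined in all 3 pairs. In each set here the pair and block values can thus cover fewer genes than the difference of means. A shift between them does not isolate an effect of pairing. In the set with higher mRNA level in N- than in C-limited cells, 4 of 25 genes (16.0%, 95% Wilson interval 6.40% to 34.7%) had the higher RTE in N-limited cells, against 41.6% of others. Their difference was -0.91 (permutation p = 1e-05, the smallest possible), but the same-numbered cultures gave -0.14, -1.36 and 0.86, and with the replicate block it was -0.20 (permutation p = 0.295). The check of the pairing behind the block is a correlation of 0.0327 between RNA-seq and Ribo-seq deviations. For N-limited over P-limited cells, 13 of 17 genes (76.5%, 95% Wilson interval 52.7% to 90.4%) had the higher RTE, with a difference of 0.45 (permutation p = 0.00614; replicate block 0.64, permutation p = 0.00018) and 0.62, 0.56 and 0.79 in same-numbered cultures. For P-limited over N-limited cells, 23 of 29 genes (79.3%, 95% Wilson interval 61.6% to 90.2%) did, with a difference of 0.66 (permutation p = 1e-05; replicate block 0.63) and 0.00570, 0.95 and 1.08 in same-numbered cultures, so replicate 1 showed none. By edgeR's interaction log2 change in place of the RPKM ratio, the differences of these last sets were -0.22 and -0.09 and that of the C set was -0.26 (permutation p = 0.0223), all of the opposite sign, while that of the N over C set was -0.78.

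**Figure D4:**
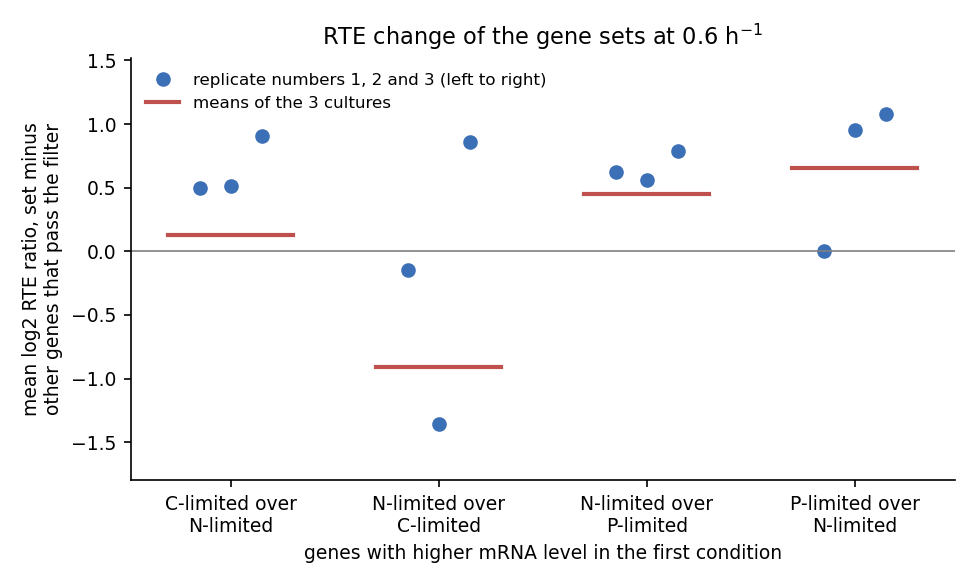
Mean log2 RTE ratio of the genes with higher mRNA level in the first condition, minus that of other genes, for 4 comparisons at 0.6 per h; points are same-numbered cultures of replicates 1, 2 and 3 and lines are computed from the means of 3 cultures. For N-limited over C-limited cells the points spread from -1.36 to 0.86 around a line at -0.91.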

The same analyses were performed for the growth rate of 0.6 h^-1^, with consistent results, except for no significant observed difference in RTE between C and N limitations for the genes involved in nitrogen utilization (Fig F in S1 Text).

To test for gene-specific translational regulation between different growth rates, we performed similar analyses at the growth rates of 0.1 h^-1^ and 0.6 h^-1^ under the same nutrient limitation. Intriguingly, there were no evident differences in translational regulation between the two different growth rates (Fig G in S1 Text). 

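Comparing 0.1 with 0.6 per h, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 1014 genes at the mRNA level under C limitation, 888 under N limitation and 874 under P limitation. For RTE it called 170 genes under C limitation (114 higher at 0.1 per h, 56 lower), 103 under N limitation (83 higher, 20 lower) and 71 under P limitation (62 higher, 9 lower). With library totals in place of TMM normalization, the RTE calls were 181 (25 higher, 156 lower), 72 (16 higher, 56 lower) and 97 (10 higher, 87 lower), and 81, 36 and 19 of the genes were shared in the same direction. The median log2 RTE change of all genes moved from 0.13, 0.15 and 0.18 with TMM to -0.13, -0.13 and -0.15 with library totals, so the direction of small changes was set by the scaling. With culture as a replicate block, 237, 156 and 166 genes were called for RTE, and the correlation that checks this pairing was 0.0327. Among the called genes that moved the same way in all 3 pairs, the largest RTE rises at 0.1 over 0.6 per h were in mcbA (2.61), yjgX (2.30) and epmB (2.25) under C limitation, ybdR (1.86), pflD (1.82) and thrL (1.47) under N limitation, and csgD (2.07), tomB (1.83) and eutB (1.47) under P limitation. The largest falls were in nac (-3.05), amtB (-3.01) and caiF (-2.32), in fhuA (-2.67), caiF (-2.61) and flhD (-2.16), and in opgB (-1.77), rsxC (-1.76) and sdaB (-1.51).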

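The RTE of the gene sets with higher mRNA level under C, N or P limitation at 0.1 per h was also compared between 0.1 and 0.6 per h under their own limitation. In the C set, 43.1% of 51 genes had the higher RTE at 0.1 per h, and the mean log2 RTE ratio differed from that of other genes by 0.16 (permutation test over random sets, two-sided, p = 0.104). In the N set of 33 genes with a defined ratio the share was 42.4% and the difference -0.05 (permutation p = 0.658), and in the P set of 21 genes 47.6% and 0.21 (permutation p = 0.0799). With same-numbered cultures as a replicate block, added after the data were seen, the differences were 0.17 (permutation p = 0.0476), 0.05 (permutation p = 0.589) and 0.20 (permutation p = 0.0507), and the pairing check gave a correlation of 0.0327.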

Even the highlighted subsets of genes identified in Fig 4, involved in utilization of specific nutrients, showed no significant difference in RTE between different growth rates under the same types of nutrient limitation (Fig G in S1 Text). In summary, these results strongly suggest gene-specific translational regulation in response to different nutrient limitations but not different growth rates.

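At the growth rate of 0.6 per h, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 981 genes at the mRNA level and 370 for RTE between C- and N-limited cells, and 661 and 261 between N- and P-limited cells. Of the 370, 166 were also called for RTE at 0.1 per h, 164 of them in the same direction, where 39.3 would be shared by chance. Between C- and P-limited cells at 0.1 per h, 1558 genes were called at the mRNA level and 502 for RTE. Among called genes with the same direction in all 3 same-numbered pairs, the largest RTE rises at 0.6 per h were in frwC (3.66), gudP (3.53) and ebgA (3.40) in C- over N-limited cells and in prpB (3.69), hypA (3.17) and norV (3.16) in N- over P-limited cells, and the largest falls in bsmA (-3.31), yhcN (-3.29) and norW (-2.47), and in phnH (-3.36), ortT (-3.21) and pyrE (-2.95). In C- over P-limited cells at 0.1 per h they were in ydeN (4.80), paaC (4.40) and prpB (4.11), and in gadE (-4.18), yfiC (-4.16) and psiE (-3.89). With the replicate block, 421, 273 and 491 genes were called for RTE in these 3 comparisons, with a pairing check of 0.0327. From RTE changes that follow mRNA changes between limitations, and gene sets that show none between growth rates, the paper proposes that translational regulation of individual genes responds to the limiting nutrient and not to the growth rate.

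**Figure D5:**
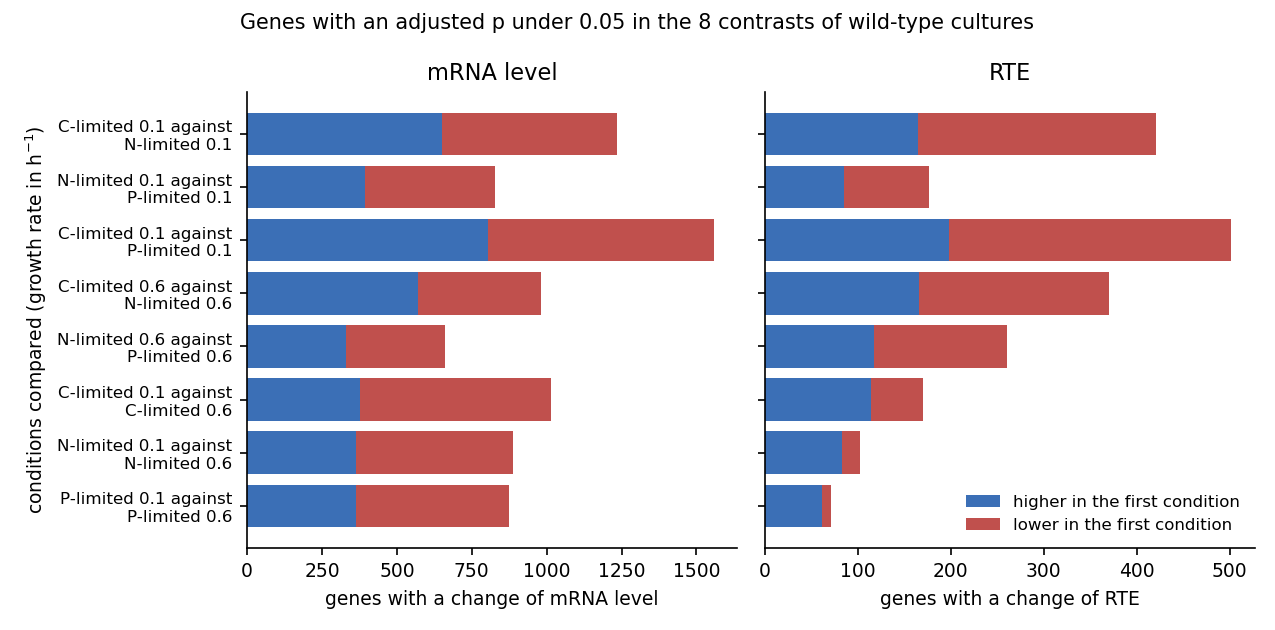
Genes called by edgeR (adjusted p under 0.05) for mRNA level and for RTE in 8 comparisons of wild-type conditions, stacked as higher and lower in the first condition. RTE calls range from 71 to 502 and mRNA calls from 661 to 1558; with library totals in place of TMM normalization the split of RTE calls between growth rates turns from mostly higher to mostly lower at 0.1 per h.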

### Gene functions associate with translational regulation patterns

Our findings revealed a diverse spectrum of translational regulation in response to different nutrient limitations but not in response to different growth rates. Next, we wanted to explore whether different translational regulation patterns were associated with certain genetic functions. The genes involved in the assimilations of C, N, and P all exhibited specific upregulation in RTE under specific nutrient limitations, implying the existence of one class of genes–those whose RTEs changed across conditions and, as a result, exhibited high RTE variability. Meanwhile, there could also be another class of genes with stable RTEs and consequently low RTE variation. Therefore, we wanted to investigate the possible sources of RTE variance (Fig 5A). To obtain a global view, we first calculated the mean and variance of RTE for each gene across the 12 different conditions (Fig 5B). Overall, the results exhibited an overall positive correlation between the mean and variance of RTE. However, genes with similar mean RTE still exhibited remarkable differences in their RTE variance.

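Over the 2914 genes, the mean RTE of the 12 conditions and the variance of RTE across them correlated with Spearman's rho of 0.744 and, on log10 values, Pearson's r of 0.788. The median mean RTE was 0.742 and the median variance 0.0388. Genes are not independent replicates, and no p-value was computed. Among the alternatives, rho moved most with every gene kept regardless of level, to 0.704.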

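Of the genes, 326 had a mean RTE within 10% of the median, and the 10th and 90th percentiles of their RTE variance were 0.0125 and 0.144. The spread between replicate cultures accounted for 41.8% of the variance of the median gene (quartiles 19.0% and 88.4%).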

**Fig 5:**
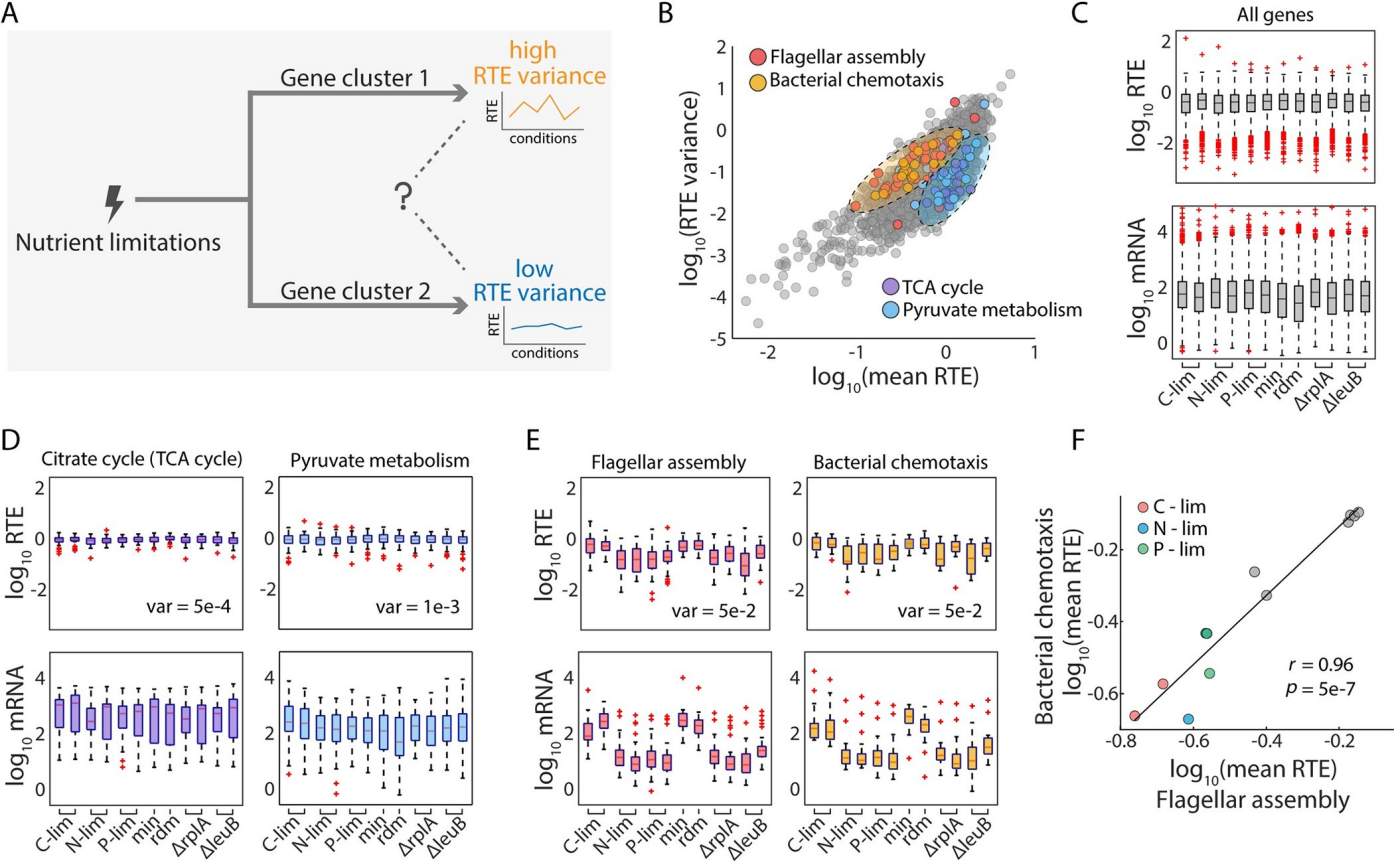
Pathways with similar gene expression patterns share similar gene functions. (A) Illustration of the question we investigated: when genes are classified by their cross-condition variance of RTE, what is the cause of this high-or-low variance classification? (B) Relationship between mean and variance of RTE across 12 conditions. Each dot represents one gene. Colored dots are genes involved in four selected pathways with different patterns of translational regulation. (C) Distribution of RTEs (upper) and mRNA levels (lower) of all genes, under the 12 different conditions. (D) Distribution of RTEs (upper) and mRNA levels (lower) for genes involved in TCA cycle (left panel) and those involved in pyruvate metabolism (right panel). (E) Distribution of RTEs (upper) and mRNA levels (lower) for genes involved in flagellar assembly (left panel) and those involved in chemotaxis (right panel). (F) Correlation of mean RTE across 12 conditions between genes involved in flagellar assembly and bacterial chemotaxis.

To clarify the relationship between RTE patterns and function, we zoomed in from a function-related perspective. We compared the translational regulation patterns of the 82 pathways in *E*. *coli* [52], and found that several of them are distinguishable in the mean-variance biplot of RTE (Fig H in S1 Text). For example, four functional pathways occupied two distinguishable regions in the biplot (Fig 5B, colored dots). 

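The TCA cycle set held 23 genes that pass the expression filter, of 25 listed, with a median RTE variance of 0.0303, and the pyruvate metabolism set 28 of 30 genes with 0.0519. Among 10000 random sets of genes of the same size matched on mean mRNA level, these medians lay at the percentiles 9.38 and 82.2. Matched on mean RTE in place of mRNA level, an alternative chosen after the values were seen, the percentiles were 0.03 and 1.14. The sets are lists of gene symbols drawn up in advance, and KEGG lists were not used here.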

Compared with the overall transcription and translation pattern of background genes (Fig 5C), the TCA cycle and the pyruvate metabolism pathways shared similar translation patterns, with a small RTE variance (Fig 5D). These two pathways are both involved in basic metabolic processes [53,54]. By contrast, the flagellar assembly pathway and the bacterial chemotaxis pathway both exhibited large RTE variance (Fig 5E). In addition, their mean RTEs were significantly positively correlated across the 12 conditions (Fig 5F). These two pathways are both involved in cell motility [55,56].

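The flagellar set held 37 genes that pass the filter, of 40 listed, with a median RTE variance of 0.0587, and the chemotaxis set 11 genes with 0.0641. Their percentiles among random sets matched on mean mRNA level were 92.4 and 86.3. Matched on mean RTE, as chosen after the values were seen, they were 100 and 99.5. Flagellar genes had their lowest mean RTE in N-limited cells at 0.1 per h (0.422) and their highest in C-limited cells at 0.1 per h (0.898). For chemotaxis genes the mean RTE ranged from 0.402 in N-limited cells at 0.1 per h to 1.02 in rich medium. In N- and P-limited wild-type and ΔrplA cells, mean mRNA levels were 23.7 to 29.9 RPKM for flagellar and 11.9 to 21.9 RPKM for chemotaxis genes. In ΔleuB cells at 0.1 per h they were 17.8 and 18.3 RPKM. These lie under the limit of 31.6 RPKM, so RTE there rests on few RNA-seq reads. Matching on the mean over 12 conditions does not account for this, and the limit also applies to the correlation below.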

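Across the 12 conditions, the mean RTE of 37 flagellar and 11 chemotaxis genes correlated with Pearson's r of 0.779 (permutation p = 0.00465, two-sided) and Spearman's rho of 0.727 (permutation p = 0.00965). Without the C-limited and N-limited conditions at 0.1 per h, which lay farthest from the median of the flagellar genes, r was 0.760. Computed from replicate 1, 2 or 3 alone, r was 0.812, 0.821 and 0.649 (permutation p = 0.00168, 0.00191 and 0.0217), and without replicate 1 it was 0.526 (permutation p = 0.0819).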

### Patterns of relative translation efficiency associate with codon usage

The fact that functionally relevant pathways share similar RTE patterns inspired us to search for commonality between the above pairs of pathways with comparable functions and similar RTE patterns. Intriguingly, we found that the codon frequencies of genes in pyruvate metabolism and TCA cycle pathways were highly similar, with a Spearman’s rank correlation coefficient of 0.93 (Fig 6A). Also, genes in flagellar assembly and bacterial chemotaxis pathways share similar codon usage and the Spearman’s rank correlation coefficient between their codon frequencies was 0.52 (Fig 6B). As a control analysis, we randomly selected gene sets containing 50 genes (comparable to the number of genes in a typical pathway) and found that most of the correlation coefficients were in the range of -0.5~0.5, suggesting that the high correlation coefficients between the aforementioned pathways were meaningful (Fig I in S1 Text). Overall, most of the 82 KEGG pathways in *E*. *coli* had small RTE variance. Therefore, the fact that a few pathways exhibit large RTE variability under nutrient limitations may have important biological implications, notably for flagellar assembly, bacterial chemotaxis, and some aspects of biosynthesis and metabolism (Fig I in S1 Text). Interestingly, among the top 10 pathways with the highest RTE variance, codon frequency correlations are generally strong (Fig I in S1 Text), suggesting possible shared sets of codon patterns that enable genes to exhibit high variability in RTEs in response to environmental stresses.

**Fig 6:**
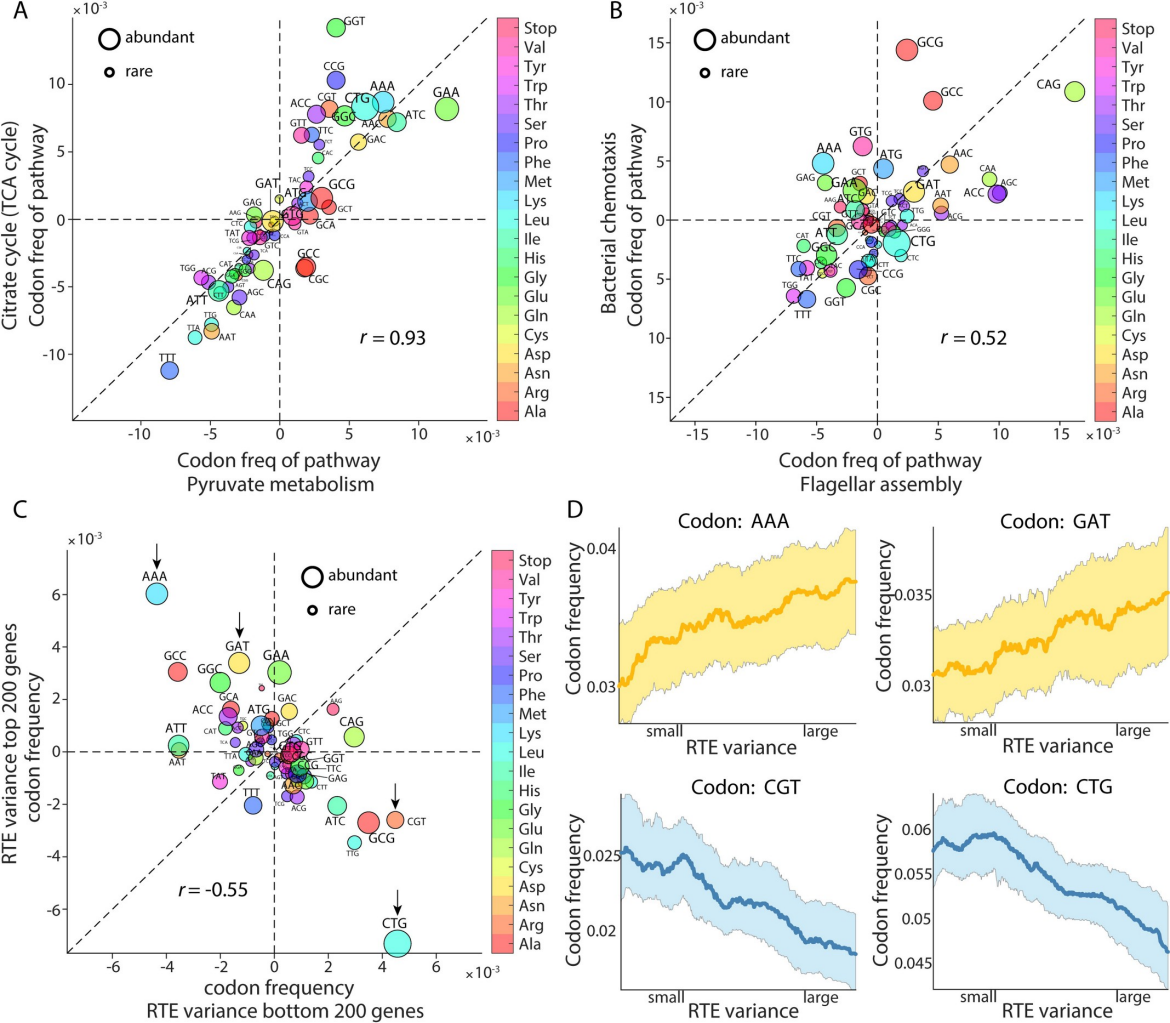
The relationship between codon usage and gene RTE patterns. (A) Correlation of codon frequencies between genes in the two pathways described in (Fig 5B). After removing the overlapped genes, there are 38 and 13 genes involved in each pathway, respectively. The 64 codons are dotted with sizes representing the rarity of codons in *E*. *coli*. (B) Correlation of codon frequencies between genes in the two pathways described in (Fig 5C). After removing the overlapped genes, there are 38 and 15 genes involved in them, respectively. (C) Negative correlation between the codon frequencies for the top 200 and bottom 200 genes in their RTE cross-condition variances. Four anti-correlated codons are indicated by arrows. (D) Relationship between the gene-by-gene RTE variance (*x*-axis) and codon frequencies (*y*-axis), for the four codons highlighted in (C). The average over 2914 genes is shown. The shadings represent the fluctuation of codon usage frequencies and the highlighted lines show smoothed mean results.

The observation concerning specific pathways inspired us to quantify how much codon usage contributes to this cross-condition RTE variance. Overall, the mean codon frequencies for the top 200 genes with the largest RTE variance and those for the bottom 200 genes with the smallest RTE variance exhibited a negative correlation (Fig 6C, Spearman’s rank correlation coefficient -0.55). Globally, certain codons appeared with changing frequencies for genes with different RTE variabilities. We singled out four codons with discrepant frequencies between the high-RTE-variability genes and the low-RTE-variability genes: The frequencies of AAA and GAT in the 2914 genes showed an overall increasing trend with increasing RTE variance (Fig 6D, upper). On the other hand, the frequencies of CGT and CTG showed an overall decreasing trend with increasing RTE variance (Fig 6D, lower). Interestingly, none of them is a rare codon. Actually, the nine rarest codons in *E*. *coli* (AGA, AGG, ATA, CCC, CGA, CGG, CTA, GGA, and TTA) showed no obvious bias in the two sets of genes with largest and smallest RTE variance [57]. By contrast, while the mean codon frequencies for the top 200 genes with the highest mRNA levels and those for the bottom 200 genes with the lowest mRNA levels also exhibited negative correlation (Fig J in S1 Text, Spearman’s rank correlation coefficient -0.30), the nine rarest codons were enriched in genes with low mRNA levels (Fig J in S1 Text). This suggests that the RTE changes mediated by codon usage in our study are distinct from the low translation efficiency mediated by rare codons.

### Codon usage partially predicts the cross-condition variability of RTE

Beside codon usage, RTE variance positively correlated with the mean value of RTE. 

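Across the 2914 genes, Spearman's rho between mean mRNA level and RTE variance was -0.00269, and Pearson's r of the log10 values was -0.0277.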

In our data, there was also a weak correlation between RTE variance and mRNA level. Therefore, we needed to carefully separate the influences of the absolute value of RTE and mRNA level to examine whether codon usage directly contributes to the cross-condition RTE variability. We utilized a random forest model to quantify the contribution of different features to the prediction of RTE variance. The flowchart of the algorithm is shown in Fig 7A. First of all, according to the median of RTE variance, we divided the 2914 genes into two clusters, which represent large and small RTE variance respectively. Then 80% of the genes were randomly sampled as the training set, leaving 20% as the test set. For the training set, Breiman’s random forest algorithm was used to train a random forest model until the error converged. Different combinations of the features were separately used for training. By comparing the results from different feature combinations used for classification, we were able to quantify how much each single feature contributes to RTE variance. 

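A random forest of 200 trees was trained on 80% of the 2914 genes and tested on the other 20% in 100 random samplings, to tell genes with an RTE variance above the median from those below. With mean RTE as the only feature the accuracy was 74.1% ± 1.56 (SD over 100 samplings) and the area under the ROC curve 0.823 ± 0.0140. With mean mRNA level as the only feature they were 50.3% ± 1.83 and 0.509 ± 0.0209. The accuracy with RTE was 57.5% when the variance was replaced by the Fano factor and 56.2% with the coefficient of variation. Codon frequencies were not used here.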

The receiver operating characteristic (ROC) curves suggested that the absolute value of RTE contributes most of the classification accuracy (Fig 7B, yellow line). 

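With mean RTE and mean mRNA level together, a combination added after the values were seen, the random forest reached an accuracy of 78.0% ± 1.40 (SD over 100 samplings) and an area under the ROC curve of 0.866 ± 0.0122.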

The addition of the feature mRNA level only improved the classification accuracy slightly (Fig 7B, purple line). Nevertheless, the addition of the feature codon frequency improved the classification accuracy by approximately 10% (Fig 7B, red line, and Table 2), suggesting a nonnegligible and independent contribution from codon frequency to the cross-condition RTE variability.

**Fig 7:**
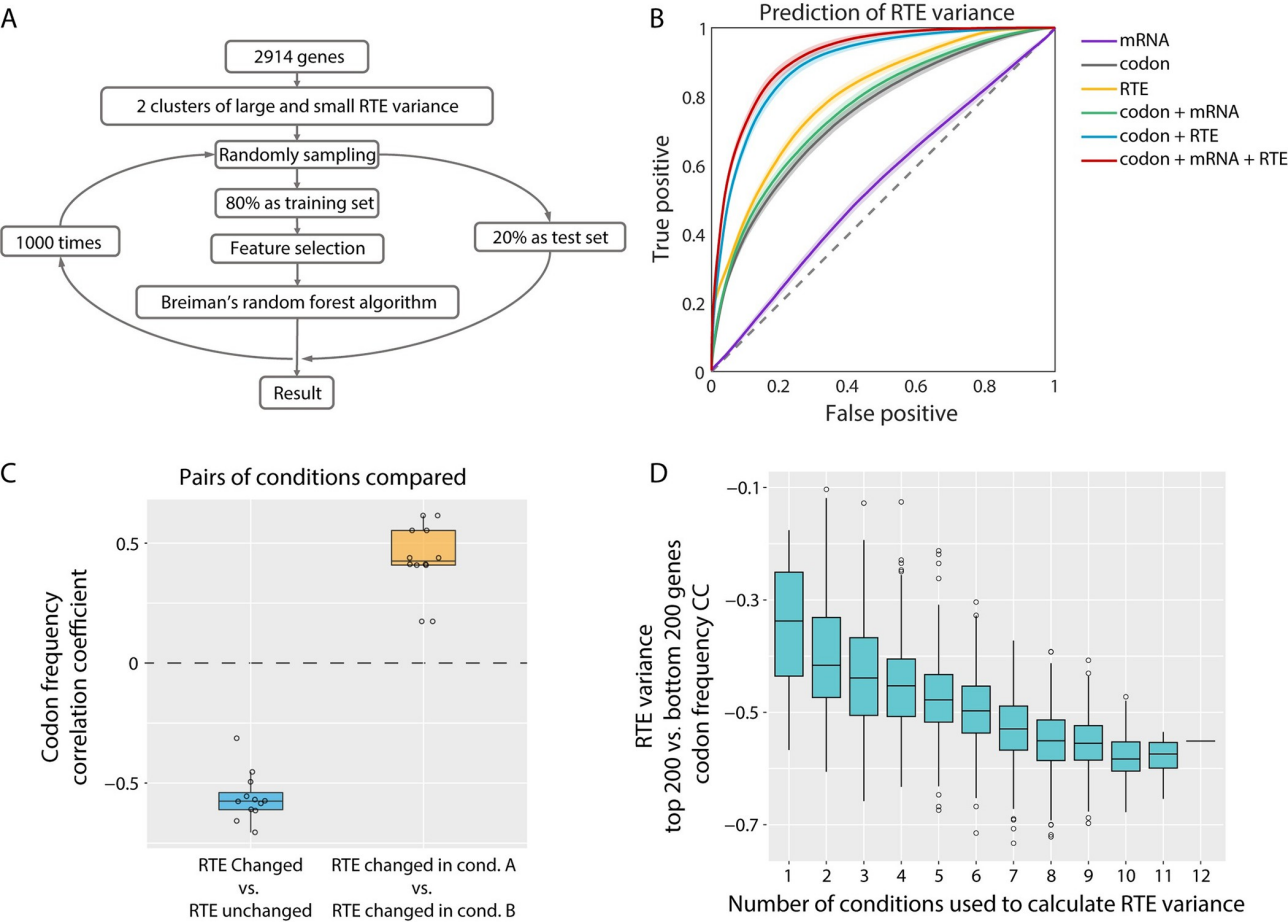
Codon usage contributes to RTE variability across nutrient conditions. (A) Flowchart for predicting the classification of RTE cross-condition variance using a random forest model. (B) The ROC curves of the classification accuracy using different combinations of features. An average of results for 1000 trainings was used. The shaded areas represent the S.D. Codon, mRNA, and RTE stand for the codon frequency, the mRNA level, and the RTE absolute value, respectively. (C) Codon frequency correlations (evaluated as in Fig 6C) between different gene sets when pairs of conditions were compared (Fig M in S1 Text). The yellow box shows correlations between two sets of RTE up-regulated genes in each of the paired conditions. The blue box shows correlations between RTE up-regulated and unchanged genes in each of the paired conditions. (D) The correlation coefficient was exactly as obtained in (Fig 6C), but for different numbers of conditions used to calculate the RTE variance. Each box was derived from all possibilities of taking n from the 12 conditions.

**Table 2:** Classification results of the random forest model.

Features	Sensitivity	Specificity	Accuracy	AUC
mRNA	53.4±3.19%	53.47±3.08%	53.41±1.81%	0.54±0.02
Codon	64.27±3.08%	71.96±2.9%	68.07±1.76%	0.75±0.02
RTE	72.58±2.68%	72.5±2.61%	72.52±1.61%	0.8±0.02
Codon + mRNA	66.44±3.07%	72.53±2.91%	69.45±1.87%	0.77±0.02
Codon + RTE	81.95±2.33%	81.53±2.31%	81.72±1.52%	0.89±0.01
Codon + mRNA + RTE	**84.36±2.19%**	**82.99±2.24%**	**83.66±1.5%**	**0.91±0.01**

The table shows the average results with S.D. from a thousand random samples.

An advantage of random forest models is that the contribution of each feature to the classification result can be quantified. The rank of codons contributing to classification from our random forest model (Fig K in S1 Text) is consistent with the anti-correlated codons in Fig 6C.

Furthermore, we examined whether other features contribute to RTE variance, such as the distribution of the third base for codons, gene length, and translation pause motifs consisting of adjacent double or triple codons [58–60]. The results showed that these features have little effect on classification accuracy (Fig K and Table A in S1 Text). In addition, we used two other evaluation indices to test whether the conclusion was robust with respect to different definitions of RTE variability: the Fano factor and the coefficient of variation (CV, see Methods). In both cases, the addition of the feature codon frequency markedly improved the classification accuracy (Fig L in S1 Text), consistent with our results using the index of RTE variance. In summary, codon usage contributed to the cross-condition RTE variability of genes and the result was robust according to our tests.

### Codon-related RTE variability is an inherent feature of genes

An intuitive hypothesis is that codon-related RTE variability could be due to the adaptation of tRNA pools to the environment. Indeed, codon usage has been suggested as a mechanism of translational regulation under oxidative stress or heat shock, as codon usage can be coupled to environment-dependent factors such as the tRNA pool composition [30,61]. An analogous extrapolation to explain our observed codon-related RTE variability would be as follows: different nutrient conditions lead to distinct compositions of the tRNA pool, so that genes with codon frequencies matching a particular tRNA pool would have increased translation efficiency in the corresponding nutrient condition, thus producing high cross-condition variability. This hypothesis predicts that codon-related RTE variability would be condition-dependent. That is, there would be different sets of codons for high RTE genes for each nutrient condition, and the identification of "high variability genes" would depend on which conditions are being compared.

However, this hypothesis was found to test negative in our dataset. We compared the C-, N-, and P-limited conditions in pairs. When any pair of conditions A and B were compared, genes with a significantly higher RTE in A and those with significantly higher RTE in B actually share similar codon frequencies: there are no "condition-specific" codons that distinguish high-RTE genes in A from those in B (Fig 7C, M in S1 Text). By contrast, negative correlations of codon frequencies were observed between highly variable RTE genes and stable genes, between any pairs of conditions (Fig 7D). These observations indicate that genes can be divided into two classes according to their RTE variability, which has to do with their codon usage, but is independent of nutrient conditions.

To further confirm that the codon-related RTE variability does not rely on specific conditions, we randomly selected sets of conditions from the 12 conditions to calculate RTE variance. Then the top 200 and bottom 200 genes of RTE variance were used to calculate the correlation coefficient of codon frequency. We found a clear downward trend of the correlation coefficient with increasing number of conditions, asymptoting to a strongly negative correlation of *r* ~ -0.55 when more than 8 conditions were picked. This indicates that codon-related RTE variability is an inherent feature of genes that applies across multiple conditions.

## Discussion

How well transcript level represents protein abundance remains a controversial issue [2,3]. Translational regulation is one of the key factors affecting the correlation between transcript level and protein abundance in bacteria [2]. In this work, we systematically examined the ribosomal behaviors in response to various nutrient conditions. Then combining ribosome profiling and RNA-seq in *E*. *coli*, we quantified genome-wide RTE under 12 conditions and observed a diverse range of gene-specific translational regulations in response to nutrient conditions. Furthermore, using a random forest model, we discovered that codon usage partially predicts the cross-condition RTE variability, such that a particular subset of codons, especially AAA (Lysine) and GAT (Aspartate), favors variability across all the nutrient conditions. By contrast, CGT (Arginine) and CTG (Leucine) disfavor RTE cross-condition variability (Fig K in S1 Text). These findings broaden the understanding of translational regulation under environmental changes. What is more, our quantification of the contribution of codon usage to translational regulation can assist in the design of effective translation strategies in synthetic biology, as well as guide theoretical efforts to predict gene expression in response to environmental changes.

One important note is that the notion of RTE used in this work is slightly different from the TE in previous studies [17,41]. RTE represents the relative ribosomal resources allocated by per unit length of mRNA molecules. It does not stand for the absolute translation efficiency (TE), which also includes global translation-related factors such as the total number, the working fraction, and the elongation speed of ribosomes. These global factors affect the TE of all genes as a whole [18], while RTE involves translational differences between individual genes. Therefore, by quantifying RTE, we capture the ribosomal resources devoted to translation at the single-gene level, and thus can compare translational regulation among different conditions, excluding the effect of global translation-related factors. In fact, according to comparison with previous studies on the translation efficiency of operons [17,34], RTE reliably reflects translation differences between genes (Fig C in S1 Text).

Protein biosynthesis consumes a large amount of building blocks and energy in fast-growing bacteria [62]. To ensure efficient allocation of translation resources and so maximize cell growth, the protein synthesis rate is precisely controlled in proportion to the stoichiometry of complexes or hierarchical functions [17]. 

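Within the N-limited ΔrplA cells, the squared Pearson correlation of log10 mRNA level and log10 RTE across genes was 0.143 at 0.1 per h and 0.0797 at 0.6 per h, and within the leucine-limited ΔleuB cells 0.112 and 0.0461. In wild-type N-limited cells it was 0.141 and 0.0751, and over the 8 wild-type conditions it lay between 0.0504 and 0.141. Genes are not independent replicates, and the differences between strains were not tested.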

We found that the overall mRNA-RTE correlation across genes is not affected by mutations in single genes such as Δ*rplA* and Δ*leuB* which are involved in translation processes (Fig N in S1 Text). This positive mRNA-RTE correlation reflects inherent translational differences along with the transcriptional differences between genes. By contrast, the mRNA-RTE correlation of a single gene under multiple conditions reflects whether the mRNA and RTE of the gene change consistently when the environment changes. Previous studies reported gene-specific translational regulation in bacteria under various stimuli [12,13], which enables a faster response to environmental stresses than through transcriptional regulation [2,63]. In our findings, both negative and positive mRNA-RTE correlations are likely biologically meaningful. For genes not sensitive to environmental changes, the mRNA level and RTE may be negatively correlated to stabilize protein production rate. For genes responding to specific nutrient limitations, the RTE may positively correlate with its mRNA level to amplify the change of protein synthesis rate, thus leading to a stronger correlation between mRNA level and protein abundance [64]. Gene-specific translational regulation is observed under C-, N-, and P-limitations. Therefore, the concerted regulation of transcription and translation may be a general strategy for cells to amplify their adaptation to environmental changes. In addition, the variance of RTE across conditions displays a large range, indicating that different genes are subject to varying degrees of translational regulation.

Also, according to our data, we suspected that translational regulation not only acts on genes responding to specific stressful conditions, but also acts on genes regulating translation itself, forming possible feedbacks [65]. Studies have revealed certain ribosomal proteins as feedback regulators, such as L1, S4, and S7 [66,67]. Previously, this kind of feedback regulation was believed to be associated with growth-rate-dependent ribosome synthesis [35]. In our findings, the RTEs of several proteins involved in translational regulation correlate strongly with their mRNA levels, indicating concerted translational regulation. Feedback regulation on translation allows for better regulation in the overall translation activity of cells, providing one additional possible strategy for bacteria to rapidly and effectively respond to environment changes.

Studies have suggested that rare codons do not limit translation efficiency in nutrient-rich media [68]. By contrast, under stresses such as nutrient limitation and oxidative stress, translation efficiency becomes sensitive to codon-usage-mediated tRNA dynamics [69, 70]. However, the details of how translation efficiency changes under stress remain unclear [71]. Our analysis suggested that codon usage not only contributes to condition-independent translation efficiency, but also partially predicts the variability of RTE across conditions. For condition-independent translation efficiency, multiple factors encoded in mRNA sequences affect the initiation, elongation, and termination of translation [5–7]. In particular, genome-scale studies have revealed significant association between codon usage and translation efficiency [72]. Codon usage *per se* mainly contributes during the elongation process [73], as it couples translation rates to the composition of the tRNA pool. However, our analysis indicated that under environmental stresses, the codon-related RTE variability across conditions was an inherent feature of genes, independent of specific conditions. Therefore, such RTE variability cannot be simply attributed to coupling between codon usage and the tRNA pool under any specific nutrient condition. This finding is consistent with the speculation of a previous study that the change in tRNA composition leads to different translation efficiencies between stress-response and non-stress-response genes [30].

One limitation of our study is the lack of a detailed mechanism for how codons contribute to gene-specific translational regulation. As the translation process from mRNA to protein involves many factors, the differences in codon frequencies among mRNAs cannot be directly mapped to differences in translation efficiencies. In fact, it has been reported that there are complex interactions among multiple factors affecting translation, making it difficult to characterize the relation between codon frequency and translation efficiency [28]. For example, trade-offs between tRNA-mediated codon selection and mRNA structure entangle their separate roles [74]. Therefore, it remains an intriguing puzzle how codon frequency, a condition-invariant innate property of a gene, influences a gene’s ability to respond to different conditions. We believe that in future research, a combination of technical approaches such as tRNA sequencing, mRNA structure probing, and translation-site-specific ribosome profiling will help uncover more mechanistic features of translational regulation [75,76].

## Methods

### Cell strains and growth conditions

Escherichia coli strain NCM3722 was grown in batch or continuous cultures. Dilution rates of 0.1 h-1 and 0.6 h-1 were used to define slow and fast growth rates in chemostats. We utilized a 300mL volume chemostat (Sixfors, HT) with oxygen and pH probes to monitor the culture. The aeration rate was set at 4.5 l/h and pH was kept at 7.2 +/- 0.1. For minimal glucose media, 40 mM MOPS media (M2120, Teknova) was utilized with glucose (0.4%, Sigma G8270), ammonia (9.5 mM NH4Cl, Sigma A9434) and phosphate (1.32 mM K2HPO4, Sigma P3786) added separately. For defined rich media, the minimal media is supplemented with 10x ACGU (M2103, Teknova) and 5X Supplement EZ (M2104, Teknova). For carbon- and nitrogen-limited media, glucose and ammonia concentrations were reduced by 5-fold (0.08% and 1.9mM respectively). Phosphorus-limited medium contains 0.132 mM K_2_HPO_4_. Δ*leuB* and Δ*rplA* mutants were produced by P1 transduction from the KEIO collection [77] into Escherichia coli strain NCM3722. Cell growth was monitored by checking absorbance at 600 nm using a spectrophotometer (GENESYS 20, Thermo Scientific).

### Experimental measurement of total RNA

The method for RNA measurement was adapted from You et al. [78]. The culture was 1.5 mL and centrifuged at 13,000g for 1 min to form pellets. The pellet was frozen on dry ice and the supernatant was used to measure absorbance for cell loss at 600 nm. Then the pellet was washed twice with 0.6 M HCIO_4_, digested with 0.3 M KOH at 37°C for 1h, and precipitated with 3 M HCIO_4_ to collect the supernatant. Then the pellets were extracted again with 0.5 M HCIO_4_. The supernatant was mixed and the absorbance was measured at 260 nm using Tecan Infinite 200 Pro (Tecan Trading AG, Switzerland). Finally, the total RNA concentration was the multiplication product of the absorbance value of A260 and the extinction coefficient (31 μg RNA mL^-1^).

### Experimental measurement of total protein

The protein measurement method was adapted from You et al. [78]. The culture was 1.5 mL and centrifuged at 13,000g for 1 min to form pellets. The cells were washed with 1mL MOPS buffer once, suspended in 200 μL water again, and then placed on dry ice. All the supernatant was collected and cell loss was measured with A600nm. Then the samples were thawed to measure protein content. The samples were added with 100 μL 3M NaOH and heated at 98°C for 5 min. The samples were cooled to 20°C for 5min. After that, 300 μL 0.1% CuSO_4_ was added to the samples for biuret assay. The samples were incubated at room temperature for 5 min and centrifuged at 13,000g for 1 min. The supernatant was then collected and the absorbance of 200 μL sample volume was measured at 555 nm using software Gen5 in a Microplate reader (Synergy HT, BioTek). The total protein concentration in the cell was inferred using a known concentration of appropriately diluted albumin (23209, Thermo).

### Quantification of the total number and fraction of ribosomes

At 37°C, 200 ml of cells were extracted from cultures and passed through cellulose acetate membranes (CA029025, Strelitech) with a 90 mm, 0.2 m-pore size. Then the cells were quickly frozen in liquid nitrogen after being scratched with a clean, previously warmed stainless-steel spatula. It took no more than two minutes to complete the filtration process in order to maintain the initial physiological state. Cell pellets and 650 μl of frozen nuggets of lysis buffer (20 mM Tris-HCl pH 8.0, 10 mM MgCl_2_, 100 mM NH_4_Cl, 0.4 percent Triton X-100, 0.1 percent NP-40, and 1 mM Chloramphenicol, 100 U ml^-1^ RNase-free DNase I (04716728001 Roche)) were combined in a pre-chilled 10 ml jar (014620331, Retsch). The Cryomill (Retsch) was run at a 15 Hz pulverization rate for 15 minutes. RNA concentrations ranging from 80 g to 500 g in 200 μl of thawed cell lysates were measured using NanoDrop. Lysates were loaded to 10–55 percent linear sucrose gradients (20 mM Tris-HCl pH 8.0, 10 mM MgCl_2_, 100 mM NH_4_Cl, and 300 μM Chloramphenicol) made by GradientMaster for overall polysome quantification. The gradients were put in a SW41Ti bucket and centrifuged in a Beckman Coulter Optima XE-100 Ultracentrifuge for two hours at 4°C and 35,000 rpm. Utilizing the BioComp Gradient Fractionator, the gradients were fractionated, and an ultraviolet monitor recorded the absorption curves at 254 nm (EM-1, BioRad). Polysome profiling was performed to quantify the ribosome fraction. The experimental methods were adapted from Li et al. [18]. The polysome profiling data was processed using customized MATLAB codes. The baseline absorbance was estimated using the average of the last 50 readings where RNA was not detected, and this background was subtracted. By fitting the exponential decay function to the first peak of the non-ribosomal signal source, free nucleotides and tRNA backgrounds were removed. Then each ribosome peak was selected and quantified by the area under the curve. The fraction of 70S and Polysomes were calculated from the area under the curve.

It is not possible to distinguish the free 70S peak and bound 70S peak because of the relatively small mass of mRNA compared to ribosome. To quantify the fraction of free 70S and bound 70S, we adapted the method from Li et al [18]. 100 mM NH_4_Cl was replaced with 170 mM KCl, and high potassium causes free 70S to shift to a lower density but does not shift the mRNA-bound 70S [79]. Cytolysis products were loaded into 10–30% linear gradient and centrifuged at 35,000 r.p.m. in a SW41Ti barrels for 5h at 4°C. Then the MATLAB file-exchange scheme, Peakfit (2.0) esd used to fit the overlapped peaks (70S without mRNA, and 70S with mRNA binding) into two Gaussian distributions.

The total number of ribosomes was calculated based on the experimentally measured parameters as

$$R_{t}=V_{c}∙C_{p}∙RPR∙\frac{f_{r}}{m_{r}},$$

where the *V*_c_ is cell volume (m^3^) [80], *C*_p_ is concentration of proteins (g/m^3^) [81], *RPR* represents RNA-to-protein ratio, *m*_r_ is the mass of the rRNA component of a ribosome (g) [82], and *f*_r_ is the fractional mass of rRNA among total RNA. The quantification of *f*_r_ was adapted from Li et al. [18].

### *lacZ* induction and translational elongation rate measurement

The measurement of ribosome elongation rate was adapted from Zhu et al. [83]. Isopropyl-β-D-thiogalactoside (IPTG) (I2481C-25, Gold Biotechnology) with concentration of 5mM was added to the culture. Every 15 seconds, 1 mL of culture medium was taken and placed in a tube containing 10 μL of 100mm chloramphenicol, immediately frozen in liquid nitrogen and stored at -20°C, followed by subsequent measurements. After thawing, 400 μL of the sample was added to 100 μL of 5xZ buffer solution (0.3M Na_2_HPO_4_.7H_2_O, 0.2M NaH_2_PO_4_.H_2_O, 50mM KCl, 5mM MgSO_4_, 20 mM β-mercaptoethanol) and incubated at 37°C for 10 minutes. 100 μL 4 mg mL^-1^ 4-methylumbelliferyl-β-D-galactopyranoside (MUG, 337210010, ACROS Organics) in DMSO was added to each sample every 10 s for precise control of the reaction time. The samples were incubated in Eppendorf Thermomixer R at 37°C at a mixing rate of 1400 r.p.m. for 30 min to 2 h, according to the enzyme expression levels. Then we added 300 μL 1 M Na_2_CO_3_ to stop the reaction. The tube was spun down at 16,000g for 3 min to precipitate cell debris. Finally, the fluorescence of 200 μL supernatant was measured with a microplate reader (365 nm excitation and 450 nm emission filter). We integrated the signals and performed a linear fit to infer the ribosome elongation rate. According to the previous study [83], the elongation time was corrected by subtracting 10 s from the measured delay time.

### RNA extraction and ribosome profiling

The method of RNA extraction and ribosome profiling is described in Li et al. [18]. The cell collection step was the same as for polysome profiling in Li et al. [18] except that 1mM chloramphenicol was utilized in the sucrose solution. The footprinting and library preparation steps were adapted from Li et al. [17] After quantification of RNA concentration with NanoDrop, samples with 500μg RNA were digested with 750U MNase (10107921001, Roche) for 1 hour at 25°C before being quenched with 6mM EGTA. The lysates were then layered onto a 10%-55% sucrose gradient and centrifuged. The monosome fraction was collected and snap frozen in liquid nitrogen. There were no observed polysome peaks, which indicated thorough digestion. The RNA was separated using hot phenol and size selected on 15% TBE-Urea PAGE gels run for 1 hour at 210V. Gels were stained with SYBR Gold and visualized using Dark Reader (Clare Chemical Research). Finally, RNA fragments with size between 25–40 nt were extracted using isopropanol precipitation.

### Library preparation and sequencing

RNA fragments from footprints were dephosphorylated at the 3’ end by PNK (M0201, NEB). The repaired fragments were linked to the Universal miRNA Cloning Linker (S1315S, NEB), reverse transcribed (18080044, Thermo), and circularized (CL4111K, Epicentre). rRNA was subtracted from the circularized samples before PCR amplification (M0531L, NEB) and size selection. High quality PCR samples were checked by Bioanalyzer highly sensitive DNA chip. Deep sequencing was performed by Illumina HiSeq 2500 on Rapid flowcells with settings of single end and 75 nt-long read length.

### Mapping and sequencing data analysis

Data processing including barcode splitting, linker trimming, and mapping were performed using Galaxy [84]. The processed reads were mapped to Escherichia coli genome escherichia_coli_k12_nc_000913_3 from the NCBI database with the BWA short read mapping algorithm [85]. Only the reads between 20–45 nt that aligned to the coding region were extracted for further analysis.

To infer the ribosome A-site position, python package Plastid [86] was used to align the 3’ end of reads to the stop and start codons [87], which are known to have higher ribosome densities. We found that the offsets were 12 nt for stop codon and 15 nt for start codon. Therefore, we utilized 11nt for A site position and 14nt for P site. Further analysis was done using MATLAB and R codes.

### Analysis of deep-sequencing data

The counts from ribosome profiling and RNA-seq were used to calculate relative translation efficiency (RTE) for each transcript:

$$[RTE]=\frac{\left[footprinting\;counts]/[gene\;length\right]}{\left[relative\;mRNA\;level\right]},$$

where the footprinting counts were normalized by the total counts in one experiment, reflecting the percentage of ribosomes occupied by a gene. The ratio of footprinting counts to gene length reflects the relative ribosome density: the percentage of ribosomes occupied by per unit length of a gene. The relative mRNA levels were also normalized to the total counts and gene length as reads per kilobase million (RPKM). In addition, genes with log_10_(RNA-seq RPKM) > 1.5 were selected for subsequent analysis (selected genes n = 2914).

Mean levels were taken as the average of the 12 conditions for analyzing the correlation between the mRNA level and RTE across genes. The Spearman’s rank correlation coefficient was used for correlations both across genes and across conditions. In order to test the significance of the distribution of correlation coefficients between mRNA and RTE across conditions, the RTE values for each gene were randomly scrambled among the 12 conditions. The resulting randomly ordered RTEs were used to recalculate the distribution of correlation coefficients, which was considered as the null distribution. Then we used the package *kstest2* in MATLAB to test whether the two distributions are significantly different, and calculated the *p*-value.

When comparing two different nutritional restriction conditions, the RNA-seq RPKM were averaged for three biological replicates. Then we screened for differential gene groups with log_2_(mRNA fold change) > 4 or < -4 and *p*-value < 0.05. To test the significance of RTE fold changes for the genes with differentially expressed mRNA, we first calculate the RTE fold change distribution for this group of genes. Then the distribution of the RTE fold changes for the whole set of 2914 genes was considered as the null distribution. A *p*-value was calculated using student’s *t*-test for the two distributions. All the above processes were performed with Matlab2020a.

### GO analysis and KEGG pathway analysis

Functional enrichment analysis was carried out using function *enrichGO* in R package *clusterProfiler* [88]. In addition, genome wide annotation *org*.*EcK12*.*eg*.*db* for *E*. *coli* strain K12 was used. The enrichment results were filtered with an adjusted *p*-value < 0.05. Furthermore, function *dropGO* was used to refine gene ontology level. Besides, KEGG pathway enrichment analysis was carried out using function *enrichKEGG* in R package *clusterProfiler* [88]. Genes contained in the 82 pathways of *E*. *coli* strain K-12 MG1655 were obtained from https://www.genome.jp/kegg/pathway.html.

### Codon usage analysis

The codon frequency of a gene was defined as the ratio of the number of a certain codon to the total number of codons. The frequencies of 64 codons constituted the codon frequency vector of a gene. Then we calculated the background codon frequencies from the complete set of analyzed genes. To characterize the bias for a gene towards certain codons, the background codon frequencies were subtracted from the codon frequency vector.

Before comparing the codon usage between different pathways, the overlapped genes were removed. Then we calculated the average codon frequencies for all genes in a pathway. As shown in Fig 6A, the rarity of codons was ranked according to their background frequencies.

### Evaluation indices for RTE variability

We used three different evaluation indices: the variance, the Fano factor, and the coefficient of variation (CV). The variance is defined as

$$var(RTE)=\frac{\sum {\left(TE-\bar{RTE}\right)}^{2}}{n-1},$$

where $\bar{RTE}$ is the sample mean of RTE, and the *n* is the sample size of RTE. The Fano factor is defined as

$$Fano(RTE)=\frac{\sigma_{RTE}^{2}}{\mu_{RTE}},$$

where $\sigma_{\mathrm{RTE}}^{2}$ is the variance of RTE, and the *μ*_RTE_ is the sample mean of RTE. The CV is defined as

$$CV(RTE)=\frac{\sigma_{RTE}}{\mu_{RTE}},$$

Where *σ*_RTE_ is the standard deviation of RTE, and the *μ*_RTE_ is the sample mean of RTE.

### Random forest algorithm

We used the package *TreeBagger* in MATLAB to build the binary classification model. The number of trees was set to 200 and the minimum number of observations per tree leaf was set to 5. The number of variables to select at random for each decision split was set to the square root of the total variable number. In our model, the total variable number is 64, corresponding to the 64 codons. Finally, Breiman’s random forest algorithm was invoked to perform the training [89].

As stated in the main text, features such as frequencies of the 64 codons, mRNA level, RTE absolute value, the distribution of the third base of codons, and gene length were selected and combined to determine their contribution to classification results. In addition, the frequencies of typical translation pause motifs were also used as classification features.

1000 random samplings of the dataset were performed to exclude the contingency of results. We used true positive rate to evaluate the sensitivity, defined as

$$sensitivity=\frac{TP}{TP+FN},$$

where TP and FN refer to the number of true positives and false negatives, respectively. The specificity is defined as

$$specificity=\frac{TN}{TN+FP},$$

The area under curve (AUC) was calculated as the area under ROC curve. To calculate the sensitivity and specificity, a classification threshold is needed. The score for each gene from the model is in the range of [0, 1]. If the score is above the threshold, it is considered a positive sample, otherwise it is considered a negative sample. The results shown in Table 2 used 0.5 as the classification threshold.

## Supporting information

S1 Text Text for the theoretical analysis for the distribution of correlation coefficients between mRNA level and randomly scrambled RTE, quantify the contribution of codon usage to two different definitions of RTE variability, and supplementary figures and tables corresponding to the main text. (PDF) Click here for additional data file.

S1 Data mRNA levels normalized by RPKM from RNA-Seq. (XLSX) Click here for additional data file.

S2 Data Ribosome footprintings normalized by RPKM from ribosome profiling. (XLSX) Click here for additional data file.

# Supplementary material for: Global and gene-specific translational regulation in Escherichia coli across different conditions
**Source:** PLoS Comput Biol. 2022 Oct 20;18(10):e1010641. doi: 10.1371/journal.pcbi.1010641
**Supplement:** S1 Text

## Supplementary Information

### Global and gene-specific translational regulation in *Escherichia coli* across different conditions

Di Zhang<sup>1,2</sup>, Sophia Hsin-Jung Li<sup>3,4,5</sup>, Christopher G. King<sup>3</sup>, Ned S. Wingreen<sup>3,6\*</sup>, Zemer Gitai<sup>3\*</sup>,  
Zhiyuan Li<sup>1,2\*</sup>

The authors wish it to be known that, the first two authors should be regarded as joint First Authors

**Includes the following items:**

**1. Theoretical analysis for the distribution of correlation coefficients between mRNA level and randomly scrambled RTE.**

**2. Quantify the contribution of codon usage to two different definitions of RTE variability.**

**Figure A.**

Scatter plots of mRNA and ribosome levels on a per-gene basis across multiple replicates.

**Figure B.**

Data reproducibility of RNA-seq and Ribo-seq across multiple replicates.

**Figure C.**

Translational control of genes from the same polycistronic transcript.

**Figure D.**

QQ plot comparing the actual distribution to randomly distributed RTEs (Fig. 1B).

**Figure E.**

Examples of genes with negative and positive correlations between mRNA level and RTE.

**Figure F.**

Transcription and translation couple together to respond to nutrient limitations at the growth rate of  $0.6 \text{ h}^{-1}$ .

**Figure G.**

No significant differences in translational regulation between the different growth rates under the same nutrient limitation.

**Figure H.**

Global view of the 82 pathways in *E. coli* on the biplot of mean RTE and RTE variance.

**Figure I.**

Correlation coefficients between mean codon frequencies of pathways with high RTE variances.

**Figure J.**

Correlation between codon frequencies for the top 200 and bottom 200 genes in their mRNA levels.

**Figure K.**

Codon ranks from random forest model are consistent with the anti-correlated codons in Fig. 6C.

**Table A.**

Classification results of the random forest model with additional features.

**Figure L.**

The contribution of codon usage to the classification result is robust for different definitions of RTE variability.

**Figure M.**

Illustration of selection of two clusters of genes when comparing nutrient limiting conditions in pairs.

**Figure N.**

Correlation between mean mRNA level and mean RTE, across different genes. Each subfigure was derived from one of the 12 conditions.

### 1. Theoretical analysis for the distribution of correlation coefficients between mRNA level and randomly scrambled RTE.

We can theoretically infer the distribution of the Spearman's rank correlation coefficients between the mRNAs and randomly scrambled RTEs of all genes. To calculate the Spearman's rank correlation coefficients, we just need to obtain the rank values of mRNA and RTE across conditions for a gene. Then we can calculate the Spearman's correlation coefficients using the popular formula

$$\rho = 1 - \frac{6 \sum d_i^2}{n(n^2 - 1)},$$

where

$$d_i = \text{rank}(\text{mRNA}_i) - \text{rank}(\text{RTE}_i)$$

is the difference between the two ranks of mRNA and RTE for the  $i$ th condition. And  $n$  is 12 in our experiments corresponding to 12 conditions.

The RTEs were being randomly scrambled so the rank values of RTEs were randomly permuted. Since the mRNA level can be considered known and fixed in our experiments, the  $d$  is equal to a variable from a fixed sequence minus a randomly and uniformly distributed variable. Therefore, the  $d$  appears in a symmetric triangular distribution with zero mean

$$f(d) = \begin{cases} \frac{d+m}{m^2}, & -m \leq x < 0 \\ \frac{m-d}{m^2}, & 0 \leq x \leq m \end{cases},$$

where  $m$  is the number of genes, that is 2914 in our analysis. We approximate the triangular distribution to a normal distribution, then the distribution of the sum of  $d$  squared can be considered as a  $\chi^2$ -distribution. Because the number of degrees of freedom ( $n$ ) is large enough, it can be approximated as a normal distribution with zero mean. It should be noted that the Spearman's rank correlation coefficient is limited to  $[-1, 1]$ . Thus, the distribution of  $\rho$  is symmetric with zero mean.

### 2. Quantify the contribution of codon usage to two different definitions of RTE variability.

In addition to considering RTE variance, we used two additional evaluation indices – the Fano factor and the coefficient of variation (CV) —to test whether our conclusions are robust with respect to different definitions of RTE variability. The same analyses were performed for these two indices, and the major conclusions are consistent with those found using RTE variance. The mean codon frequencies of the top 200 and bottom 200 genes are negatively correlated (Sup Fig. 6, A-B). The addition of the feature codon frequency significantly improves the classification accuracy (Sup Fig. 6, C-D). Other features, such as translation pause motifs, do not contribute to classification accuracy (Sup Fig. 6, E-F). The contributions of mRNA and RTE to classification accuracy differ when using different definitions of RTE variability. This is because these indices have different degrees of mathematical dependence on mRNA and RTE. However, these differences do not change the main conclusion that codon usage contributes to RTE variability.

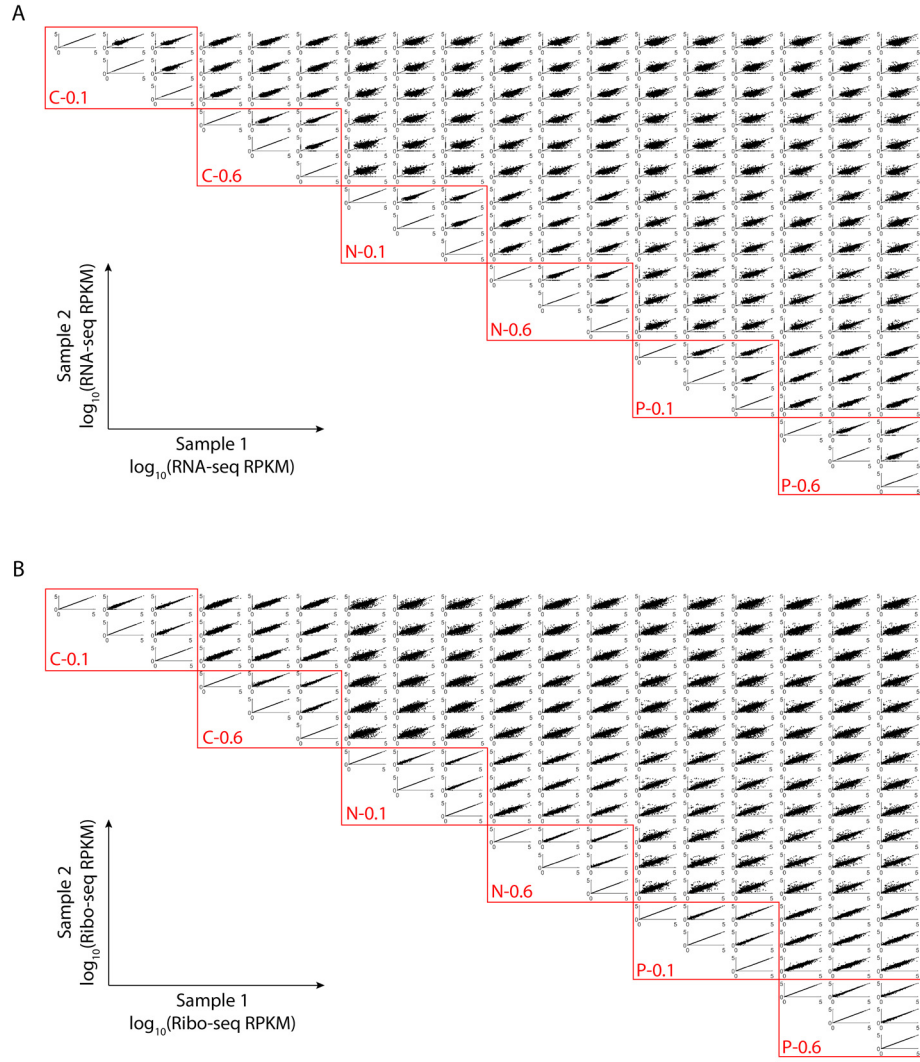

**Figure A.** Scatter plots of mRNA and ribosome levels on a per-gene basis across multiple replicates. (A) Scatter plots of mRNA level per gene from RNA-seq across different replicates. Each dot represents an individual gene. In the red boxes are pairwise comparisons among three biological replicates from the same condition. (B) Same as (A), but showing scatter plots from ribosome profiling.

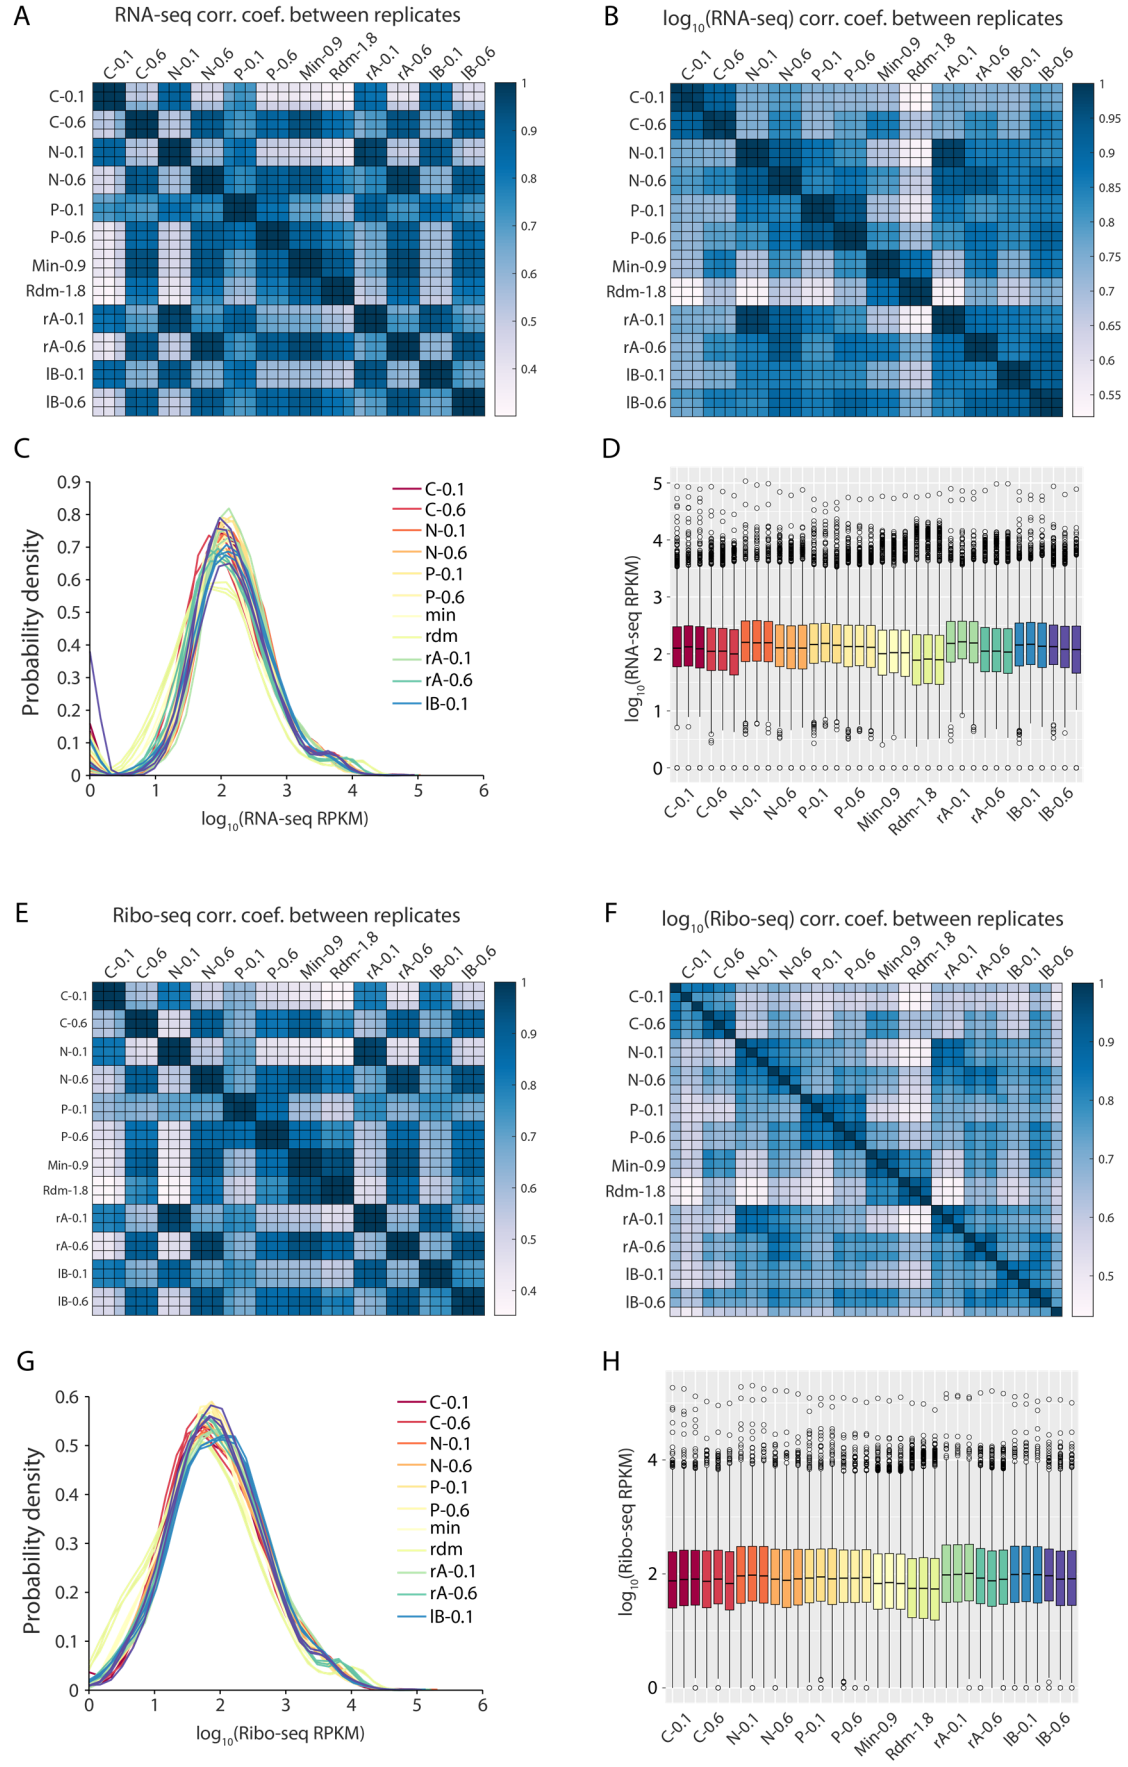

**Figure B.** Data reproducibility of RNA-seq and Ribo-seq across multiple replicates.

- (A) Heatmap of Pearson correlation coefficients between replicates based on RNA-seq RPKM.
- (B) Heatmap of Pearson correlation coefficients between replicates based on  $\log_{10}(\text{RNA-seq RPKM})$ .
- (C) Distribution of gene  $\log_{10}(\text{RNA-seq RPKM})$  across 36 replicates. The three biological replicates for each condition are shown in the same color.
- (D) Box plots of gene  $\log_{10}(\text{RNA-Seq RPKM})$  across 36 replicates.
- (E-H) Same as (A-D), but showing results from ribosome profiling.

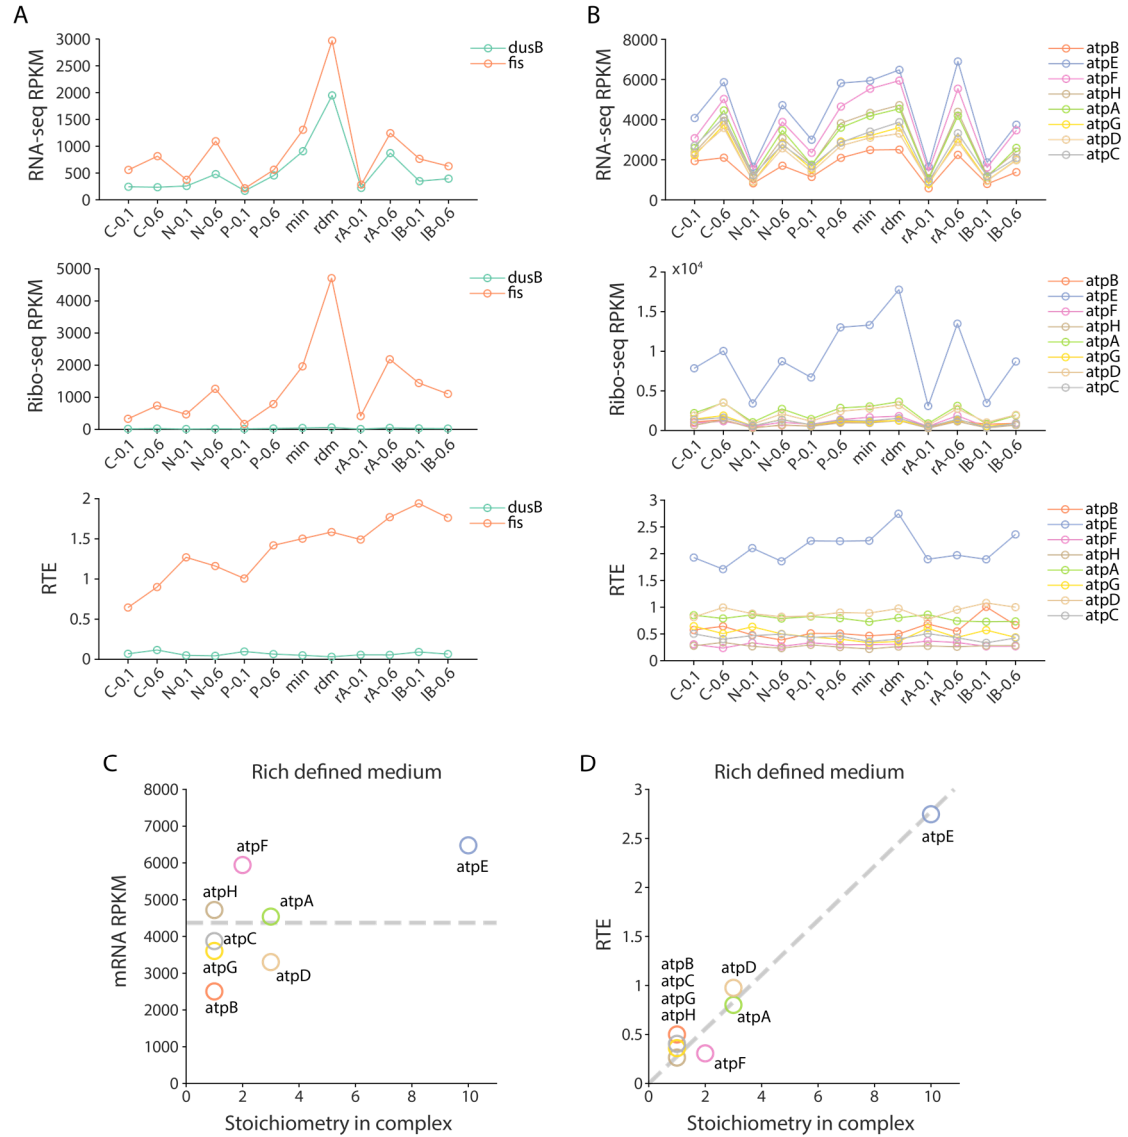

**Figure C.** Translational control of genes from the same polycistronic transcript.

(A) Gene expression pattern across 12 conditions of two genes from the *dusB-fis* operon. The upper panel shows the RNA-seq RPKM. The median panel shows the Ribo-seq RPKM. The lower panel shows the relative translation efficiency.

(B) Gene expression pattern across 12 conditions of eight subunits from the  $F_0F_1$  ATP synthase complex that are expressed from a single polycistronic transcript.

(C) mRNA level for the eight genes from the  $F_0F_1$  ATP synthase complex. The average mRNA level for each gene in rich defined medium is plotted against its stoichiometry in the complex. The dashed line indicates the average mRNA level.

(D) Relative translation efficiency for the eight genes from the  $F_0F_1$  ATP synthase complex. The average RTE for each gene in rich defined medium is plotted against its stoichiometry in the complex. The dashed line indicates the best-fit that crosses the origin.

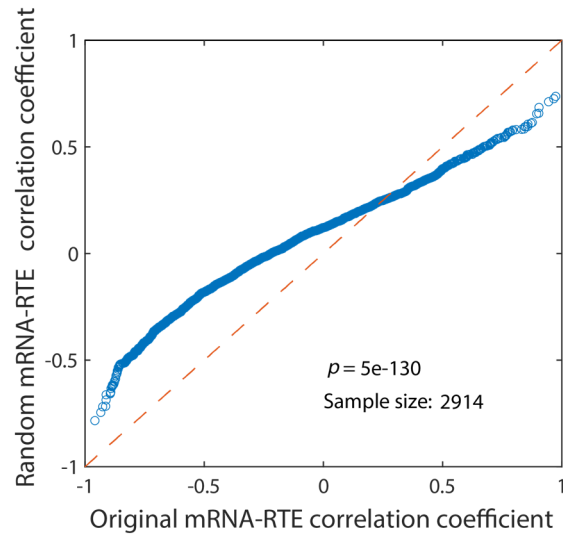

**Figure D.** QQ plot comparing the actual distribution to randomly distributed RTEs (Fig. 1B). Kolmogorov-Smirnov test was used to calculate the  $p$ -value.

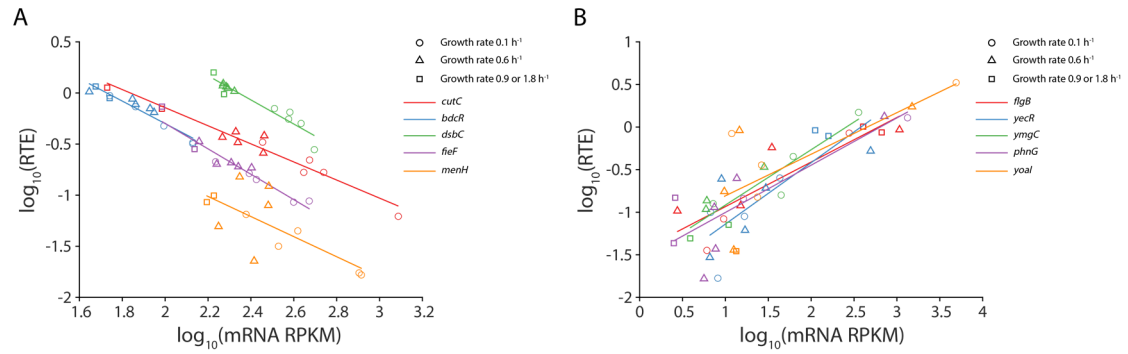

**Figure E.** Examples of genes with negative and positive correlations between mRNA level and RTE. (A) The top 5 genes with negative correlation between RTE and mRNA level. Different shapes of markers represent different growth rates. The straight lines are linear fits between  $\log_{10}(\text{RTE})$  and  $\log_{10}(\text{mRNA level})$  across 12 conditions for each gene. (B) Same as (A), but for the top 5 genes with positive correlation between RTE and mRNA level.

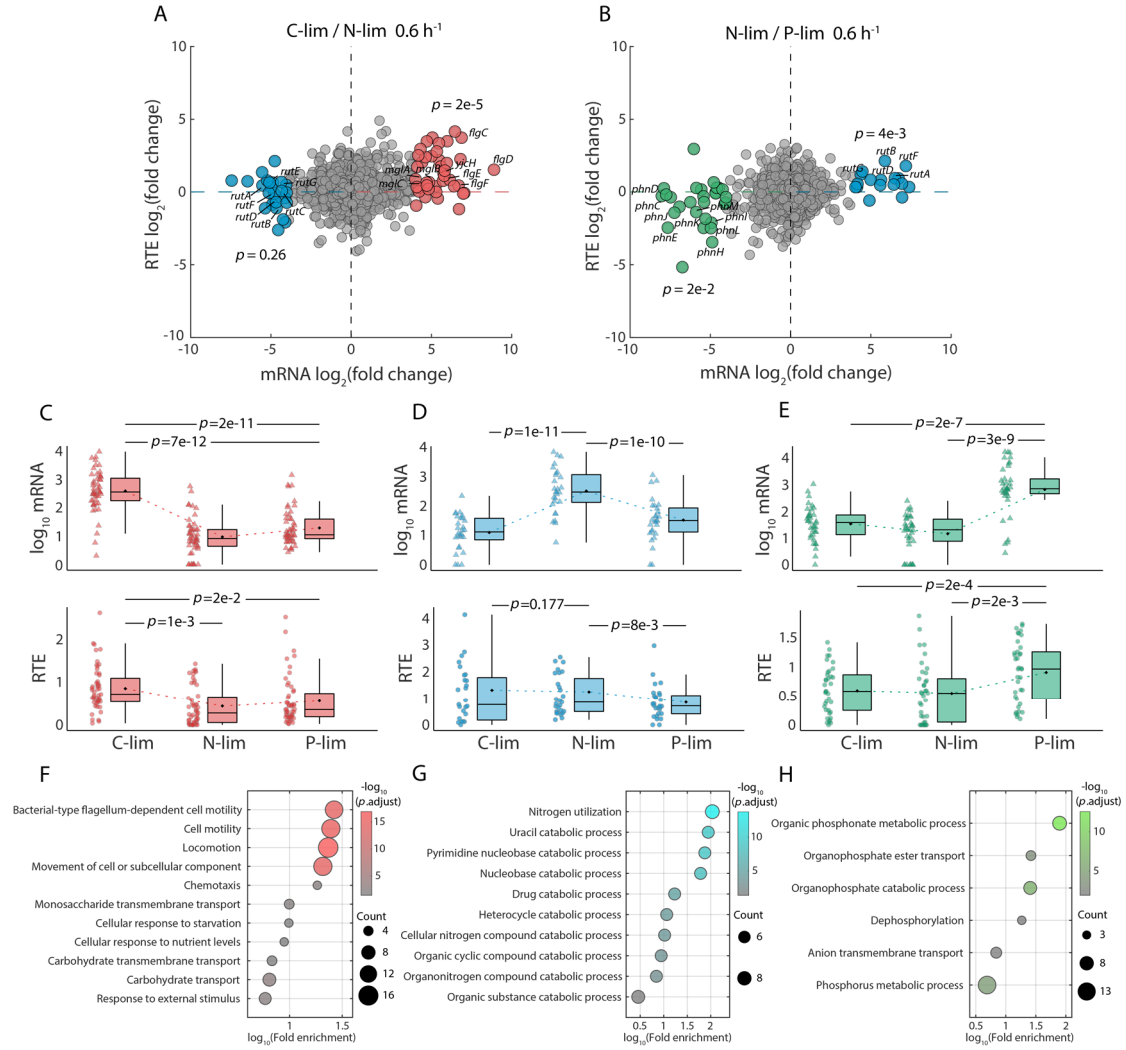

**Figure F.** Transcription and translation couple together to respond to nutrient limitations at the growth rate of  $0.6 \text{ h}^{-1}$ .

(A) Comparison of transcription changes ( $\log_2$  mRNA fold change, x-axis) and translation changes ( $\log_2$  RTE fold change, y-axis) between carbon limitation and nitrogen limitation at the growth rate of  $0.6 \text{ h}^{-1}$ . The averages of three biological replicates are shown. Red dots represent genes with  $\log_2$  mRNA fold change (C-limited / N-limited)  $> 4$ . Blue dots represent genes with  $\log_2$  mRNA fold change (C-limited / N-limited)  $< -4$ .  $p$ -value was used to test the significance of the RTE fold change between the highlighted genes and the background genes.

(B) Same as (A), but showing the change between nitrogen limitation and phosphate limitation. Green dots represent genes with  $\log_2$  mRNA fold change (N-limited / P-limited)  $< -4$ .

(C-E) mRNA level (upper panel) and RTE level (lower panel) of the three groups of highlighted genes in (A) and (B). The three highlighted groups of genes are upregulated under carbon (C), nitrogen (D), and phosphate (E) limitations.

(F-H) Gene ontology (GO) enrichment analysis for the three highlighted gene groups in (A) and (B). The color of the dots represents the  $-\log_{10}$  adjusted  $p$ -value, and the size represents the number of genes.

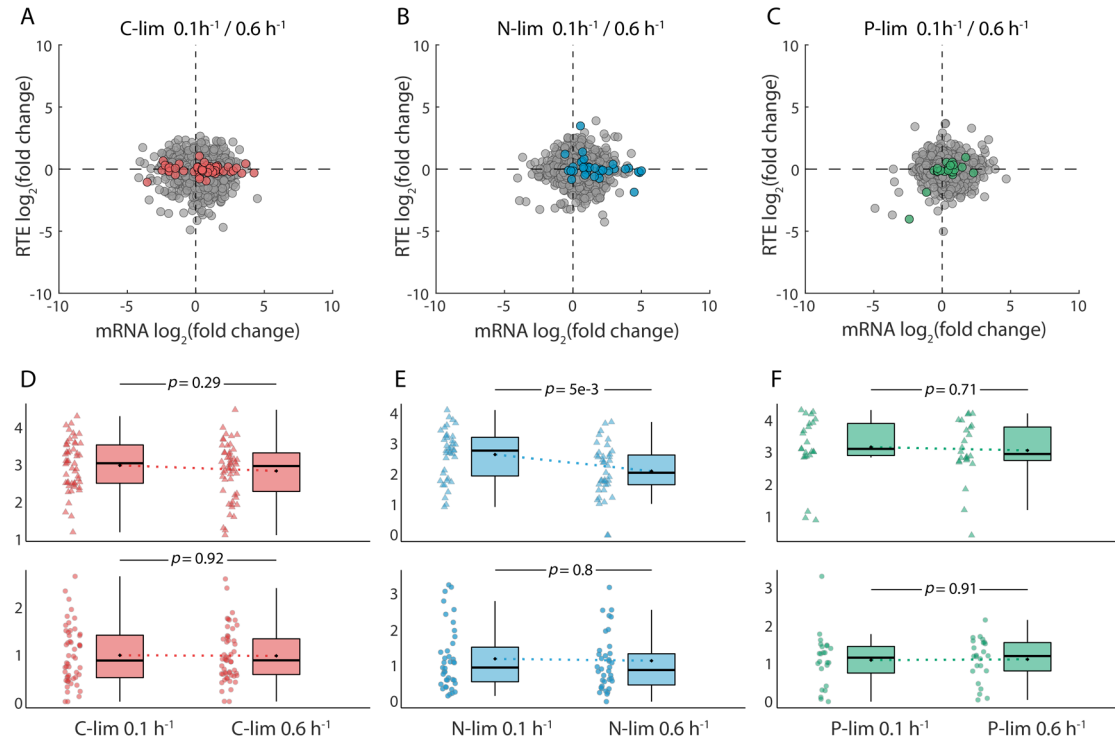

**Figure G.** No significant differences in translational regulation between the different growth rates under the same nutrient limitation.

(A) Comparison of transcription changes (log<sub>2</sub> mRNA fold change, x-axis) and translation changes (log<sub>2</sub> RTE fold change, y-axis) between the growth rate of 0.1 h<sup>-1</sup> and that of 0.6 h<sup>-1</sup> under C limitation. The averages of three biological replicates are shown. Red dots represent genes with the same color in Fig. 3A.

(B) Same as (A), but showing the comparison under N limitation and highlighting the genes in Fig. 3A with blue color.

(C) Same as (A), but showing the comparison under P limitation and highlighting the genes in Fig. 3B with green color.

(D-F) mRNA level (upper panel) and RTE level (lower panel) of the three groups of highlighted genes in (A-C). In each panel, two different growth rates are shown with the same nutrient limitation.

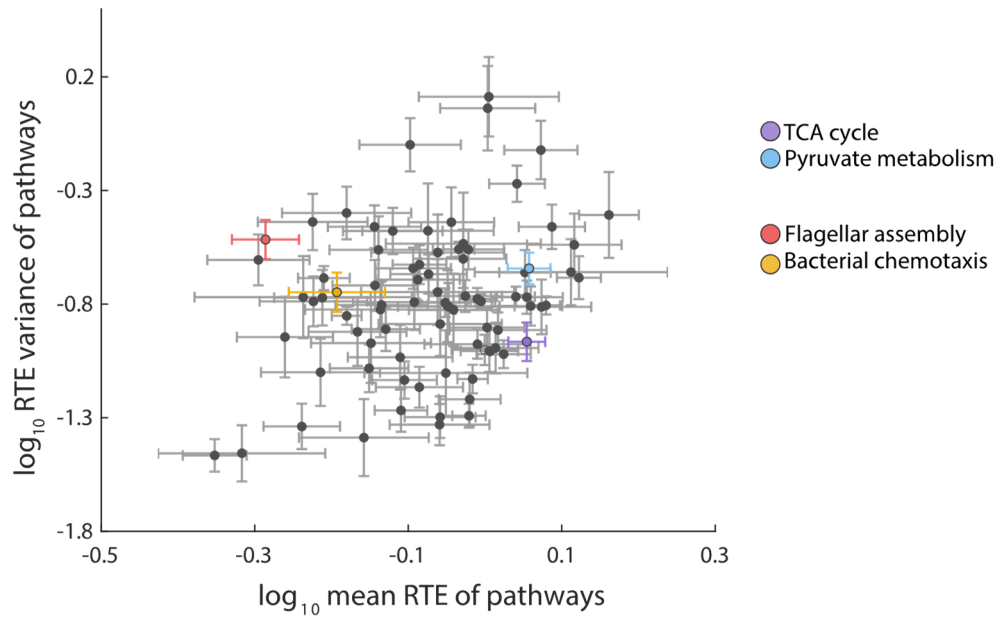

**Figure H.** Global view of the 82 pathways in *E. coli* on the biplot of mean RTE and RTE variance. Error bars represent s.e.m. from genes in each pathway.

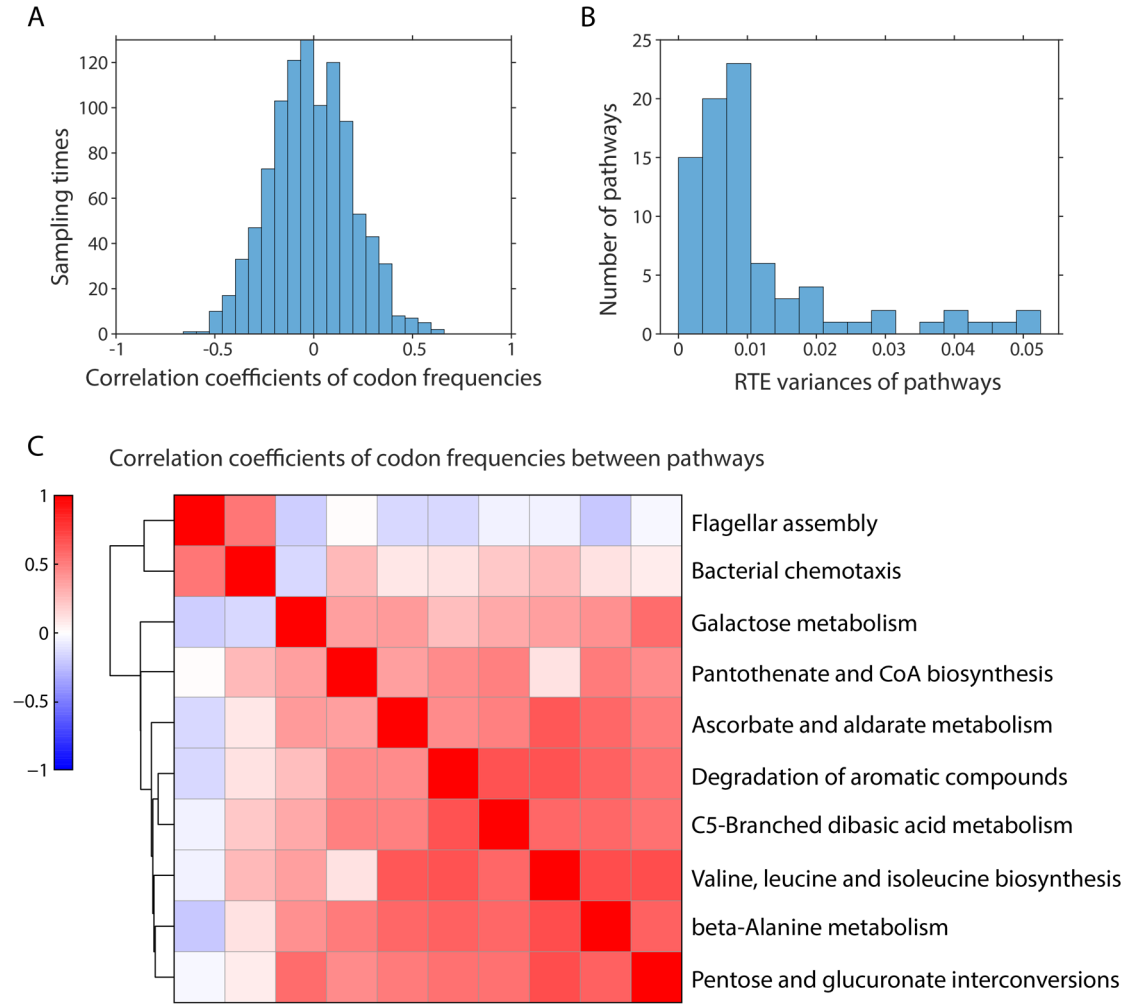

**Figure I.** Correlation coefficients between mean codon frequencies of pathways with high RTE variances.

(A) The distribution of pairwise correlation coefficients of codon frequencies between random sets of 50 genes. The distribution is obtained from 1000 such pairs.

(B) The distribution of RTE variances of 82 pathways in *E. coli* (<https://www.genome.jp/kegg/pathway.html>).

(C) Heatmap of correlation coefficients between mean codon frequencies of the 10 *E. coli* pathways with the highest RTE variances.

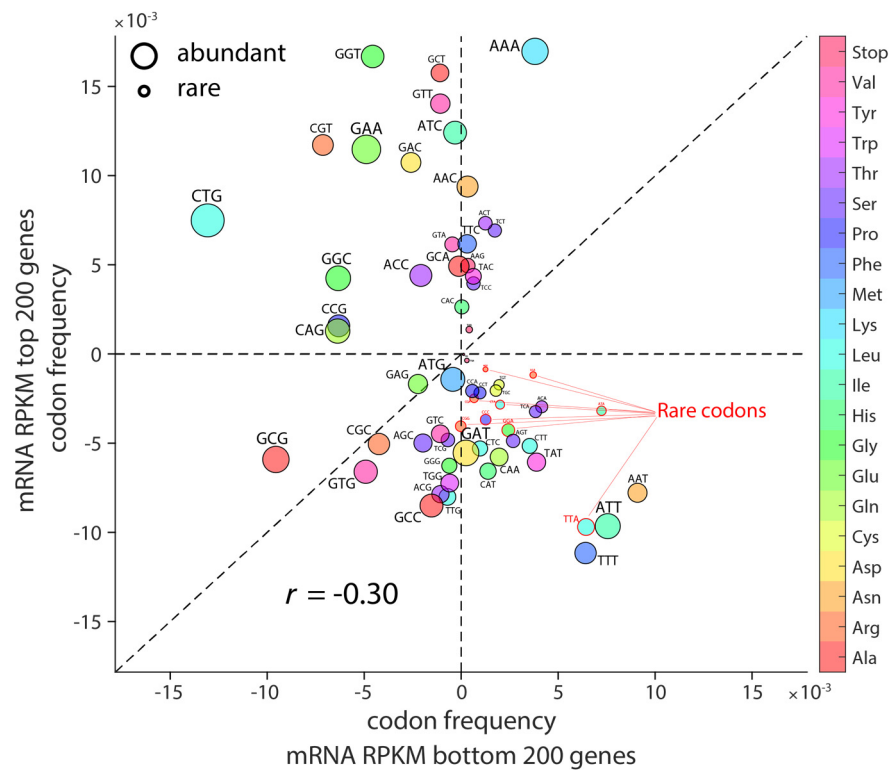

**Figure J.** Correlation between codon frequencies for the top 200 and bottom 200 genes in their mRNA levels. The red lines highlight the nine rare codons in *E. coli*.

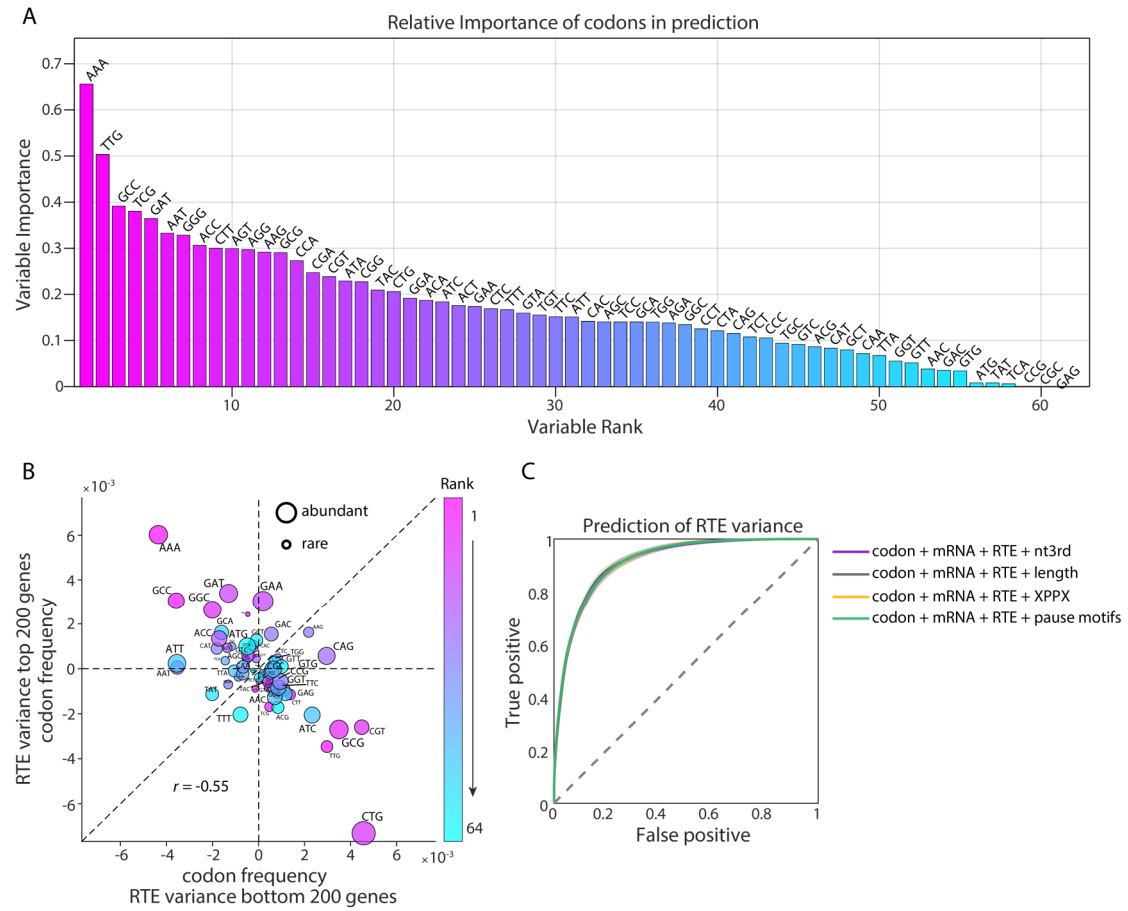

**Figure K.** Codon ranks from random forest model are consistent with the anti-correlated codons in Fig. 6C.

(A) The codon ranks from random forest model. The three stop codons TAA, TGA, and TAG were removed because they occur only once in each gene and do not encode amino acids.

(B) Negative correlation between the codon frequencies for the top 200 and bottom 200 genes in their RTE variances. Codons are colored by their ranks from random forest model.

(C) The ROC curves of the classification result for the variance of RTE with other features. The nt3rd stands for the distribution of the third base of the codon. The XPPX stands for XPPX motif inducing translation pause. The pause motifs stand for other codon combinations that mediate the translation pause.

| Features             | Sensitivity       | Specificity       | Accuracy          | AUC             |
|----------------------|-------------------|-------------------|-------------------|-----------------|
| All 3 + nt3rd        | 84.18 $\pm$ 2.26% | 82.82 $\pm$ 2.23% | 83.48 $\pm$ 1.47% | 0.91 $\pm$ 0.01 |
| All 3 + length       | 85.15 $\pm$ 2.08% | 83.19 $\pm$ 2.27% | 84.15 $\pm$ 1.49% | 0.92 $\pm$ 0.01 |
| All 3 + XPPX         | 84.3 $\pm$ 2.27%  | 82.86 $\pm$ 2.28% | 83.56 $\pm$ 1.51% | 0.91 $\pm$ 0.01 |
| All 3 + pause motifs | 84.4 $\pm$ 2.11%  | 82.86 $\pm$ 2.22% | 83.62 $\pm$ 1.43% | 0.91 $\pm$ 0.01 |

**Table A.** Classification results of the random forest model with additional features.

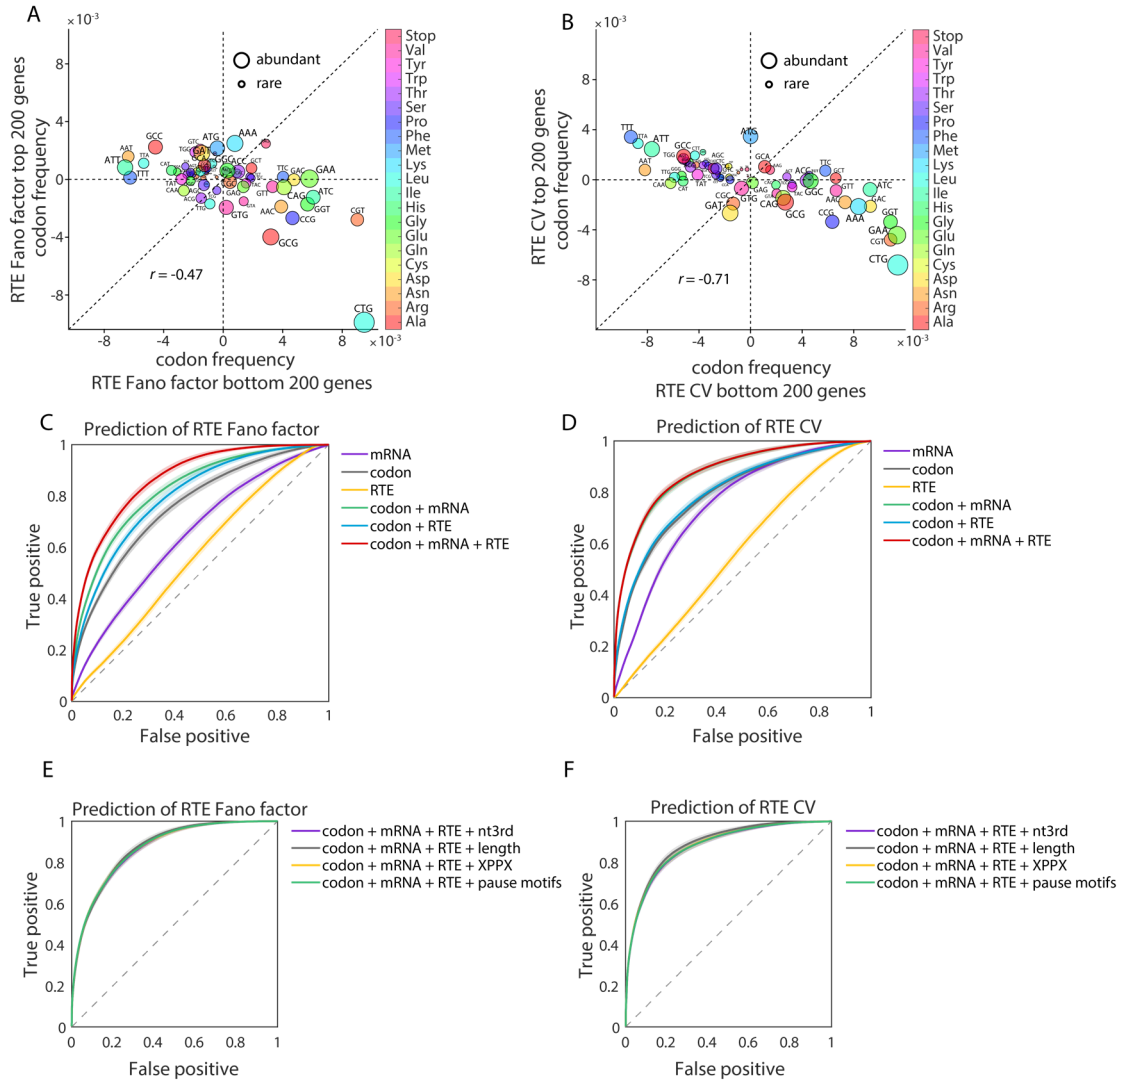

**Figure L.** The contribution of codon usage to the classification result is robust for different definitions of RTE variability.

(A) Correlation of the codon frequencies between the top 200 and bottom 200 genes in the Fano factor of RTE.

(B) Correlation of the codon frequencies between the top 200 and bottom 200 genes in the coefficient of variation (CV) of RTE.

(C) The ROC curves of the classification result for the Fano factor of RTE.

(D) The ROC curves of the classification result for the CV of RTE.

(E) The ROC curves of the classification result for the CV of RTE with other features.

(F) The ROC curves of the classification result for the Fano factor of RTE with other features.

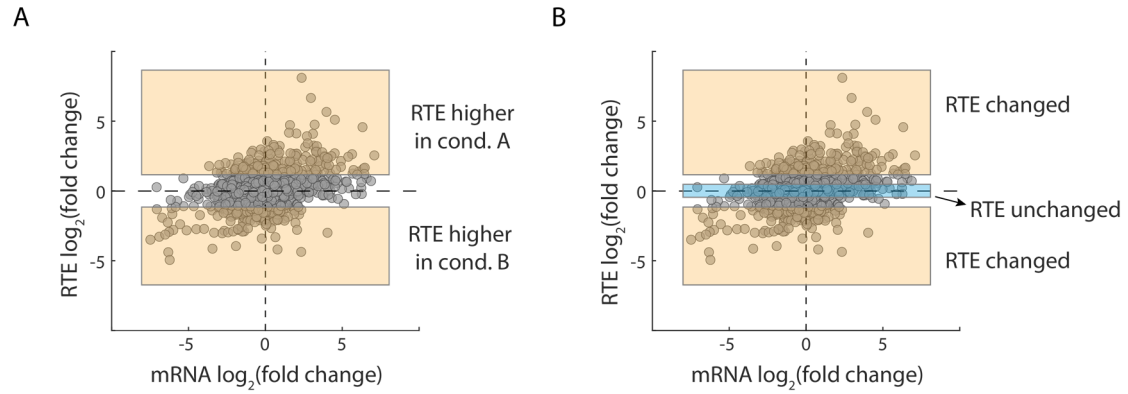

**Figure M.** Illustration of selection of two clusters of genes when comparing nutrient limiting conditions in pairs.

(A) When any pair of conditions A and B were compared, genes with a significantly higher RTE was filtered by  $\log_2(\text{RTE fold change}) > 1$  or  $< -1$ .

(B) When any pair of conditions A and B were compared, genes with high RTE variability were filtered by  $\log_2(\text{RTE fold change}) > 1$  or  $< -1$ . And the genes with low RTE variability were filtered by  $-0.5 < \log_2(\text{RTE fold change}) < 0.5$ .

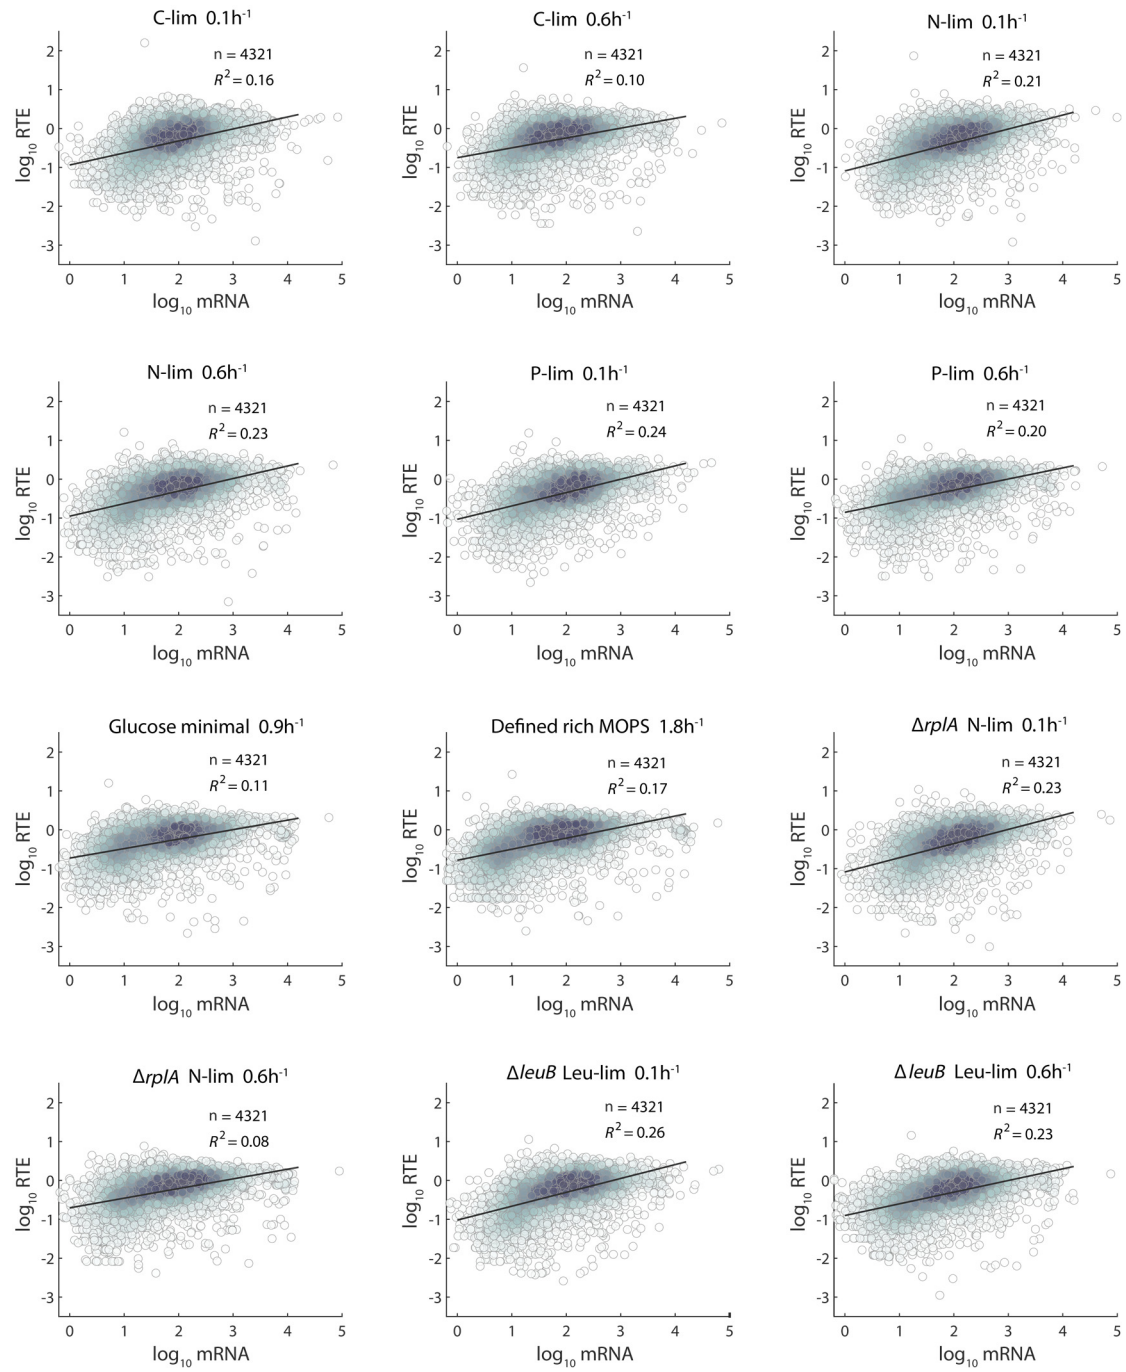

**Figure N.** Correlation between mean mRNA level and mean RTE, across different genes. Each subfigure was derived from one of the 12 conditions. Each dot represents one gene, and color depth depicts the density of points.

How the deposited data were processed for this re-analysis (not part of the article)

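RNA-seq and Ribo-seq libraries were analysed from 3 cultures of each of 12 growth conditions of E. coli NCM3722, giving 72 libraries. Conditions, replicate numbers and library types were taken from the sample labels and checked against the paper. The authors mapped the reads to the genome of the K-12 strain MG1655 (NC_000913.3) with BWA in Galaxy and counted reads per annotated region with Plastid, and the deposited tables give the count, the length, the counts per nucleotide (a coverage signal) and an RPKM value of each region. The deposited counts are raw and replicates were not pooled. The headers of the 72 libraries give read lengths of 15 to 45 nt and an offset of 11 nt from the 3′ end, whereas the methods state another lower length for reads in coding regions. The deposited RPKM values are relative to all counted reads of a library, so they were used only to check the unit, and the deposited counts per nucleotide were not used.

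From the counts, RPKM was computed relative to the total over the 4321 coding regions, as in the paper's methods, and averaged over the 3 cultures of a condition. RTE was the ratio of mean Ribo-seq to mean RNA-seq RPKM and was undefined where no RNA-seq read was counted. The expression filter kept 2914 genes with a mean RPKM above 31.6. Gene symbols came from the RefSeq annotation of ASM584v2 by position for 4208 regions and from the paper's supplement for 40. Coordinates are those of NC_000913.3. Coding regions that overlap can share reads, and values of such genes carry that uncertainty. No genome sequence was used here, so codon usage was not analysed here, and gene ontology enrichment was not analysed here.

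Counts were tested with edgeR 4.0.16 (limma 3.58.1, R 4.3.3), with TMM normalization, the genes kept by filterByExpr (3962) and quasi-likelihood tests in a model of 24 groups with 48 residual degrees of freedom. A change of RTE was the interaction of library type and condition. Standard errors beside edgeR changes are not an output of that test. They were computed as the size of the log2 change over the square root of the F statistic. Adjusted p-values are Benjamini-Hochberg values over all genes tested, with a threshold of 0.05. DESeq2 1.42.0 was an alternative. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0, statsmodels 0.14.6 and matplotlib 3.10.9. Comparisons of 3 against 3 cultures used exact permutation tests, two-sided, with a smallest p of 0.1. Correlations over 12 conditions used 100000 resamples, and scrambled medians 1000 scrambles. Gene sets had a log2 mRNA ratio above 4, after values under 1 RPKM were set to 1, and an unadjusted edgeR p under 0.05, and were compared with random sets of the same size. Pathway sets were placed among 10000 random sets matched on mean mRNA level within a window of 100 genes. Shares of genes carry 95% Wilson intervals, which describe the number of genes and not the error between cultures.

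Reads on coding regions numbered 47407 to 487146 per RNA-seq library and 936478 to 7501062 per Ribo-seq library. At 3 counts as the smallest level told from 0, many genes lie near the floor in RNA-seq, where 2.08% of the values of genes passing the expression filter were 0 and 28.2% were under 10. Reads carry no molecular identifiers, so intervals and floors cover counting error only.

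Replicate numbers were taken from the labels, and the header of each table names a set with the same number in 72 of 72 libraries. As a check of pairing, the deviations of libraries from their condition means correlated at 0.0541 between same-numbered RNA-seq libraries of different conditions (198 pairs) and at -0.0268 between differently numbered ones (396 pairs), at 0.0749 and -0.0374 in Ribo-seq, and at 0.0327 and -0.0168 between RNA-seq and Ribo-seq libraries of a condition (36 and 72 pairs). Fits with a replicate block used the culture for RTE and the replicate number for mRNA, and their results stand beside those without it.

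Genes named in the text are those that the paper names in its results, rplA and leuB as the targeted genes, rplK, the 5 genes with the lowest and the 5 with the highest rho, and for each comparison the 3 genes with the largest RTE rise and the 3 with the largest fall among those with an adjusted p under 0.05 and the same direction in all 3 same-numbered pairs. Further genes are named only where a count is small, which is said there.

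The scripts were tested on simulated data. edgeR recovered 145 of 195 genes with a simulated 4-fold change of mRNA and 117 of 196 with a change of RTE, and called 10 and 7 unchanged genes, among 3865 genes tested. Alternatives covered the normalization, the count test, the filters on low values, the definition of RTE, the limits of the gene sets, the conditions used, the replicate block and the omission of each replicate.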

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

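The tests, the gene sets, the rule for named genes and the main alternatives were written down before the data were examined, and no test in this part was chosen only after its result was seen.

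The change of RTE between 0.1 and 0.6 per h differed between limitations in a test of the difference itself. edgeR's quasi-likelihood interaction test with Benjamini-Hochberg adjustment called 27 genes between C and N limitation, 14 between C and P limitation and 2 between N and P limitation, and 414, 347 and 288 genes had an unadjusted p under 0.05. Between C and N limitation 4 genes had the higher value under C limitation, which were flhD (2.58, adjusted p = 0.0184), opgD (1.00, 0.0364), ybdM (8.92, 0.0394) and yfaV (4.02, 0.0447), and 23 had the lower value, of which gmk (-2.11), brnQ (-1.81), nhaA (-1.59) and allR (-1.27) shared the smallest adjusted p (0.00419), while yfiC (-2.81) and ybjI (-2.52) had the largest size. Between C and P limitation ilvB was the gene with the higher value (1.42, adjusted p = 0.0144) and 13 had the lower one, with nhaA at -1.86 (adjusted p = 0.000247). Between N and P limitation the called genes were rpsA (1.01, adjusted p = 0.000908) and yacL (-2.20, adjusted p = 0.0336). These genes were named after their values were seen. The change of ybdM, the largest, had a standard error of 2.27. Without the filter on low counts the numbers were 6 and 2 for the comparisons with C limitation, and with the replicate block, for which the check of pairing was 0.0327, they were 37, 23 and 2. Leaving out replicate 1, 2 or 3 of all conditions gave 1 to 3, 0 to 6 and 0 genes, with 286 and 211 genes at an unadjusted p under 0.05 where no gene was called. With library totals the numbers were 37, 19 and 4. The labels of the limitations can be exchanged between same-numbered cultures in 4 ways, and 1 of the 4 gave as many genes, the real one, in each comparison, with 0 genes in the others. With 4 ways a share under 0.05 could not be reached whatever the data, so by this share alone the pattern cannot be told apart from a chance arrangement of the cultures. A dependence of growth-rate effects on the limiting nutrient is a hypothesis that rests on few genes, whose number fell when a replicate was left out of all conditions, which also lowers the power of the test.

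The paper does not report the change of mRNA level or RTE per gene in ΔrplA against wild-type N-limited cells. At 0.1 per h edgeR's quasi-likelihood test called 139 genes for mRNA (79 higher in ΔrplA, 60 lower) and 12 for RTE, and at 0.6 per h 623 for mRNA (397 higher, 226 lower) and 226 for RTE (60 higher, 166 lower). The 5 genes with higher RTE at 0.1 per h were yddM (1.49, adjusted p = 0.0154), murD (0.67, 0.0283), mepK (0.60, 0.0283), maeB (0.74, 0.0283) and djlB (8.20, 0.0491), and among the 7 with lower RTE were adiA (-2.33, 0.0283), ykgG (-1.87, 0.0491), wzzE (-1.17, 0.00727) and rplY (-1.13, 0.000320). The rule for named genes does not cover mepK, djlB and rplY, which were chosen after their values were seen. The change of djlB had a standard error of 2.02 and did not go the same way in all 3 same-numbered pairs. Among called genes that moved the same way in all 3 same-numbered pairs at 0.6 per h, the largest RTE rises were in pyrE (2.53), yfdG (2.00) and yjeM (1.99) and the largest falls in hdeD (-2.33), ybdD (-2.29) and bssS (-1.91). With library totals in place of TMM normalization the RTE calls were 15 higher and 6 lower at 0.1 per h and 258 higher and 44 lower at 0.6 per h, with 104 of the 226 genes shared in the same direction, and the median log2 RTE change of all genes at 0.6 per h moved from -0.11 to 0.20. The mRNA calls at 0.6 per h turned to 218 higher and 442 lower. With DESeq2 and its size factors 87 genes were higher and 122 lower for RTE at 0.6 per h, with 180 of the 226 shared in the same direction, and 305 higher and 272 lower for mRNA. The balance of higher and lower calls at 0.6 per h thus depends on the scaling, while most single calls kept their direction with DESeq2. With the replicate block, for which the check of pairing was 0.0327, 17 and 308 genes were called for RTE, with 207 of the 226 shared in the same direction. Of the splits of the 6 cultures into groups of 3, 4 part all same-numbered pairs, and 1 of these 4, the real one, gave as many genes in each of the 4 comparisons of ΔrplA, while the others gave 0. The 6 splits that part 1 pair gave at most 5. A share under 0.05 could not be reached with so few splits whatever the data, so by this share alone the numbers cannot be told apart from a chance arrangement of cultures. The other splits mix both strains within a group. Any difference between the real groups, whatever its cause, then adds to the spread within groups and lowers the calls. The gap to the 139, 623 and 226 genes of the larger counts therefore does not decide either.

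L1, the product of rplA, represses translation of its own rplK-rplA transcript, and a candidate explanation of RTE changes in ΔrplA cells is the loss of that repression, which would raise the RTE of rplK. The RTE of rplK changed by 0.37 at 0.1 per h (adjusted p = 0.497) and by 0.19 at 0.6 per h (adjusted p = 0.608 from edgeR's interaction test), so the test gave no call. Its mRNA changed by 0.26 (adjusted p = 0.344) and 0.92 (adjusted p = 1.13e-08). A read-depth difference is a further technical explanation, which was not tested here for these calls.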

How the results depend on the processing

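No test in this part was chosen only after its result was seen, but 8 alternatives were added after the data were seen and are called added here. Counting each alternative for each result, 650 values of 62 results for counts of genes, gene sets, correlations and shares were compared with the value reported, of which 474 stayed the same, 13 were weaker, 8 stronger, 142 moved and 13 reversed. The same means, for a result with a test, the same direction and side of the threshold, for a value without one, a move within the replicate spread, and for a count of genes, a total within 1.5 times the reported one whatever its split into higher and lower calls. The counts given here therefore leave out shifts of that split, which are given below for library totals and DESeq2. For 135 results of single genes, 1358 of 1603 values stayed the same, 192 were weaker, 21 stronger, 18 moved and 14 reversed. Where no value shows the cause of a change below, the cause was not tested.

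The mRNA calls were the steadiest. In the 8 comparisons of wild-type conditions every alternative stayed within 1.5 times the reported count, with 958 to 1251, 619 to 754 and 1171 to 1529 genes at 0.1 per h (C against N, N against P and C against P limitation) when a culture was left out, 809 to 955 and 515 to 580 genes at 0.6 per h (C against N and N against P), and 770 to 983, 659 to 819 and 647 to 793 genes between growth rates under C, N and P limitation. For ΔrplA against wild-type N-limited cells these ranges were 60 to 108 at 0.1 per h (139 with all cultures) and 458 to 536 at 0.6 per h.

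RTE calls changed more. Leaving out a culture gave 243 to 310 genes for C against N limitation at 0.1 per h (421 with all cultures), 66 to 134 for N against P (177), 297 to 418 for C against P (502), 245 to 357 for C against N at 0.6 per h (370), 138 to 218 for N against P at 0.6 per h (261), and 56 to 123, 15 to 45 and 9 to 58 between growth rates under C, N and P limitation (170, 103 and 71). For ΔrplA the ranges were 0 to 6 at 0.1 per h (12), with 284 genes at an unadjusted p under 0.05 where none was called, and 80 to 168 at 0.6 per h (226). For the difference of growth-rate effects between limitations, where a replicate was left out of all conditions at once, the ranges were 1 to 3, 0 to 6 and 0 genes (27, 14 and 2), with 286 and 211 genes at an unadjusted p under 0.05 where none was called. Fewer cultures lower the power of the test, so fewer calls do not by themselves show an aberrant culture.

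Without the filter on low counts the RTE calls between growth rates fell to 97 under C limitation (35 higher at 0.1 per h, 62 lower), 42 under N (10 higher, 32 lower) and 17 under P limitation (5 higher, 12 lower), those of ΔrplA at 0.1 per h to 7 (1 higher, 6 lower), and the differences between limitations to 6 (C and N) and 2 (C and P). With only the genes passing the expression filter they were 65 under N (41 higher, 24 lower) and 35 under P limitation (20 higher, 15 lower). Fitting only the conditions compared gave 59 under C limitation (45 higher, 14 lower) and 22 for ΔrplA at 0.1 per h (11 higher, 11 lower). The replicate block gave 156 under N (131 higher, 25 lower) and 166 under P limitation (152 higher, 14 lower), and 23 for the difference between C and P limitation. DESeq2 gave 26 for that difference and 1 for the difference between N and P limitation, against 4 with library totals. With the block the mRNA calls were 1277, 873 and 1599 at 0.1 per h, 1033 and 688 at 0.6 per h, 1051, 912 and 920 between growth rates, and 165 and 657 for ΔrplA, while the correlation of same-numbered RNA-seq libraries was 0.0541.

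The balance of directions depended on the scaling in many comparisons. With library totals in place of TMM, mRNA calls higher and lower in the first condition were 494 and 1000 for C against N limitation at 0.1 per h (649 and 586 with TMM), 528 and 320 for N against P (394 and 432), 688 and 973 for C against P (804 and 754), 409 and 844 for C against N at 0.6 per h (572 and 409), and 600 and 397, 638 and 319, and 559 and 372 for 0.1 against 0.6 per h under C, N and P limitation (377 and 637, 362 and 526, 363 and 511). RTE calls were 243 and 153 (165 and 256) for C against N limitation at 0.1 per h, 304 and 221 (198 and 304) for C against P, 310 and 146 (166 and 204) for C against N at 0.6 per h, and 95 and 197 (118 and 143) for N against P at 0.6 per h. For 0.1 against 0.6 per h they turned to 25 and 156 (114 and 56) under C, 16 and 56 (83 and 20) under N and 10 and 87 (62 and 9) under P limitation. For ΔrplA they were 15 and 6 (5 and 7) at 0.1 per h and 258 and 44 (60 and 166) at 0.6 per h, where the mRNA calls were 218 and 442 (397 and 226). For the differences of growth-rate effects they were 6 and 13 (C and P, 1 and 13 with TMM) and 3 and 1 (N and P, 1 and 1). The balance moved less for RTE between N and P limitation at 0.1 per h (92 and 104, against 85 and 92), for mRNA between them at 0.6 per h (359 and 320, against 330 and 331), for mRNA of ΔrplA at 0.1 per h (91 and 74, against 79 and 60) and for the difference of C and N limitation (9 and 28, against 4 and 23). With DESeq2 and its size factors the mRNA calls at 0.1 per h were 915 and 564 for C against P limitation. They were 732 and 439 for C against N and 407 and 378 for N against P. For 0.1 against 0.6 per h they were 518 and 434 under C, 428 and 416 under N and 454 and 420 under P limitation. RTE calls with DESeq2 were 222 and 194 for C against N limitation and 266 and 255 for C against P at 0.1 per h. At 0.6 per h they were 232 and 189 for C against N and 149 and 138 for N against P. Between growth rates they were 86 and 72 under C and 48 and 26 under N limitation. The filter on low counts moved the balance too, with 543 and 826 mRNA calls for C against N limitation at 0.1 per h when it was left out. RTE calls without it were 278 and 113 for C against N and 278 and 205 for C against P at 0.1 per h. At 0.6 per h they were 239 and 133 for C against N and 79 and 77 for ΔrplA. Between N and P limitation at 0.1 per h, RTE calls were 50 and 112 without it. They were 59 and 161 there when only the conditions compared were fitted.

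The median rho of mRNA level and RTE stayed negative (-0.0748 as reported, -0.167 to -0.126 without a replicate) in the alternatives, except with mRNA level and denominator from different replicates (0.121). Of the ways of computing rho tried after the data were seen, the median of per-culture ratios, set to 0 where no mRNA read was counted, gave a median of 0, with 12.9% under -0.5 and 15.2% above 0.5. The share of genes under -0.5 (17.7% as reported) was 26.6% with no expression filter, 25.4% over the 6 chemostat conditions, 6.07% with different replicates, 24.5% and 29.5% over 36 cultures with ratios set to 0 or left out where no mRNA read was counted (both added), and 20.5% to 23.3% without a replicate. The share above 0.5 (11.1%) was 8.61% with no filter, 13.6% with TMM-scaled RPKM, 14.0% with Pearson's r, 16.9% over the 8 wild-type and 16.2% over the 6 chemostat conditions, 16.6% with different replicates, 4.74% and 2.57% over 36 cultures (both added), and 7.82% to 9.45% without a replicate. The number of genes with an adjusted p under 0.05 (82) was 34 when every condition had to pass the limit, 342 with no filter, 31 with the mean of ratios, 193 with Pearson's r, and 3 on average with different replicates. With the 6 chemostat conditions it was 0, with 249 of 2891 genes at an unadjusted p under 0.05, but so few conditions allow no p small enough unless many genes reach a perfect rho, so this 0 is set by the design. With the 8 wild-type conditions it was also 0, with 466 at the unadjusted limit, in a test with less power than that over 12 conditions. It was 71 to 154 without a replicate.

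The R² of mRNA level and RTE (0.143) was 0.0493 with values under 1 RPKM set to 1, 0.224 with the mean of ratios, 0.0487 with only filtered genes, 0.189 as a squared Spearman correlation, 0.302 with ratios of 0 where no mRNA read was counted (added), and 0.127 to 0.178 without a replicate. Its median within conditions (0.0818) was 0.0278, 0.148 and 0.232 with the first, second and last of these. The correlation of RTE mean and variance (0.744) was 0.758 with the mean of log10 values as filter, 0.769 when every condition had to pass, 0.704 with no filter, 0.760 with TMM scaling, 0.721 over the wild-type conditions and 0.742 to 0.747 without a replicate. For the ATP synthase genes, Spearman's rho was 0.741 (exact permutation p = 0.05) against Pearson's r of 0.985, which stayed at 0.984 to 0.986 without a replicate.

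The gene sets with higher mRNA level in C- than N-limited and in N- than P-limited cells at 0.1 per h kept their direction and their side of 0.05 under every alternative, with 0.72 to 0.88 and 0.52 to 0.77 when a replicate was left out. For N-limited over C-limited cells at 0.1 per h (0.66) the difference was 0.19 (permutation p = 0.207) with edgeR's interaction change and 0.0139 (permutation p = 0.846) with an mRNA limit of 2, and 0.42 to 1.05 without a replicate. For P-limited over N-limited cells at 0.1 per h (1.09) it was 0.10 (permutation p = 0.207) with a limit of 2, 0.41 (permutation p = 0.0762) with a single gene per symbol stem, and 0.64 to 1.50 without a replicate.

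At 0.6 per h the sets were less steady. For C-limited over N-limited cells (0.13) the difference reversed to -0.26 (permutation p = 0.0223) with edgeR's interaction change and to -0.0424 without replicate 3, and was stronger with a limit of 2 (0.24, permutation p = 0.00027), with the replicate block (0.45, permutation p = 0.0033, pairing check 0.0327, added) and with set and denominator from different replicates (0.40, permutation p = 0.00838, added). It was -0.0424 to 0.26 without a replicate (permutation p = 0.0431 to 0.718). For N-limited over C-limited cells (-0.91) the block gave -0.20 (permutation p = 0.295, added), different replicates -0.68 (permutation p = 0.28, added) and leaving out a replicate -0.99 to -0.35 (permutation p up to 0.0624). For N-limited over P-limited cells (0.45) edgeR's change gave -0.22 (permutation p = 0.154), a limit of 2 gave 0.10 (permutation p = 0.311), a single gene per stem 0.40 (permutation p = 0.065), and leaving out a replicate 0.21 to 0.43 (permutation p = 0.0172 to 0.225). For P-limited over N-limited cells (0.66) edgeR's change gave -0.0901 (permutation p = 0.458), a single gene per stem 0.38 (permutation p = 0.0832), and leaving out a replicate 0.48 to 1.02.

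Between growth rates, the C set (0.16) passed with a limit of 2 (0.15, permutation p = 0.00636) and with the block (0.17, permutation p = 0.0476, added), and ranged from 0.13 to 0.24 without a replicate (permutation p = 0.0308 without replicate 1, otherwise up to 0.227). The N set (-0.05) reversed with the edgeR mRNA ratio (0.0353), a limit of 2 (0.0552), a pseudocount of 1 RPKM (0.00975), the block (0.0511, added) and different replicates (0.00413, added), and ranged from -0.23 to 0.15 without a replicate (permutation p = 0.0325 without replicate 1, otherwise up to 0.786). The P set (0.21) reversed with a limit of 2 (-0.13, permutation p = 0.0591) and without replicate 3, with a range of -0.0453 to 0.17 when a replicate was left out.

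Of the pathway percentiles, that of the flagellar genes (92.4) moved by less than its replicate spread (SD 18.8) in each setting that gave a value, at 92.8 to 99.7 without a replicate and 100 when matched on RTE (added). Chemotaxis (86.3) was at 67.9 with the mean of ratios, 99.5 when matched on RTE (added) and 71.3 to 94.2 without a replicate, the TCA cycle (9.38) at 0.03 when matched on RTE (added) and 9.64 to 14.7, and pyruvate metabolism (82.2) at 28.2 when every condition had to pass, 1.14 when matched on RTE (added) and 47.7 to 86.1. Ribosomal proteins (9.13) were at 14.0 when every condition had to pass, 13.5 with TMM scaling, 14.5 over the wild-type conditions, 0 when matched on RTE (added) and 7.81 to 12.3 without a replicate. The correlation of flagellar and chemotaxis genes was 0.526 to 0.795 without a replicate.

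The accuracy of the random forest with mean RTE (74.1%) was 57.5% for the Fano factor, 56.2% for the coefficient of variation, 55.3% for the variance of log2 RTE, 63.6% for the variance minus its replicate part, 49.5% for the residual after lowess, 76.4% when every condition had to pass, and 74.6% to 76.0% without a replicate. With mean mRNA level (50.3%) it was 53.2%, 60.1%, 60.5%, 53.4%, 57.8%, 51.5% and 50.3% to 51.4% in the same order. The residual has its dependence on mean RTE taken out by construction, so its accuracy with mean RTE carries no evidence.

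For rplA and rmf, TMM-scaled RPKM moved the mRNA change of rplA to 1.30 under C and 1.39 under N limitation (1.02 and 1.11 as reported) and its RTE change to 0.11 and 0.10 (0.24 and 0.31), and the mRNA change of rmf to -3.68 under N and -3.58 under P limitation (-3.96 and -3.74) and its RTE change under N limitation to -0.46 (-0.25). Taken as 0.1 over 0.6 per h, so with the sign opposite to the RPKM values above, the edgeR RTE change of rplA under C limitation was 0.00 and turned to -0.0431 with DESeq2, -0.0109 with filtered genes, -0.26 with library totals and -0.10 with no filter, and ranged from -0.17 to 0.0799 when a culture was left out, with 4 of the 6 values negative. In C- against N-limited cells, the RTE changes of rutC and rutD (-1.32 and -0.91) ranged from -2.59 to 3.44 and from -1.72 to 4.76 when a culture was left out, positive without C-limited replicate 3, and those of rutE and rutF (-0.52 and -1.07) from -1.65 to 4.50 and from -1.42 to 4.51, positive without C-limited replicate 1. In N- against P-limited cells, that of phnO (0.10) turned to -0.0304 when only the conditions compared were fitted, and ranged from -0.0825 (without N-limited replicate 2) to 0.33 when a culture was left out. Most other changes of single genes came from leaving out a culture, with 145 of 798 values weaker.

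Depth limits the gene sets most. In the condition with low mRNA level the median gene had 13, 6, 19 and 11 RNA-seq reads over 3 cultures in the 4 sets at 0.1 per h, and 5, 7.5, 10.5 and 12 at 0.6 per h, so ratios of single genes there rest on few reads. Not run were the alternatives on codons (no genome sequence was used here), the 6 chemostat conditions and different replicates for the RTE variance and the pathways, and fits of only the conditions compared for the differences between limitations. When every condition had to pass the limit, fewer than 3 flagellar or chemotaxis genes were left and gave no value.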

Differences from the paper's values

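The settings called added in this part were chosen only after the values were seen, and 16 ways of computing rho and 8 ways of computing R² were tried to find them. All other settings were planned. Apart from these trials, no cause was tested for any difference. Of the 16 ways, only that over 36 cultures with ratios of 0 where no mRNA read was counted reached the paper's median rho and both its shares of genes. It was found by searching for a match, and it did not reach the paper's Kolmogorov-Smirnov p-value. The match alone therefore does not show which way the paper used.

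The R² between mean mRNA level and mean RTE was 0.143 against 0.3 in the paper. Of the planned settings the mean of ratios came near, at 0.224, while RPKM under 1 set to 1 (0.0493), TMM-scaled RPKM (0.145), the 8 wild-type conditions (0.133), the squared Spearman correlation (0.189), different replicates (0.161) and leaving out a replicate (0.127 to 0.178) did not. With the mean of ratios and a ratio of 0 where no mRNA read was counted, added after the data were seen, it was 0.302.

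The median rho was -0.0748 against -0.23 in the paper. It came near with no expression filter (-0.203) and without replicate 1 (-0.167), and the other planned settings gave -0.126 to 0.121. Among these, RPKM under 1 was set to 1 in condition means. Set in each culture, with the mean of ratios, a reading added after the data were seen, the median was -0.168. Over 36 culture values, added after the data were seen, it was -0.23 with ratios of 0 where no mRNA read was counted and -0.290 with those cultures left out. The share of genes with a rho above 0.5 was 11.1% against 4.7%, and no planned setting came near (7.82% to 16.9%). Over 36 cultures with ratios of 0, added after the data were seen, it was 4.74%, and with those cultures left out 2.57%. The p-value of the Kolmogorov-Smirnov test was 4.76e-30 across n = 2914 genes against 5e-130, and no setting came near, with planned settings between 5.75e-14 (n = 1791 genes, every condition above the limit) and 2.99e-107 (n = 3858 genes, no filter), and 2.92e-227 and 5.80e-284 (n = 2914 genes) in the added ones. For ycaO rho was 0.853 against 0.73. No planned setting came near (0.825 to 0.929), and over 36 cultures with ratios of 0, added after the data were seen, it was 0.728. For fieF rho was -0.972 against -0.91, and -0.914 over 36 cultures, also added. The share of genes with a rho under -0.5 was 17.7% against 24.5%. It was 26.6% with no expression filter and 25.4% over the 6 chemostat conditions, both planned. Over 36 cultures with ratios of 0, added after the data were seen, it was 24.5%.

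For the correlation of flagellar and chemotaxis genes, r was 0.779 against about 0.96 read by eye in Fig 5F. The mean of ratios came near (0.868), TMM-scaled RPKM, the 8 wild-type conditions and leaving out a replicate did not (0.526 to 0.795), and the mean of log2 RTE, added after the data were seen, gave 0.95.

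Within single conditions, values of R² were read by eye in Fig N in S1 Text. The values here were 0.0504 against about 0.16 read by eye in Fig N for C-limited cells at 0.1 per h, 0.0751 against about 0.23 for N-limited cells at 0.6 per h, 0.123 against about 0.24 and 0.109 against about 0.20 for P-limited cells at 0.1 and 0.6 per h, 0.0838 against about 0.17 in rich medium, 0.143 against about 0.23 for ΔrplA cells at 0.1 per h, and 0.112 against about 0.26 and 0.0461 against about 0.23 for ΔleuB cells at 0.1 and 0.6 per h. With the mean of ratios the values came near for P-limited cells (0.183 and 0.155), rich medium (0.15), ΔrplA cells at 0.1 per h (0.183) and ΔleuB cells at 0.1 per h (0.184), but not for C-limited cells at 0.1 per h (0.0977), N-limited cells at 0.6 per h (0.146) and ΔleuB cells at 0.6 per h (0.119). TMM-scaled RPKM, RPKM under 1 set to 1 and leaving out a replicate did not come near in any of these. With ratios of 0 where no mRNA read was counted, added after the data were seen, all of them came near, in the same order at 0.17, 0.23, 0.251, 0.218, 0.233, 0.242, 0.264 and 0.238, but the values of C-limited cells at 0.6 per h (0.156), minimal medium (0.192) and ΔrplA cells at 0.6 per h (0.188) then differed, which they did not before.

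Some statements of the paper also differed from the values. The paper reports no significant difference of RTE for the genes with higher mRNA level in N- than C-limited cells at 0.6 per h, where the difference was -0.91 (permutation test over random sets of genes, p = 1e-05, the smallest possible). That p-value does not measure the spread between cultures, whose same-numbered pairs gave -0.14, -1.36 and 0.86. The difference was not resolved among genes with at least 10 reads (-0.32, permutation p = 0.115). Nor was it with the replicate block, which was added after the data were seen and kept only genes defined in every pair. The paper reports a change of RTE with growth rate for rplA and rmf. edgeR's interaction test gave adjusted p-values of 1.00, 0.983 and 0.878 for rplA under C, N and P limitation and of 0.208, 0.468 and 0.129 for rmf, where only rmf passed with the replicate block. The direction the paper reports was present in RTE from RPKM, which rose for rplA and fell for rmf at 0.6 per h in all 3 same-numbered pairs under each limitation. The variance of RTE is described as small for pyruvate metabolism, whose percentile among random sets was 82.2, but 28.2 when every condition had to pass the filter and 1.14 when sets were matched on RTE, which was added after the data were seen. Where the paper sees no evident difference of RTE between growth rates, edgeR called 170, 103 and 71 genes under C, N and P limitation. With library totals in place of TMM normalization, only 81, 36 and 19 of these genes were called in the same direction. For the gene sets, which the paper also compared, the main test likewise gave no difference under 0.05 (permutation p = 0.104, 0.658 and 0.0799). A weak correlation of mRNA level and RTE variance is described, and rho was -0.00269. Of the genes the paper names as changed in RTE between limitations, edgeR called mglB and phnH, but not yjcH, mglA, mglC, the flg genes, the rut genes or the other phn genes. With the replicate block, rutA and rutG were also called (adjusted p = 0.0151 and 0.0249, 0.00273 to 0.610 and 0.00222 to 0.345 over the alternatives), and of the rest mglA, rutB, phnF, phnI, phnJ and phnL passed 0.05 in an alternative.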

Other observations

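The setting with different replicates was written down in advance, but its use as a test of shared noise, like the test on the 5 genes with positive rho, was chosen only after the results were seen.

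The negative median rho may come from sampling noise, since the RNA-seq counts that give a gene's mRNA level are also the denominator of its RTE. With mRNA level and denominator from different replicates the median was 0.121. Counts simulated with a constant RTE per gene gave a median of -0.305 with negative-binomial and -0.283 with Poisson noise. Over 36 simulated cultures the median was -0.402, with 34.8% of genes under -0.5 and 2.05% above 0.5. Among the 729 genes with most counts it was 0.154 in the measured data. With different replicates the 4 groups of genes by counts had medians of 0.0699, 0.100, 0.127 and 0.184, and over 36 cultures -0.315, -0.348, -0.240 and -0.00695. These values are in line with shared noise as a source of the negative median, and they leave a positive median once it is removed. The share above 0.5 was higher in the data than in the simulations, which a constant RTE does not give.

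For the 5 genes that the paper shows with the most positive rho, setting RTE to 0 where no mRNA read was counted was tested as the source of the coefficients. With those cultures left out, 4 of the 5 kept a rho above 0.5, and with the conditions without a read left out 0 of the 5 did, so the test does not decide whether a positive coefficient remains. Their place among the highest coefficients does rest on the zeros: over 36 cultures the 5 genes fell from 0.903 to 0.974 with zeros to 0.474 to 0.639 without them, below ilvB (0.808), asnS (0.781), adeP (0.746) and ycaO (0.728), each of which had mRNA reads in every culture.

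Higher RTE in the condition with the higher mRNA level could come from few RNA-seq reads in the other condition. With only genes that had at least 10 reads there, the differences at 0.1 per h were 0.72 for C over N limitation (32 genes, permutation p = 3e-05), 1.03 for N over C (13 genes, permutation p = 0.00014), 0.63 for N over P (14 genes, permutation p = 0.00092) and 0.61 for P over N (11 genes, permutation p = 0.0038). At 0.6 per h they were 0.46 (11 genes, permutation p = 0.0353), -0.32 (12 genes, permutation p = 0.115), 0.55 (12 genes, permutation p = 0.00574) and 0.38 (18 genes, permutation p = 0.016). The limit of 10 reads acts on the denominator of RTE and so favours genes with a lower RTE in that condition, which raises the difference, and the test therefore does not rule out an effect of low counts in either direction. With the gene set and the denominator from different replicates, an alternative added after the data were seen, the differences at 0.1 per h were 1.14, 0.65, 0.64 and 0.83.

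The variance of RTE across conditions may come from noise between replicates. The replicate spread gave 41.8% of the variance of the median gene, more than 50% for 43.4% of the genes, and 33.2% for the median of the 200 genes with the largest variance. Replicate noise is thus a large part, but not all, of the variance of most genes.

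A chance arrangement of cultures was tested as a source of the calls. Of the 10 splits of 6 cultures into groups of 3, 4 part all same-numbered pairs, and in each of the 20 tests across genes 1 of these 4, the real one, gave as many calls. The other 3 gave at most 4 genes for mRNA and at most 1 for RTE. The 6 splits that part a single pair gave at most 12. With 4 splits a share under 0.05 could not be reached whatever the data, so the share does not decide. The other splits mix cultures of both conditions within a group. Any difference between the real groups, whatever its cause, then adds to the spread within groups and lowers the calls. The gap to the 71 to 1558 genes that the real split gave in the wild-type comparisons therefore does not decide either.

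Calls at the 2 growth rates overlapped. For RTE between N- and P-limited cells, 68 genes were called at both growth rates, all in the same direction, where 11.7 would be shared by chance. At the mRNA level 686 genes were shared between growth rates for C against N limitation (669 in the same direction, 306 by chance) and 400 for N against P (394 in the same direction, 138 by chance). Between C- and P-limited cells at 0.1 per h, 274 genes were called for mRNA and RTE (172 in the same direction, 102 in the opposite one). If these lists were independent, 197 would be shared, but both changes use the same RNA-seq libraries.

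The coefficient between mRNA level and RTE over the 12 conditions was 0.783 for rplA (adjusted p = 0.0791, permutation test), 0.818 for rmf (adjusted p = 0.0568, permutation test) and 0.266 for leuB. Over the 10 conditions without ΔrplA cells that of rplA was 0.624 (n = 10 conditions, permutation p = 0.0589). Over the 10 conditions without ΔleuB cells that of leuB was -0.176 (n = 10 conditions, permutation p = 0.633), so its sign changed.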
